# USP7/Maged1-mediated H2A monoubiquitination in the paraventricular thalamus: an epigenetic mechanism involved in cocaine use disorder

**DOI:** 10.1038/s41467-023-44120-2

**Published:** 2023-12-20

**Authors:** Julian Cheron, Leonardo Beccari, Perrine Hagué, Romain Icick, Chloé Despontin, Teresa Carusone, Matthieu Defrance, Sagar Bhogaraju, Elena Martin-Garcia, Roberto Capellan, Rafael Maldonado, Florence Vorspan, Jérôme Bonnefont, Alban de Kerchove d’Exaerde

**Keywords:** Addiction, Epigenetics in the nervous system

## Abstract

The risk of developing drug addiction is strongly influenced by the epigenetic landscape and chromatin remodeling. While histone modifications such as methylation and acetylation have been studied in the ventral tegmental area and nucleus accumbens (NAc), the role of H2A monoubiquitination remains unknown. Our investigations, initially focused on the scaffold protein melanoma-associated antigen D1 (Maged1), reveal that H2A monoubiquitination in the paraventricular thalamus (PVT) significantly contributes to cocaine-adaptive behaviors and transcriptional repression induced by cocaine. Chronic cocaine use increases H2A monoubiquitination, regulated by Maged1 and its partner USP7. Accordingly, Maged1 specific inactivation in thalamic Vglut2 neurons, or USP7 inhibition, blocks cocaine-evoked H2A monoubiquitination and cocaine locomotor sensitization. Additionally, genetic variations in MAGED1 and USP7 are linked to altered susceptibility to cocaine addiction and cocaine-associated symptoms in humans. These findings unveil an epigenetic modification in a non-canonical reward pathway of the brain and a potent marker of epigenetic risk factors for drug addiction in humans.

## Abstract (web summary)

This study uncovers the role of epigenetic H2A monoubiquitination in the mouse brain’s response to chronic cocaine use. It also identifies genetic variations in humans linked to H2A monoubiquitination, modifying susceptibility to cocaine addiction and aggression, and paving the way for tailored treatments.

## Introduction

Drug addiction, defined as uncontrollable drug intake despite harmful consequences, is a major health problem^1,2^. The number of deaths associated with cocaine use disorder (CUD) is increasing, and in contrast to tobacco and opioid addiction, no medication has been approved for CUD^1^. Identifying risk factors and therapeutic targets is thus a pressing biomedical challenge. The neurobiological mechanisms that drive and sustain drug addiction involve the combination of neuronal and synaptic plasticity with modifications of gene expression, achieved, in part, through epigenetic mechanisms^3^. By regulating chromatin-related processes, drug-induced epigenetic alterations contribute to the aberrant gene expression and cellular function that underlie drug addiction pathogenesis^4^. Histone post-translational modifications (PTMs) that control chromatin structures regulate drug-adaptive behaviors and the subsequent transition to addiction^4,5^. Several chromatin modifications in the ventral tegmental area and nucleus accumbens (NAc), including histone H3 methylation, H3 and H4 acetylation, have been implicated in drug addiction. Still, the contribution of other histones and their PTMs is unclear^4,6–9^. The promoter of melanoma-associated antigen D1 (Maged1) was identified as one of the targets of histone H3 acetylation, a canonical PTM, induced in the NAc by chronic cocaine treatment^9^. Subsequently, we identified Maged1 as a master regulator of cocaine reward and reinforcement^10^. Indeed, Maged1 KO mice display, in parallel to an abolished locomotor sensitization, altered cocaine-induced conditioned place preference (CPP) and cocaine self-administration^10^. To date, however, the molecular mechanisms involving Maged1 in these cocaine-related phenotypes have not been characterized^10–12^. Despite its ubiquitous expression in the brain and its essential role in cocaine-related behaviors, Maged1 is not required for cocaine-induced behaviors in dopaminergic or GABAergic cells^10^, leaving excitatory glutamatergic cells as the main candidate. In this work, we demonstrate that chronic cocaine administration increases H2A monoubiquitination in several brain regions, including the NAc and a non-canonical reward region—the thalamus. Maged1 and the deubiquitinase USP7 are further identified as key regulators of this histone PTM within the paraventricular thalamus (PVT). Our findings underscore the significant role of H2A monoubiquitination in driving cocaine-adaptive behaviors and transcriptional repression triggered by cocaine exposure. Furthermore, we uncover genetic variations in *MAGED1* and *USP7* associated with altered susceptibility to cocaine addiction and to cocaine-induced aggressive behavior in human subjects.

## Results

### *Maged1* expression in Vglut2 neurons, and specifically in the paraventricular thalamus, is necessary and sufficient for cocaine-related behaviors

Here, we specifically inactivated *Maged1* in glutamatergic Vglut1 or Vglut2 cells by crossing *Vglut1-* or *Vglut2-*Cre-driver mice with *Maged1* floxed mice (*Maged1*^*loxP*^). Notably, only Vglut2-mediated (but not Vglut1-mediated) *Maged1* inactivation (*Maged1* conditional knockout (cKO)) abolished cocaine-induced locomotor sensitization (20 mg/kg), a straightforward behavioral paradigm used to model drug-adaptive behavior^13–15^ (Fig. 1 and Supplementary Fig. 1). In rodents, repeated cocaine injections induce gradually increased locomotor activity; classically after five days of consecutive injections, the locomotor response reaches a ceiling level. This state lasts for months after cocaine withdrawal^13^. Locomotor sensitization is thus thought to be linked with important aspects of vulnerability to drug addiction^16,17^, relapse, and drug craving^18,19^. We further excluded the contribution of glutamatergic telencephalic neurons by using an Emx1-Cre driver line (Supplementary Fig. 2). Indeed, specific inactivation of Maged1 in telencephalic Emx1 cells did not alter cocaine-induced locomotor sensitization (Supplementary Fig. 2). Further, to delve into Maged1’s role in the reinforcing properties of cocaine within Vglut2 neurons, we conducted a CPP experiment and operant self-administration assessments (Supplementary Fig. 3). Our CPP results demonstrated a significant distinction between the two groups. Specifically, Vglut2-mediated Maged1 inactivation reduced time spent in the paired compartment associated with cocaine (Supplementary Fig. 3a). This finding suggests that Maged1 has a substantial influence on the response to cocaine-associated stimuli and the development of related adaptive behaviors. Shifting our focus to operant self-administration assessments (Supplementary Fig. 3b–d), we observed that Maged1 inactivation in Vglut2 neurons did not lead to alterations in learning during the training sessions (fixed ratio 1 and 3, Supplementary Fig. 3b, c). However, intriguingly, it did lead to a significant increase in the count of active nose-poking responses during the three consecutive days following learning (refer to supplementary results and Supplementary Fig. 3d). This outcome further supports the notion of Maged1 early involvement in early cocaine adaptive behaviors.

**Fig. 1:**
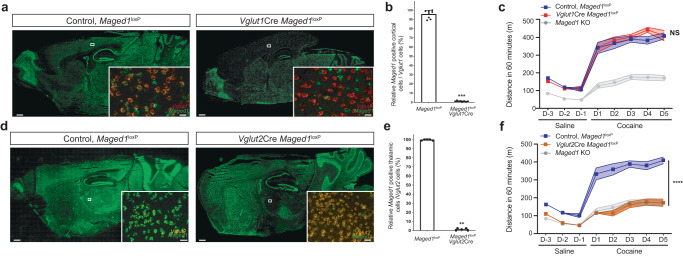
*Maged1* inactivation in Vglut2 neurons completely recapitulates the effect of *Maged1* global inactivation. Fluorescent in situ hybridization (FISH) of *Maged1* mRNA (in green) (scale bar: 500 μm). Insets show multiplexed FISH with *Vglut1* (in red) (**a**), *Vglut2* (in orange) (**d**), and *Maged1* mRNA (×20 magnification) in the cortex (**a**) and in the thalamus (**d**) (scale bar: 20 µm) (**a**), 30 µm (**d**). Relative percentage of *Maged1* mRNA-positive cells among *Vglut1* mRNA-positive cells in the cortex, P = 0.0002 (**b**), and *Vglut2* mRNA-positive cells in the thalamus, P = 0.0079 (**e**). n = 7 for each group (Mann–Whitney test (two-tailed). **c**, **f** Cocaine-induced locomotor sensitization, 20 mg/kg, intraperitoneal (i.p.) injection, Maged1 KO, n = 15. In panel (**c**): control, *Maged1*^*loxP*^, n = 13; *Vglut1*cre, *Maged1*^*loxP*^ mice, n = 7, (two-way ANOVA, control versus *Vglut1*Cre::*Maged1*^*loxP*^, P = 0.6651; days, P < 0.0001; interaction factor (genotype X days) P = 0.5056). In panel (**f**): control, *Maged1*^*loxP*^, n = 12; *Vglut2*Cre::*Maged1*^*loxP*^ mice, n = 9, (two-way ANOVA, control versus *Vglut2*Cre::*Maged1*^*loxP*^, P < 0.0001; days, P < 0.0001; interaction factor (genotype x days), P < 0.0001). Source data are provided as a Source Data file.

To screen for potential Vglut2 nuclei involved in the acquisition of this phenotype, we performed adeno-associated virus (AAV) retro mCherry injection in the NAc and revealed the amygdala, the ventral subiculum, and the PVT as the main Vglut2 nuclei targeting the NAc (Fig. 2a, b). Of these, *Maged1* mRNA in situ hybridization and immunohistochemistry (IHC) showed a singularly high level of Maged1 expression (Fig. 2c) in the PVT, which has recently been shown to be involved in drug addiction^20–23^. We therefore examined the impact of *Maged1* inactivation in the PVT via stereotactic injection of an AAV encoding a Cre recombinase in adult *Maged1*^*loxP*^ mice (Fig. 2d, e). Here again, we observed the abolition of cocaine-induced locomotor sensitization; thus, phenocopying *Maged1*-KO mice and excluding developmental effects (Fig. 2f). To test the sufficiency of Maged1 in the PVT to cocaine sensitization, we stereotactically injected an AAV expressing Maged1 into *Maged1*-KO mice and found that cocaine-evoked sensitization was restored (Fig. 2d, e, g). In contrast, stereotactic inactivation^10^ (Supplementary Fig. 4) or re-expression (Supplementary Fig. 5) of *Maged1* in other Vglut2- or mixed Vglut1/Vglut2 cell hubs of drug addiction, such as the prefrontal cortex (PFC), amygdala or ventral subiculum^24^, did not lead to major significant changes in cocaine-induced locomotor sensitization. Taken together, these results point toward PVT as the key nucleus where Maged1 plays a role in drug addiction.

**Fig. 2:**
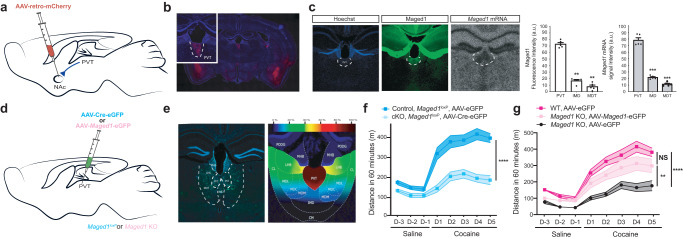
*Maged1* is ‘necessary and sufficient’ in the PVT. **a** Schematic of adeno-associated virus (AAV)-retro-mCherry injection in the nucleus accumbens (NAc). **b** Wide-field image showing the mCherry signal specifically in the PVT and other NAc-projecting regions. Inset shows mCherry signal in the PVT. **c** Immunohistochemistry (IHC) staining of Maged1 (in green) and Hoechst (blue) and in situ hybridization autoradiogram of *Maged1* mRNA and their quantification n = 5 mice (for Maged1 immunofluorescence: Repeated-measure one-way ANOVA (***P = 0,0002) followed by Tukey’s multiple comparisons tests (PVT vs IMD, P = 0.0027; PVT vs MDT, P = 0.002; IMD vs MDT P = 0.1552); for *Maged1* mRNA: Repeated-measures one-way ANOVA (P < 0.0001) followed by Tukey’s multiple comparisons post hoc test (PVT vs IMD, P = 0.0007; PVT vs MDT, P = 0.0002; IMD vs MDT P = 0.0734). **d** Schematic of inactivation (AAV-Cre-eGFP into *Maged* ^*loxP*^ mice) and re-expression experiments in the PVT (AAV-*Maged1*-eGFP in the *Maged1*-KO mice). **e** IHC staining showing the eGFP signal (in green) in the PVT (-2 mm from the bregma) (left), topographic representation of the targeted area; colors represent the percentage of the superimposed eGFP-targeted area (right). Inactivation experiment (**f**) and re-expression experiment (**g**) consisting of a cocaine-induced locomotor sensitization, 20 mg/kg, ip injection. In panel (**f**): control, *Maged1*^*loxP*^, AAV-eGFP mice, n = 10; cKO, *Maged1*^*loxP*^, AAV-Cre-eGFP mice, n = 11, (two-way ANOVA, control versus *Maged1*-cKO, P < 0.0001; days, P < 0.0001; interaction factor (genotype x days) P < 0.0001). In panel (**g**): control *Maged1*-KO, AAV-eGFP mice, n = 10; control *Maged1* WT, AAV-eGFP mice, n = 10; re-expressed in KO, AAV-*Maged1*-eGFP mice, n = 8, (two-way ANOVA, groups P < 0.0001; days, P < 0.0001; interaction factor (genotype X days) P < 0.0001 and Sidak’s test; re-expressed in KO versus control *Maged1* WT mice, P = 0.0731; re-expressed in KO versus control Maged1-KO mice, P = 0.0072; control *Maged1* WT versus control *Maged1*-KO, P < 0.0001). Data represented as mean±s.e.m. PVT: paraventricular nucleus of the thalamus, MDT: mediodorsal thalamic nucleus (including the medial, lateral, and central parts), IMD: intermediodorsal nucleus of the thalamus. Source data are provided as a Source Data file.

### Cocaine-induced transcriptomic changes involve the *Maged1*-mediated Polycomb repressive complex

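Thalamus was microdissected from control mice and from Maged1-cKO mice, in which Cre from a Vglut2-Cre driver inactivates a floxed Maged1 in glutamatergic Vglut2 neurons. Mice received saline for 3 days of habituation, then cocaine at 20 mg/kg or saline for 5 days. RNA depleted of ribosomal RNA was sequenced as paired-end reads, and the authors deposited 1 table per library with the TPM (transcript abundance corrected for length and scaled to the library total) of each listed gene. According to the paper's methods, reads were quantified with salmon and summarized per gene with tximport against GRCm38. The 14 libraries analysed here were labelled control saline (n = 4), control cocaine (n = 4), cKO saline (n = 4) and cKO cocaine (n = 2), and 1 further cKO cocaine sample of the 15 in the series was not analysed here. The genotype was taken from the sample titles, in whose groups the replicate numbers run. For 4 saline libraries the genotype tag names the other genotype. TPM keeps no record of sequencing depth, so the depth of each library is unknown from these values. The listed genes summed to 319293 to 333924 TPM in control saline, 317646 to 350425 in control cocaine, 312659 to 348913 in cKO saline, and 339587 and 377401 in cKO cocaine. The medians were 323800, 331427, 333666 and 358494 TPM. The sums differ between libraries, so the scale was not set over the listed genes alone. Here the TPM of each library were divided by a trimmed-mean (TMM) factor, 0.5 was added and log2 was taken. The 13471 genes with at least 1 TPM in at least 3 libraries were tested with limma, with all 4 groups in one model and a trend of the variance on the mean. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5. The pseudocount makes fold changes of genes with low TPM smaller than they are. The scaling matters most: cocaine libraries had TMM factors from 0.807 to 0.9385 and saline libraries from 1.0678 to 1.216, so TPM as deposited are lower for most genes after cocaine.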

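Maged1, the inactivated gene (ENSMUSG00000025151.16), lies on chromosome X of GRCm38 from 94535474 to 94542143 on the minus strand. Its TPM was 163.5, 188.6, 167.7 and 165.6 in the control saline libraries and 89.4, 86.8, 83.0 and 69.2 in the cKO saline libraries, in the order of the replicates. Grouped by the tags, each saline genotype would hold libraries from both of these ranges. It was 49.7, 76.7, 62.5 and 61.7 in the libraries labelled control cocaine, and 144.3 and 140.4 in the libraries labelled cKO cocaine. After saline the cKO libraries were lower by a log2 fold change of -1.11 (standard error 0.10, adjusted p = 0.00116, limma), and all 4 lay below all 4 controls (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). After cocaine the direction was opposite to the labels: the libraries labelled cKO were higher by 1.16 (standard error 0.13, adjusted p = 0.00356, limma). An exact test of 2 libraries against 4 cannot give a two-sided p under 0.133. The cocaine libraries are therefore named by their labels throughout, and each direction drawn between genotypes, or between cocaine and saline within a genotype, rests on those labels.

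**Figure D1:**
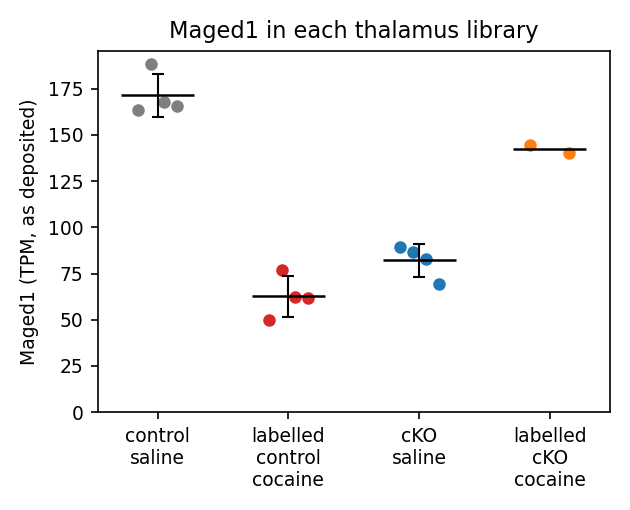
Maged1 TPM as deposited in each library, by labelled genotype and treatment; each point is a library, horizontal lines are means and error bars are SD for groups of 4. The libraries labelled control cocaine sit between 49.7 and 76.7 TPM, below both libraries labelled cKO cocaine at 140.4 and 144.3 TPM.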

To identify the molecular mechanisms linking Maged1 in the PVT to cocaine-mediated behavior, we analyzed the transcriptome in the thalamus after chronic cocaine (or saline) administration in control and *Maged1*-cKO mice by RNA sequencing (RNA-seq) (Fig. 3a). In control mice, repeated cocaine injections induced an upregulated expression of 252 genes and a downregulated expression of 452 genes compared to the expression of these genes after saline treatment (Fig. 3b). 

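Between the 4 libraries labelled control cocaine and the 4 control saline libraries, 192 genes were called higher and 223 lower among the 13471 tested. At an adjusted p-value under 0.05 with no fold change minimum, 1916 genes were higher and 1371 lower. Of the 192 genes, 173 had all 4 cocaine libraries above all 4 saline libraries, and of the 223, 177 had all 4 below; chance gives 1.43% in one direction among genes not selected for a difference, as called genes are. Leaving out the fold change minimum moved the higher count most, and TPM as deposited without scaling between libraries moved the lower count most, to 2372 genes, with 53 higher. The 3 largest rises among called genes without overlap between groups were in short noncoding RNAs. Mir666, on chromosome 12 from 109717085 to 109717183 (GRCm38), rose from 2.18 ± 0.755 to 114.2 ± 20.4 TPM (SD, n = 4 each), a log2 fold change of 5.79 (standard error 0.20, adjusted p = 5.67e-09, limma). Scarna2 was listed at 0 in every saline library and at 35.5 ± 17.4 TPM (SD, n = 4) in the libraries labelled control cocaine. Snora5c rose from 0.53 ± 0.44 to 68.0 ± 45.5 TPM (SD, n = 4 each; log2 fold change 6.18, standard error 0.53). Their transcripts are about as short as a sequenced fragment, so their TPM are less certain than those of longer genes. The largest fall was in Oxt, on chromosome 2 from 130576173 to 130577054, with 108.3, 202.7, 203.5 and 96.0 TPM in the control saline libraries. Of the 4 libraries labelled control cocaine, replicate 3 had 0.19 TPM and the others were listed at 0. Oxt is in a list of genes of the hypothalamus, a neighbouring tissue, and like Maged1 it was lower in cKO than in control after saline and higher in the libraries labelled cKO after cocaine. Of the microRNA genes that followed, Mir1966 had a log2 fold change of -5.77 (standard error 0.78, adjusted p = 0.000412, limma). Mir1969 was listed at 0 in each library labelled control cocaine and had 23.2 ± 17.0 TPM (SD, n = 4) in control saline.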

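Across the 13471 tested genes, the log2 fold changes between cocaine and saline libraries had a Pearson correlation of 0.33 (Spearman 0.38) between the labelled control and labelled cKO genotypes. Genes are not independent replicates, so no p-value is given. Among the genes called in control, the median absolute change was 0.64 in control and the median change in the same direction was 0.34 in cKO. The difference between the genotypes was tested as an interaction in limma. 108 genes were called, 66 with a higher and 42 with a lower effect in the libraries labelled cKO. Of the 271 genes called in control and in neither direction in cKO, 18 had an interaction with an adjusted p-value under 0.05. For the others of the 271, a difference between the genotypes was not detected. The interaction count was 1 gene with the genotype taken from the sample tags and 218 without control cocaine replicate 1, the lowest and the highest over the alternatives. Maged1 had the smallest adjusted p-value of the interaction (log2 difference 2.28, standard error 0.16, adjusted p = 5.53e-05, limma), and with the genotype tags this was 1.31 (adjusted p = 0.779, limma). It was lower after cocaine in the labelled control genotype (-1.09, standard error 0.10) and higher in the labelled cKO genotype (1.19, standard error 0.13). Tppp3 followed, on chromosome 8 from 105467493 to 105471526 (GRCm38), with a fall of -0.39 in control, a rise of 0.50 in cKO and an interaction of 0.89 (standard error 0.09, adjusted p = 0.00147, limma). Snora5c, which rose in control, was listed at 0 in both libraries labelled cKO cocaine and had 1.57 ± 1.39 TPM (SD, n = 4) in cKO saline (interaction, adjusted p = 0.00214, limma). Of the 108 genes, 106 had opposite signs in the genotypes.

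**Figure D2:**
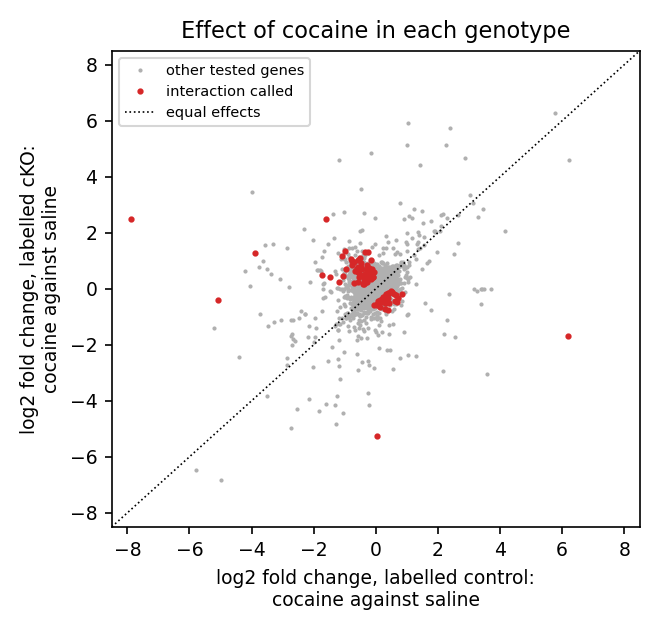
Log2 fold change between cocaine and saline libraries of each tested gene, labelled control on the x axis and labelled cKO on the y axis; red points are the 108 genes called for the interaction, grey points the other tested genes, and the dotted line marks equal effects. Of the red points, 106 have opposite signs on the axes, and the Pearson correlation over all points is 0.33.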

The transcriptional response (and particularly the downregulation process, see supplementary results) to cocaine exposure by *Maged1*-cKO mice differed from that of control mice in terms of genes and their assigned GO terms (Fig. 3b and Supplementary Fig. 6 and 7a, and Supplementary Data 1). 

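Curated gene sets of the Polycomb repressive complexes (PRC) in the paper's source data list cocaine-regulated genes that carry H3K27me3 or bind a PRC2 subunit in the cited studies. Of the 88 human gene symbols listed in 5 such sets, 57 matched a tested mouse gene by symbol. In the labelled control genotype, 13 of the 57 were called higher and 18 lower after cocaine, and 21 had positive and 36 negative log2 fold changes. In the labelled cKO genotype, 6 were called higher and 0 lower, where 39 had positive and 18 negative log2 fold changes, and 4585 genes of all 13471 tested had an unadjusted p-value under 0.05. The median log2 fold change of the 57 genes was -0.43 in control and 0.13 in cKO. The paper selected these genes for a change in control and not in cKO, so neither the medians and calls nor the difference between the genotypes is an independent test of the sets. Among 10000 random lists matched on mean expression, the cKO median stood at percentile 99.89. These lists were not matched on GC content, which the cKO effect followed across genes (rank correlation 0.502). With GC content and length trends removed, the cKO median was 0.030. For the interaction, 11 of the 57 genes had an adjusted p-value under 0.05 in limma. By set, the genes bivalent for H3K4me3 and H3K27me3 in brain had a median of -0.40 in control (29 genes), the SUZ12 targets -0.44 (26 genes), the EED targets -0.43 (22 genes), the PRC2 targets 0.33 (15 genes) and the genes with H3K27me3 in embryonic stem cells -0.02 (28 genes, 11 called higher and 7 lower). In cKO these medians were 0.13, 0.05, 0.03, 0.03 and 0.05. With TPM as deposited, the median over the 57 genes in cKO was -0.19, where the median of all genes shifted by -0.35.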

Interestingly, a gene set enrichment analysis with curated gene sets revealed that cocaine-regulated genes in control but not in *Maged1*-cKO mice were targets of the Polycomb repressive complex (PRC) (Fig. 3c, d and Supplementary Data 1). Briefly, PRC2 mono-, di-, and tri-methylates lysine 27 of histone H3 (H3K27me1/me2/me3)^25,26^, and PRC1 monoubiquitinates histone H2A on lysine 119 (H2AK119ub1)^27^ (Fig. 3d). Notably, the genes with expression similarly regulated by cocaine in the control and *Maged1*-cKO mice were not known to be targeted by PRC action, as we did not find any significant overlap between genes known to be targeted by PRC and these Maged1-independent genes.

**Fig. 3:**
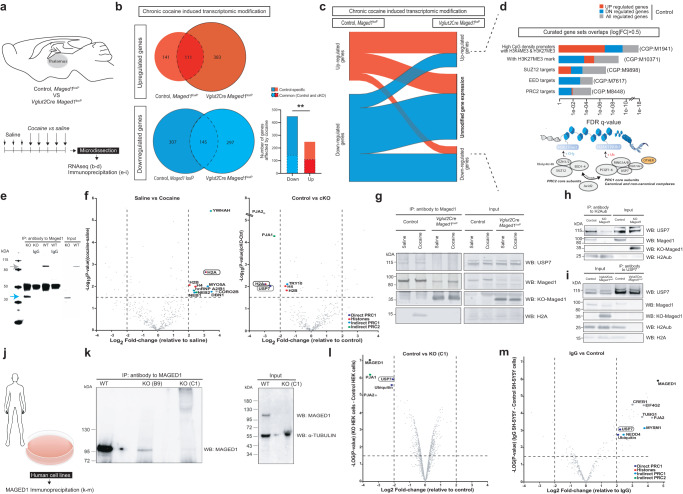
*Maged1* inactivation modifies gene expression regulated by the Polycomb pathway through the USP7-H2A interaction. **a** Mouse Thalamic RNA Sequencing and Immunoprecipitation (IP) Analysis. **b** Venn diagram showing differentially regulated genes in control mice, *Mage1*^*loxP*^ mice and *Maged1*-cKO, *Vglut2*Cre::*Maged1*^*loxP*^ mice (log2|FC | ≥ 0.5, FDR < 0.05). Proportions of overlapping genes between the control and *Maged1*-cKO group are indicated (chi-square test, two-sided, **P = 0.0016). **c** Alluvial plot depicting gene expression changes in the control and their potential modifications in *Maged1*-cKO mice (log2|FC | ≥ 0.5, FDR < 0.05). **d** Curated gene set analysis showing overlapping between literature-based gene categories and unmodified genes in *Maged1*-cKO mice (top) and scheme of the Polycomb repressive complexes, PRC1 and PRC2 (bottom). IgG or anti-Maged1 antibody-based thalamic IP followed by western blotting (WB) (**e**) or IP-Mass spectrom**e**try (MS) (**f**) for Maged1; WT band is indicated with a gray arrow, truncated protein (functional KO) is indicated with a blue arrow. **f** Mass spectrometry (MS) results for protein abundance between control mice treated with saline (n = 5) and control mice treated with cocaine (n = 7) (left side), and between control mice (n = 7) and *Maged1*-cKO, *Vglut2*Cre::*Maged1*^*loxP*^ (n = 8) mice (both treated with cocaine) (right side). **g** Mononucleosome (Mn) IP of Maged1 with USP7 and H2A identification by WB. **h** MnIP of monoubiquitinated H2AK119 (H2Aub) with identification of Maged1 and USP7 by WB. **i**, MnIP of USP7 with identification of Maged1 and H2Aub and H2A by WB. Panels (**h**, **i**) were performed under saline treatment conditions. **j** Human cell IP method (panels **k**, **l**, **m**). **k** WB analysis of HEK293T lysates for MAGED1 in wild type (WT) and C1 subclones (right) and IP of endogenous MAGED1 in WT, B9 and C1 subclones (left). Volcano plots showing MS results for protein abundance in MAGED1 IP from WT versus C1-KO HEK293T cells (**l**) and in the WT versus IgG in SH-SY5Y cells (**m**). For MS results (**f**, **l**, **m**), proteins meeting the specified threshold (MaxQuant algorithm FDR = 1 % on peptide-to-spectrum matches, -log10 *P* value > 1.5 and log2|FC | > 2) are highlighted with a color code (dark blue for direct PRC1 component, red for histones, blue for known PRC1 interactors, and green for known PRC2 interactors). Source data are provided as a Source Data file.

### Maged1 enables interaction between histone H2A and USP7

To understand how Maged1 mediates the profound transcriptional changes observed upon cocaine exposure (Fig. 3b–d), we aimed to identify Maged1 protein partners in the thalamus by performing co-immunoprecipitation and mass spectrometry (co-IP-MS) experiments with a Maged1 antibody that recognizes both the full length and truncated form (functional KO) in saline- and cocaine-treated mice (Fig. 3e). We identified 404 potential Maged1-interacting proteins (Supplementary Results and Supplementary Data 2). Among them, histone H2A, in its abundantly expressed H2A.2 variant in the adult brain^28,29^, and de-ubiquitinase USP7, a well-characterized PRC1 component^30–32^, as well as several other proteins indirectly linked to PRC complexes, such as Praja1, hnRNPA2/B1, Myo5a, Dbn1 and Neb1/2, were identified (Fig. 3f)^33,34^. Within all the identified candidates, histone H2A was the only one whose (i) interaction with Maged1 was disrupted in the *Maged1*-cKO samples and (ii) displayed a differential association with Maged1 in cocaine and saline-treated control mice (Fig. 3f and Supplementary Data 2). USP7 behaved as a Maged1 partner under both saline and cocaine treatment conditions (Fig. 3f and Supplementary Data 2). To confirm these interactions, we performed Maged1 co-IP with mononucleosome samples extracted from the thalamus, followed by western blotting (WB) for protein identification. We confirmed that the specific link between Maged1 and H2A was evident only in the presence of cocaine, while USP7 coprecipitated with Maged1 under both cocaine and saline treatment conditions (Fig. 3g). In agreement with these IP data, we observed that Maged1 and USP7 protein levels were both higher in the PVT than in other parts of the thalamus, like the adjacent mediodorsal thalamic nucleus (MDT) (including its medial, lateral and central parts) and the intermediodorsal nucleus of thalamus (IMD). (Supplementary Fig. 8).

Next, we postulated that the Maged1 interaction with H2A and USP7 contributes to the regulation of the monoubiquitination of H2A at lysine 119 (H2AK119ub1 (hereafter H2Aub)) as Mage proteins assemble with different E2/3 ubiquitin ligases^12,35^. This histone mark deposited by PRC1 and linked to gene repression^36,37^ may explain how Maged1 represses gene expression in thalamic neurons upon chronic cocaine administration. To test this hypothesis, we performed co-IP experiments using an anti-H2Aub monoclonal antibody and observed that USP7 and Maged1 both linked with H2Aub under saline and cocaine treatment conditions (Fig. 3h and Supplementary Fig. 9). Notably, USP7 binding to H2Aub was significantly decreased in the *Maged1*-KO mice, indicating that Maged1 was necessary for this H2Aub-USP7 interaction (Fig. 3h and Supplementary Fig. 9). Furthermore, USP7-specific antibody co-immunoprecipitated H2Aub and H2A under saline and cocaine treatment conditions but not in the *Maged1*-cKO thalamus samples (Fig. 3i). From these newly demonstrated interactions we hypothesized that Maged1 plays a role in H2A monoubiquitination in thalamic neurons following cocaine intake, via Maged1 involvement with a PRC1 member. To test whether MAGED1 associates with USP7 in human cells, we performed co-IP-MS of MAGED1 in two different human cell lines: human embryonic kidney 293 T (HEK293T) and neuroblastoma (SH-SY5Y) cells (Fig. 3j–m and Supplementary Data 2). The interaction with USP7 was thus confirmed in human cells (Fig. 3l–m). In neuronal cells, the known interaction between MAGED1 and CREB^38^ was also found (Fig. 3m). In addition, an interaction between MAGED1 and another H2A deubiquitinase, MYSM1, was also identified (Fig. 3m). These results indicated that the Maged1-USP7 axis is evolutionarily conserved and may regulate addiction behavior in humans through histone H2A post-translational modification (PTM).

### Cocaine induces an increase of histone H2A monoubiquitination in the NAc, PFC, and thalamus

We, therefore, tested whether chronic administration of cocaine impacts H2A monoubiquitination in key brain regions involved in drug addiction and whether these changes depend on Maged1 function (Fig. 4a). To this end, by WB, we analyzed H2A and H2Aub levels in the PFC, thalamus, and NAc of control and *Maged1*-(c)KO animals after chronic cocaine or saline administration. The results showed a significant increase in H2Aub in all these nuclei (Fig. 4b–e) after cocaine administration. Remarkably, the cocaine-dependent increase in H2Aub was only abolished in the thalamus of the *Maged1*-cKO mice (Fig. 4e). These results show that cocaine treatment induces an increase in H2Aub in key structures involved in addiction and that Maged1 is crucial for cocaine-induced H2A monoubiquitination, specifically in the thalamus.

**Fig. 4:**
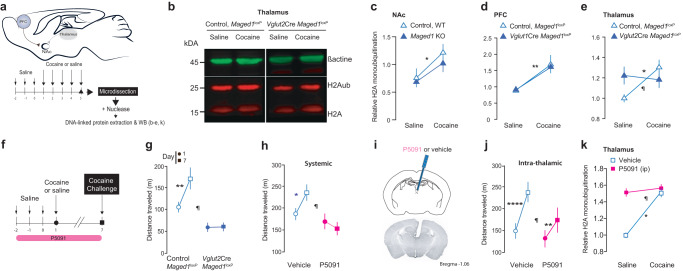
Chronic cocaine administration increases H2A ubiquitination, which is impaired by *Maged1* inactivation or UPS7 inhibition. **a** Method: cocaine administration (intraperitoneal (i.p.), 15 mg/kg) and nuclease-based protein extraction. **b** Representative western blot (thalamus). **c** H2A monoubiquitination (ratio between H2Aub and H2A signal intensities) in the NAc (**c**), PFC (**d**), and thalamus (**e**). In panel (**c**): control saline, n = 6; control cocaine, n = 5; cKO saline, n = 5; cKO cocaine, n = 4, (two-way ANOVA, control versus *Maged1* cKO, P = 0.3839; saline versus cocaine, *P = 0.0144; interaction factor, P = 0. 6853). In panel (**d**): control saline, n = 9; control cocaine, n = 11; cKO saline, n = 10; cKO cocaine, n = 8, (two-way ANOVA, control versus *Maged1* cKO, P = 0.8751, saline versus cocaine, **P = 0.0023; interaction factor, P = 0. 8428). In panel (**e**): control saline, n = 14; control cocaine, n = 20; cKO saline, n = 13; cKO cocaine, n = 18, (two-way ANOVA, control versus *Maged1*-cKO, P = 0.0849; saline versus cocaine, P = 0.4907; interaction factor, ^¶^P = 0.0246, Sidak’s test (saline versus cocaine), control *P = 0.0281). **f** Cocaine sensitization scheme during USP7 inhibition (P5091, i.p., 10 mg/kg; intrathalamic injection, 0.1 mg/kg and 400 nL). Cocaine-induced sensitization, control, n = 9; cKO, n = 8 (**g**), vehicle, n = 10; P5091, n = 8 (**h**), after paraventricular thalamus (PVT) P5091 injections, control, n = 7; P5091, n = 8 (**j**) (two-way ANOVA, control versus cKO, P = 0.0007; days, P = 0.0216; interaction factor (genotype x days) ¶P = 0.0249; Sidak’s test (D1 versus D7) **P = 0.0044 (**g**); vehicle versus P5091, P = 0.0224; days, P = 0.1790; interaction factor (P5091 x days) ¶P = 0.0125; Sidak’s test (D1 versus D7) *P = 0.012 (**h**); vehicle versus P5091, P = 0.1987; days, P < 0.0001; interaction factor (P5091 x days) ¶P = 0.0265; Sidak’s test (D1 versus D7), ****P < 0.0001, **P = 0.011 (**j**)). **i**, Cannula implantation for P5091 injections into the PVT. **k** Thalamic H2Aub, control saline, n = 10; control cocaine, n = 4; P5091 saline, n = 6; P5091 cocaine, n = 9 (two-way ANOVA, vehicle versus P5091, P = 0.0007; saline versus cocaine, P = 0.0171; interaction factor ¶P = 0.0414; Sidak’s test (saline versus cocaine) *P = 0.0249 for control group). **h, j, k**, All control mice received vehicle injections. The distance traveled was recorded for 30 min. Source data are provided as a Source Data file.

### USP7 pharmacological inhibition or Maged1 inactivation precludes cocaine-evoked H2A monoubiquitination and cocaine sensitization

Because USP7 is a known PRC1 regulator with deubiquitinase activity^30–32^, we hypothesized that USP7 plays a key role in the Maged1-dependent cocaine behavioral response. We therefore inhibited USP7 activity in vivo by administrating P5091, a selective USP7 inhibitor, in a two-injection cocaine sensitization protocol^14^ (Fig. 4f). Interestingly, systemic injection of P5091 abolished locomotor sensitization in control mice, similar to the effect of *Maged1* inactivation (Fig. 4g, h and Supplementary Fig. 10), with no effect on spontaneous locomotor activity (Supplementary Fig. 10b), and no effect on the locomotor activity of *Maged1*-cKO mice (Supplementary Fig. 10c). To exclude a transient occlusion effect, we continued the experiment for 3 additional days of daily cocaine injections and observed a sustained abolition of cocaine sensitization (Supplementary Fig. 10d). Similarly, an intrathalamic injection of P5091 significantly interfered with cocaine-induced locomotor sensitization (Fig. 4i–j). Similar to the observation with *Maged1*-cKO mice, P5091 treatment prevented the increase in H2A monoubiquitination induced by cocaine administration (Fig. 4k). These results showed that pharmacological abolition of cocaine-evoked H2Aub deposition in the thalamus paralleled an alteration of cocaine-evoked behavioral sensitization.

### Cocaine-evoked histone H2A monoubiquitination and its subsequent transcriptional repression

To further characterize the mechanisms by which Maged1 activity and H2A mono-ubiquitination contribute to cocaine sensitization, we compared H2Aub genomic coverage in the thalamus of control and *Maged1*-cKO mice after chronic cocaine or saline were administered by performing chromatin immunoprecipitation with sequencing (ChIPmentation)^39^ (Fig. 5a). Analysis of the H2Aub coverage in these mice revealed a higher number of regions with this PTM in the cocaine-treated mice compared to saline-treated mice (13493 and 8174, respectively; +164.95 % in the cocaine- vs. the saline-treated mice) (Fig. 5b). Supporting a regulatory function of this PTM, the same increase was observed when only gene promoter regions (defined as 5 kb upstream and 2 kb downstream of the gene transcription start site (TSS)) were analyzed, and the largest fraction of H2Aub+ elements was located less than 5 kb upstream from the nearest TSS. Cocaine shifted this distribution significantly upward in the control but not in the *Maged1*-cKO mice (Fig. 5c). Specifically, 1271 genes with H2Aub at their promoters were found in the control mice in the cocaine treatment condition, while only 143 loci showed H2Aub specific marks after saline administration (Fig. 5d). In contrast, the total number of H2Aub marks and promoters was comparable between the cocaine-injected (583 genes) and saline-injected (340 genes) *Maged1*-cKO animals (Fig. 5d). Furthermore, 84% (1068 genes) of genes displaying H2Aub enrichment upon cocaine administration in control mice did not show enrichment in *Maged1*-cKO animals, indicating that the loss of *Maged1* deeply impacted the H2Aub dynamics associated with the cocaine response (Fig. 5e, f). Cocaine-dependent H2Aub+ genes in control mice were associated with changes in biological processes like ion transport, synaptic signaling, axonal guidance, neuron projection, and cytoskeleton/microtubule organization (Supplementary Fig. 11 and Supplementary Data 1) which were not found in *Maged1*-cKO mice (Supplementary Data 1). These results support the idea that Maged1 exerts its specific effects on the behavioral response to cocaine primarily through drug-induced PRC1 gene repression, as cocaine administration to control mice triggered coherent transcriptional and H2Aub dynamics (Supplementary Fig. 6d, 7, 11). Indeed, we found a significant overlap, between RNAseq and ChIP data, in the genes with transcriptional downregulation and those with promoters enriched in H2Aub marks after cocaine administration (Fig. 5g). 

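The paper's list of genes with promoters enriched in H2Aub after cocaine, and not after saline, in control mice holds 1271 genes, of which 684 were tested for expression. Of the 223 genes called lower in the libraries labelled control cocaine, 17 were in this list against 11.3 expected by chance (odds ratio 1.56, two-sided Fisher's exact test over the 13471 tested genes, p = 0.0889). Adjusted over the 16 comparisons of 4 H2Aub lists with the calls of both genotypes in both directions, p was 0.356. Of the 192 genes called higher, 10 were in the list against 9.75 expected (odds ratio 1.03, Fisher's exact test, p = 0.868). In the libraries labelled cKO, 5 of the 157 genes called lower were in the list (odds ratio 0.61, Fisher's exact test, p = 0.360). With GC content and length trends removed from the TPM, the odds ratio for genes lower in control was 2.42 (Fisher's exact test, p = 0.000409). With TPM as deposited it was 0.922 (Fisher's exact test, p = 0.471). Random lists matched on mean expression held 13.2 of the genes called lower on average (two-sided permutation test with matched lists, p = 0.341). In the part of the paper's source data used here, which holds neither Hopx nor Scml4, 15 genes are both in this H2Aub list and lower with cocaine in control by a log2 fold change of at least 0.5, and 13 of them were tested. All 13 were lower in the libraries labelled control cocaine, 11 of them called, with a median log2 fold change of -0.62 and a range from -1.73 (Trh) to -0.41 (Intu). The 13 have adjusted p-values under 0.05 over all tested genes, but they are the paper's own calls on these libraries. In cKO, 3 of the 13 were lower, with Zfp488 called, and 2 were called higher, Fbln1 at 1.02 (standard error 0.22) and Galr1 at 0.64 (standard error 0.19). Zfp488, on chromosome 14 from 33967070 to 33978764 (GRCm38), changed by -0.87 in control (standard error 0.13) and -0.94 in cKO (standard error 0.16). Gal and Trh, 2 of the 13, are also in the list of hypothalamus genes.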

Interestingly, we found that *c1qL3*, encoding a signaling protein involved in synaptic projection and human CUD^40,41^, was downregulated while displaying an increase in H2Aub on its promoter upon chronic cocaine administration, as well as *Hopx* and *Scml4*, important epigenetic regulators linked to PRC1.

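C1ql3, on chromosome 2 of GRCm38 from 13003457 to 13011806, had 17.5 ± 3.83 TPM in control saline and 8.04 ± 2.08 TPM in the libraries labelled control cocaine (SD, n = 4 each). The log2 fold change was -0.73 (standard error 0.22, adjusted p = 0.0302, limma), and after scaling the groups overlapped (two-sided exact permutation test, p = 0.0571). With each library left out in turn, the change stayed between -0.87 and -0.56 and the adjusted p-value was above 0.05 without control saline replicates 2, 3 or 4 or control cocaine replicates 1 or 3. In cKO the change was 0.42 (standard error 0.27, adjusted p = 0.303, limma) and the interaction had an adjusted p-value of 0.106. Hopx, on chromosome 5 from 77086988 to 77115121, had 9.73 ± 0.47 TPM in control saline and 5.51 ± 2.03 TPM in the libraries labelled control cocaine (SD, n = 4 each). Replicate 1 of these, at 8.52 TPM, stood apart from the others at 4.19, 4.90 and 4.43. The log2 fold change was -0.47 (standard error 0.20, adjusted p = 0.107, limma), and the difference was not called. With TPM as deposited it was -0.82 (adjusted p = 0.00171, limma), where the median of all genes shifted by -0.335. Scml4, on chromosome 10 from 42860370 to 42960780, had at most 1.41 TPM and was below the filter. It had 1.04 ± 0.257 TPM in control saline and 0.511 ± 0.154 TPM in the libraries labelled control cocaine (SD, n = 4 each), a log2 difference of -0.39 (two-sided exact permutation test, p = 0.0571). With no filter on low values its adjusted p-value was 0.0742 in limma.

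**Figure D3:**
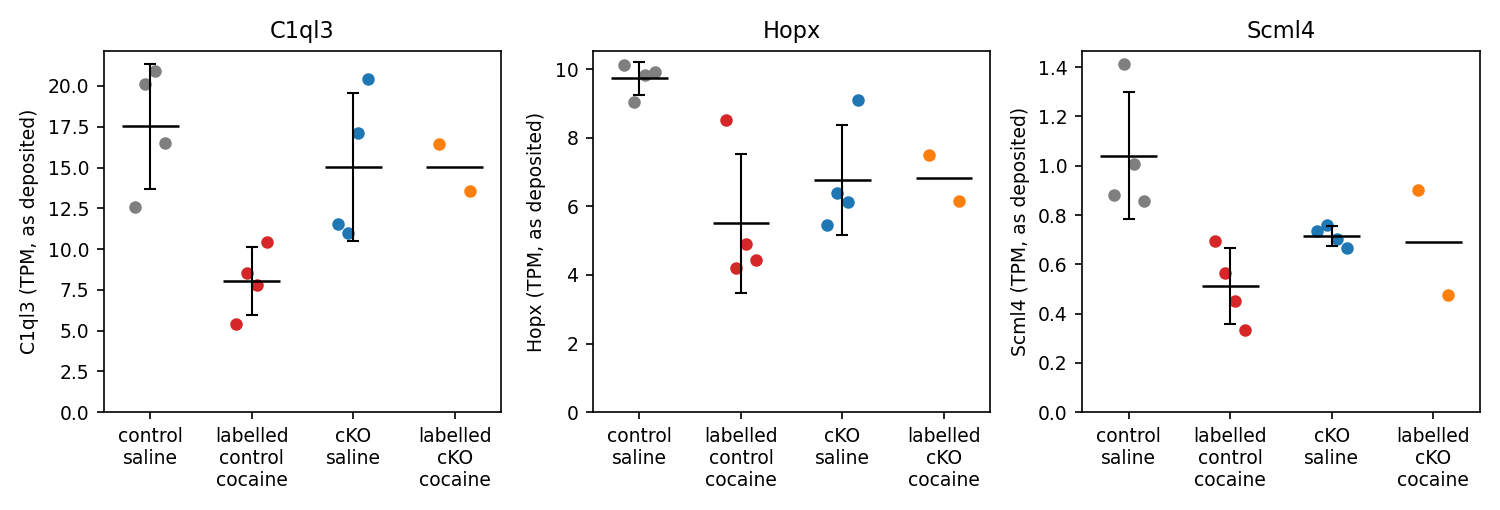
TPM as deposited of C1ql3, Hopx and Scml4 in each library by labelled genotype and treatment; points are libraries, horizontal lines means and error bars SD for groups of 4. The 4 libraries labelled control cocaine lie below the 4 control saline libraries in TPM for each of these genes, with Hopx replicate 1 at 8.52 TPM nearest to the saline libraries.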

**Fig. 5:**
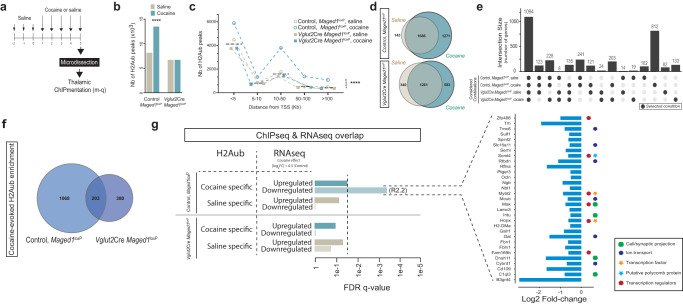
Dynamic changes in thalamic H2A monoubiquitination and subsequent gene regulation in response to cocaine administration. **a** Experimental timeline before thalamus microdissection for ChIPmentation. Plots representing the number of H2Aub+ (H2AK119ub) elements identified across different experimental conditions (**b**) and their distribution with respect to the nearest gene transcription start site (TSS) (**c**). The blue dashed line in panel (**c**) represents the median of 4 different experimental conditions. Repeated cocaine injection was associated with an increase in the total number of H2Aub+ elements compared to the saline condition; this increase was not observed in *Maged1*-cKO mice (chi-square, two-sided, ****P < 0.0001). Euler plots (**d**, **f**) and Upset (**e**) representing the number of H2Aub+ genes (displaying H2Aub+ elements at their promoters) across the different experimental conditions. Cocaine injection in control mice increased H2Aub+ genes (**d**, top). In contrast, in *Maged1*-cKO mice, the number of cocaine-specific H2Aub + genes was considerably lower than that in control mice (**d**, bottom), and only a minor fraction of cocaine-specific H2Aub+ genes were shared between control and *Maged1*-cKO mice (**f**). The Upset plot (**e**) represents the number of H2Aub+ genes in common between the different experimental groups; bars represent the number of H2Aub+ genes in common (Intersection size) between the groups indicated below each of them with a dark gray circle. **g** Bar plot presenting the overlapping genes displaying H2Aub enrichment in saline or cocaine condition (in *Maged1* control and cKO mice) and up- or downregulated expression in *Maged1* control mice (log2|FC | ≥ 0.5, false discovery rate (FDR) < 0.05). A significant overlap was found between genes displaying H2Aub enrichment and those that are downregulated after cocaine administration. These genes are highlighted on a bar plot with their associated log2FC in control mice on the right. Source data are provided as a Source Data file.

### *MAGED1-USP7* modifies addiction risk and behavioral response to cocaine in humans

To assess the potential contributions of *MAGED1* and *USP7* to CUD directly in humans, we conducted a within-case *MAGED1* and *USP7* gene analysis with 351 consecutively recruited outpatients with cocaine addiction and genetically verified Caucasian ancestry. After demonstrating the absence of structural variants in/near *MAGED1* or *USP7*, we focused on 175 nucleotide polymorphisms (SNPs). We investigated their potential associations with seven CUD-related phenotypes reflecting all stages of disease progression, correcting for multiple testing. The outpatient population comprised 77 % of men aged 38 ± 9 years old. All the outpatients reported lifetime cocaine use and 72% of these men suffered from severe CUD (including to crack-cocaine) (Supplementary Table 1). Comorbid substance use disorders (SUDs) were tobacco smoking (current for 89% of the sample), alcohol (62%), opioid (61%), cannabis (64%), and/or benzodiazepine (41%) use disorders (Supplementary Table 1). Half the sample had three-lifetime SUDs or more (tobacco excluded). Patients carrying at least one alternate allele were compared to those carrying only reference allele(s). In the case of multiple statistical associations with a given phenotype, we retained lead SNPs most likely associated with the underlying biological signal by combining positional and functional data. First, the transition from first cocaine use to CUD was significantly associated with 17 SNPs in *MAGED1* (Fig. 6a, b), of which we identified two lead SNPs. These two SNPs showed opposite effects during the transition, as highlighted by Kaplan–Meier survival curves (Fig. 6c). An in silico analysis with human cells showed a significant association of these two SNPs with DNA methylation changes and thus altered gene expression. Second, we observed associations between 44 *USP7* SNPs and Scale for Assessment of Positive Symptoms (SAPS)-aggression score (Fig. 6a), of which we identified five lead SNPs. Four SNPs were in the alternate allele associated with lower SAPS-aggression score, and scores were higher for the alternate allele of the other SNP (Fig. 6c). Consistent with our preclinical data, these findings with human samples revealed that *MAGED1* and *USP7* polymorphisms are associated with CUD (Supplementary Table 2). These associations were independent of potential confounders, such as biological sex and the self-reported amount of cocaine use, the latter of which is strongly related to lower SAPS-aggression score and childhood hyperactivity, and is associated with a shorter transition from first cocaine use to CUD (Supplementary Results, Supplementary Tables 3 and 4). These data enabled us to designate *MAGED1* and *USP7* as independent contributors to the vulnerability for CUD and specific behavioral responses to cocaine.

**Fig. 6:**
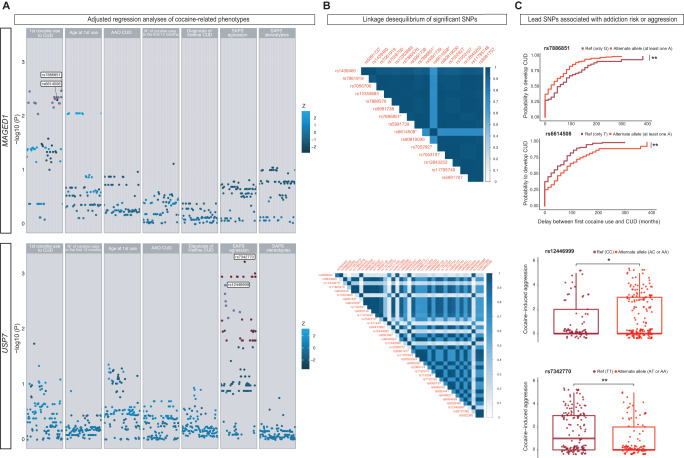
Cocaine use disorder (CUD) is associated with small *MAGED1* and *USP7* polymorphisms in polydrug users. **a** Scatterplots representing -log (p values) on the y-axis and effect sizes (Z) as the point color for 61 *MAGED1* single nucleotide polymorphisms (SNPs, upper panel) and 114 *USP7* SNPs (lower panel) tested using regression analyses with seven cocaine-related phenotypes (Cox regression for age at first cocaine use and transition from first cocaine use to cocaine user disorder (CUD), linear for the other; two-tailed tests), adjusted for sex and the first 10 ancestry components of up to 351 patients with strict Caucasian ancestry. Significant SNPs are circled in red, and the lead SNPs in each phenotype are labeled. *P* values were corrected using the Benjamini-Hochberg False Discovery Rate (within-phenotype). **b** Linkage disequilibrium heatmaps (European population from 1000 genomes reference, hg19 version) showing increasing r^2^ values, as indicated from white to dark blue with 16 *MAGED1* SNPs (data were not available for one SNP) significantly associated with the transition from first cocaine use to CUD (upper panel) and 37 *USP7* SNPs (data were not available for seven SNPs) significantly associated with lower SAPS-aggression score (lower panel). SNPs are ordered according to their genomic position. Lead SNPs are marked with an asterisk. **c** First upper panel - Kaplan–Meier survival curves for *MAGED1* rs7886851-A, which is associated with the transition from first cocaine use to CUD. Log-rank two-tailed test, **P = 0.002. Second upper panel - Kaplan–Meier survival curves for *MAGED1*rs6614508-A, which is associated with the transition from first cocaine use to CUD. Log-rank test, **P = 0.002. First lower panel – boxplot showing *USP7* rs12446999-A with lower SAPS-aggression score. N = 237. Wilcoxon–Mann–Whitney two-tailed test *P = 0.028. Second lower panel - boxplot showing *USP7* rs7342770 with lower SAPS-aggression score. N = 237. Wilcoxon-Mann–Whitney **P = 0.0014. Adenosine (A) is the alternate allele. AAO age at onset, CUD cocaine use disorder, SAPS Scale for Assessment of Positive Symptoms—Cocaine-Induced Psychosis. Source data are provided as a Source Data file.

## Discussion

Here we demonstrated that the major effect of Maged1 on drug-adaptive behavior is mediated outside of the mesocorticolimbic pathway through Vglut2 neurons in the PVT. Furthermore, we showed that the role played by Maged1 is bidirectional in the PVT of adult mice, with significant abolition and restoration of cocaine sensitization. Taking advantage of this phenotype, we found that *Maged1* inactivation significantly altered cocaine-evoked gene repression in the thalamus and further identified its involvement in PRC1 complex activity. The identification of USP7, a well-known PRC1 regulator, and H2Aub as Maged1-interacting partners, together with the observation that chronic cocaine exposure leads to an overall increase in H2Aub+ promoters, indicated that Maged1 mediates cocaine-dependent gene downregulation by controlling histone H2A monoubiquitination. Furthermore, the inactivation of *Maged1* in Vglut2 neurons or inhibition of USP7 alters H2A monoubiquitination in the thalamus and cocaine-adaptive behavior. Considering that Maged1 enabled interactions between H2Aub and USP7, the Maged1-USP7 interaction likely constitutes a molecular switch linking PRC1-mediated gene repression to upstream signaling events^30^.

This work also provides a genome-wide assessment of H2Aub deposition and transcriptional alterations in the thalamus in response to repeated cocaine administration. A striking finding of the present study is that, in this non-canonical region, the predominant effect of cocaine is gene repression, conversely to what has been observed in the NAc or the VTA^9^.

Moreover, we observed a significant overlap between cocaine-induced repressed genes and cocaine-induced increase in H2Aub on the promoter, further demonstrating that this epigenetic mechanism has an overall significant impact on gene transcription level while controlling the predominant transcriptomic effect.

Even though evidence suggests that PRC1 complexes are targeted by PTMs, it is still unclear how H2Aub is regulated^42^. Here, we observed that among genes showing an increase in H2Aub mark on their promoter and significant repression induced by cocaine, at least 2 genes, *Hopx* and *Scml4*, are linked to the PRC1 complexes and may thus represent a regulatory feedback loop.

Our proposed model (Supplementary Fig. 12) postulates that when cocaine is administered, Maged1-USP7 is recruited to H2A, activating or stabilizing PRC1 and leading to H2A monoubiquitination. Thus, in *Maged1*-cKO mice or after treatment with the USP7 inhibitor P5091, PRC1 activity is blocked, leaving it in an unresponsive state such that upstream events (such as cocaine exposure) do not induce its activity (Supplementary Fig. 12). This epigenetic mechanism highlighted in mice might be a first step toward developing CUD in humans. Indeed, SNP mutations in *USP7* and *MAGED1* among polydrug users were associated with varying scores of aggressiveness during cocaine use and a modified transition time to cocaine addiction, respectively. Although no medication has been developed to be an efficacious treatment for CUD, a chronic disease with harmful consequences worldwide^43,44^, the finding that a pharmacological inhibitor of USP7 is behaviorally effective for a cocaine-relevant behavior in mice might pave the way for the development of new treatments for CUD. The lack of characterization of small-molecule inhibitors and their targeted deubiquitinases is a limiting factor in the development of efficient and selective deubiquitinase inhibitors that could be used in human patients^45^. However, this is now likely to change with new reports of selective USP7 inhibitors that possess a structurally defined mechanism of inhibition^46,47^.

In conclusion, these findings establish a critical role for histone H2A monoubiquitination and its subsequent transcriptional changes, in regulating cocaine-adaptive behaviors, which may constitute an essential epigenetic risk factor for drug addiction in humans. Taken together, our ChIP, RNAseq, and human genomic analyses position H2Aub in the drug-related epigenetic landscape and link this histone mark to an acquired human disease. The regulation of this newly identified cocaine-induced epigenetic modification might be considered a potential therapeutic target for prevention and harm reduction in active cocaine users.

## Methods

Experimental procedures were performed in accordance with the Animal Care Committee guidelines and approved by the ethical committee of the Faculty of Medicine of the Free University of Brussels.

### Animals

The *Maged1*-inactivated (*Maged1*-KO) and conditioned (*Maged* ^*loxP*^) mice used in the present study have been previously generated and described^48^. *Maged1*-KO do not show gross abnormalities and have normal general cognitive and sensorimotor abilities^10,48–50^. All our experiments were performed in 2- to 4-month-old mice. Our experiments were conducted on hemizygous *Maged1*-KO males and their wild-type littermates (*Maged1* WT) generated by crossing heterozygous *Maged1* KO/WT females with C57Bl6J males as *Maged1*-KO males are deficient in sexual behavior and do not reproduce properly^50^. Conditional knockout mice were generated by crossing heterozygous *Maged1*^*loxP/WT*^ or homozygous *Maged1*^*loxP/loxP*^ females with different population selective Cre male mice. The Cre-mediated deletion of *Maged1* was obtained using mice expressing Cre-recombinase under the control of the *Vglut2* promoter, *Vglut1* promoter, and *Emx1*^51^ promoter. As with the *Maged1*-KO mice, we used hemizygous *Maged1*-cKO males and their floxed littermates to maintain the same conditions allowing comparison of the KO and cKO types. The *Vglut1*-IRES2-Cre (Stock No: 023527) and *Vglut2*-ires-Cre (Stock No: 016963) were obtained from the Jackson laboratory. All mice were backcrossed for at least eight generations in the C57Bl6J genetic background. Mice were housed in groups of 2–4 mice, in a 12 h light/dark cycle, with food and water available ad libitum.

### Genotyping

We systematically verified the genotype of each animal by PCR on DNA extracted from ear biopsies (1−2 mm). A list of the primers used for the wild-type *Maged1* and *Maged1*-KO and *loxP* alleles are found in de Backer et al. ^10^ For the *Vglut1*Cre allele, the *Vglut1* mutant (CCC-TAG-GAA-TGC-TCG-TCA-AG) and common (ATG-AGC-GAG-GAG-AAG-TGT-GG) primers give an amplicon of 344 bp. For the *Vglut2*Cre allele, the *Vglut2* mutant (ATC-GAC-CGG-TAA-TGC-AGG-CAA) and common (CGG-TAC-CAC-CAA-ATC-TTA-CGG) primers give an amplicon of 600 bp. For the *Emx1*Cre allele, the *Emx1* mutant (TCG-ATA-AGC-CAG-GGG-TTC) and common (CAA-CGG-GGA-GGA-CAT-TGA) primers give an amplicon of 195 bp.

### AAV stereotaxic injections

To inactivate *Maged1* in a region-specific manner we used *Maged1*^*loxP*^ mice in which we stereotaxically injected an AAV containing the Cre-recombinase in the ventral subiculum and the PVT (from bregma, in mm): ventral subiculum, A-P -3,64, M-L + -3,15, D-V -4,72 (400 nL), PVT, A-P -1.46, M-L + -1.02, D-V -3.05, (500 nL) angle: 10°.

Behavior experiments after stereotaxic injection aiming at *Maged1* inactivation were controlled by AAV-eGFP injection in littermate mice. In specified cases, control mice were *Maged1* WT mice injected with AAV-eGFP-Cre.

Mice were anesthetized with avertin (2,2,2-tribromoethanol 1.25%; 2-methyl−2-butanol 0.78%, 20 ll/g, ip, Sigma-Aldrich) before bilateral injection of AAV on a stereotaxic frame (David Kopf Instruments). Injections were performed using a blunt needle connected to a 10 μL syringe (Hamilton) and a microstereotaxic injection system (KD Scientific). The injection rate was fixed at 0.1 μL/min. The needle was left in place for 15 min after the injection before being slowly removed. To avoid bias, littermates were equally distributed between the two groups. After surgery, mice were allowed to recover for at least 3 weeks.

We used serotype 5 known for its neuronal tropism, and lowest ability to migrate anterogradely^52^.

Vectors used in this study were purchased from Penn Vector Core (University of Pennsylvania):

- AAV5.CMV.HI.eGFP-Cre.WPRE.SV40 (qPCR-based genome copy titer: 1.864e12)
- AAV5.CMV.PI.eGFP.WPRE.bGH (qPCR-based genome copy titer: 1.704e12)

To re-express *Maged1* in a region-specific manner we used *Maged1*-KO mice in which we stereotaxically injected an AAV containing *Maged1* and an *eGFP* (linked with a P2A sequence), either in the PFC, in the amygdala (PFC, A-P 1.9, M-L + -0.3, D-V −2.3 (600 nL); amygdala, A-P -1.0, M-L + -3.0, D-V -4.9 (600 nL)); or in the PVT. The vectors were generated by transient transfection (with X-tremeGENE) of HEK293 cells using three plasmids: our custom-made plasmid, cis ITR-containing CMV-eGFP-P2A-Maged1 (or just CMV-eGFP), the transplasmid encoding AAV replicase and capsid genes (pAAV.DJ/8) and the adenoviral helper plasmid followed by purification (with freezing and thawing and centrifugation) and qPCR-based genome copy titer quantification.

### Cocaine-induced locomotor sensitization

Experiments were performed during the light period of the cycle. To evaluate spontaneous locomotor activity, mice were allowed to freely explore a wide open-field (OF; 40 × 40 × 40 cm), made of gray (wall) and white (flour) hard plastic, for 30 to 60 min (as specified). Locomotor activity was recorded in a low luminosity environment (18–22 lx) with a video camera placed on the ceiling above the arena and connected to an automated video tracking system (Ethovision XT 13-14, Noldus Information Technology). Classical cocaine-induced locomotor sensitization: the three-first days of the experiment, mice were injected with saline and their locomotor activity was recorded, the next 5 days, mice were injected with cocaine instead of saline (20 mg/kg, intraperitoneal (i.p.)). When specified, we performed a two-injection protocol (15 mg/kg, i.p.) with 3 days of habituation and 7 days between the two cocaine injections, based on Valjent et al. work^14^.

### Cocaine-induced CPP and operant self-administration

Conditioned place preference was conducted in a three chambers apparatus, consisting of a small middle neutral (6 × 20 cm) area connected to two large compartments (18 × 20 cm) that differed in wall and floor conditions (Panlab). Three days before the experiment, mice were used to be manipulated and received a single saline injection in their home cage. At day 0 (preconditioning test, 18 min), mice were placed in the central neutral area and allowed to explore freely both chambers. Mice were randomly assigned to the various experimental groups (unbiased protocol). Conditioning (days 1–6) was carried out as follows: mice were confined to one compartment for 30 min immediately after injection of cocaine (10 mg/kg, ip, or saline for control groups) on days 1, 3, and 5 and to the other compartment after saline injection on days 2, 4 and 6. For the post-conditioning test (day 7), mice were placed in the central area and allowed to explore freely both chambers for 18 min.

For operant self-administration, mice were first anesthetized by a mixture of ketamine hydrochloride (Imalgène; Merial Laboratorios S.A., Barcelona, Spain; 75 mg/kg) and medetomidine hydrochloride (Domtor; Esteve, Barcelona, Spain; 1 mg/kg) dissolved in sterile 0.9% physiological saline. This anesthetic mixture was administered intraperitoneally in an injection volume of 10 mL/kg of body weight. After surgery, a subcutaneous injection of atipamezole hydrochloride (Revertor; Virbac, Barcelona, Spain; 2.5 mg/kg of body weight) was administered to reverse the anesthesia. Additionally, mice received a subcutaneous injection of meloxicam (Metacam; Boehringer Ingelheim, Rhein, Germany; 2 mg/kg of body weight) and an intraperitoneal injection of gentamicin (Genta-Gobens; Laboratorios Normon, S.A., Madrid, Spain; 1 mg/kg of body weight) all previously dissolved in sterile 0.9% physiological saline. For operant conditioning maintained by cocaine, cocaine hydrochloride (Sigma-Aldrich, Saint Louis, MO, USA) was dissolved in a saline solution (0.9% NaCl w/v). The catheter’s patency was evaluated by thiopental sodium (5 mg/mL) (Braun Medical S.A, Barcelona, Spain) dissolved in distilled water and delivered by infusion of 0.1 mL through the intravenous catheter. The experimental sequence was the following: mice were trained under a fixed ratio 1 schedule of reinforcement (FR1; one nose-poke produces the delivery of one dose of cocaine) during 5 consecutive sessions (sessions 1–5) followed by 5 sessions (sessions 6-10) under an FR3 schedule (three nose-pokes produce the delivery of one dose of cocaine).

### Immunohistochemistry

Mice were transcardially perfused with a 0.01 M PBS solution followed by paraformaldehyde 4% in 0.1 M phosphate buffer (pH 7.4). Brains were removed, fixed overnight in paraformaldehyde 4%, and successively cryoprotected in 20 and 30% sucrose in 0.1 M phosphate buffer. 20-um-thick coronal sections were cut on a cryostat (−22 °C). Sections were incubated in 10% normal horse serum in 0.01 M PBS-0.1% Triton X-100 for 60 min at room temperature to block the nonspecific antibody binding. Sections were then incubated overnight at 4 °C with the following required primary antibodies: chicken GFP (1:2000, Abcam, ab13970), rabbit mono-ubiquitylated histone H2A (1:1500, Cell Signaling, 8240 S), goat USP7 (1/2000, Bethyl Laboratories, A303-943A), mouse mono-ubiquitylated histone H2A (1:75, Merck, 32160702), Maged1 (1/300, Cosmo-Bio, BAM-74-112-EX), in 1% normal horse serum, 0.01 M PBS and 0.1% Triton X-100.

After three washes with PBS/0.1% Triton X-100, slices were incubated in PBS for 1 h at room temperature and incubated for 2 h at room temperature with the appropriated Alexa488 (1/400, Invitrogen), Alexa594 (1/400, Invitrogen) Alexa647 (1/400, Invitrogen) secondary antibodies. Hoechst 33342 (1/5000, H3570, Invitrogen) was used (5 min and washed twice in PBS) for nuclear staining. The sections were next mounted on a Superfrost slide (Thermo Scientific) and dried using a brush before adding Glycergel mounting medium (Dako). Imaging was performed using a Zeiss LSM780 confocal microscope, an AxioImager Z1 (Zeiss), and a wide-field Fluorescent Microscope: Zeiss AxioZoom.v16 all controlled by the Zen Black software (Zeiss).

### In situ hybridization autoradiography

Mice were deeply anesthetized using halothane and killed by dislocation and decapitation, and the whole brain was rapidly removed and frozen on dry ice. Coronal sections (18 µm thick) were prepared with a cryostat (CM 3050, Leica), mounted onto RNase-free glass slides (SuperfrostPlus, Thermo Scientific), and stored at -20 °C before the experiment. In situ hybridization experiments were performed as previously described^10,53^.

### Fluorescent In situ hybridization with RNAscope

RNAscope ISH was used to detect cell type-specific expression of *Vglut1* mRNA, *Vglut2* mRNA, and *Maged1* mRNA. Mice were deeply anesthetized, and the whole brain was removed and rapidly frozen on dry ice. Fresh-frozen tissue sections (16 μm thick) were mounted on positively charged microscopic glass slides (Fisher Scientific) and stored at −80 °C until RNAscope ISH assays were performed. Multiple target gene-specific RNAscope probes were used to observe the cellular distributions of *Vglut1*, *Vglut2* and *Maged1* in the whole brain by using a *Vglut2* RNAscope probe (Mm-Slc17a6-C2-Vglut-2 probe, cat. no. 319171-C2, targeting 1986–2998 bp of the Mus musculus *Vglut2* mRNA sequence, NM_080853.3), a custom-made *Maged1* RNAscope probe (Mm-Maged1-O1, cat. no. 563041, targeting 901-1792 bp (targeting exon 4-12) of the Mus musculus *Maged1* mRNA sequence, NM_019791.3), *Vglut1* RNAscope probe (Mm-Slc17a7-C3-Vglut1 probe, cat. no. 416631-C3, targeting 464 - 1415 bp of the Mus musculus *Vglut1* mRNA sequence, NM_182993.2). TSA fluorophores, cyanine3 (NEL744001KT), cyanine5 (NEL745001KT), and fluorescein (NEL741001KT), were obtained separately at PerkinElmer. All these probes were designed and provided by Advanced Cell Diagnostics. The RNAscope mRNA assays were performed following the manufacturer’s protocols. Stained slides were coverslipped with fluorescent mounting medium (ProLong Gold anti-fade reagent P36930; Life Technologies) and imaged with an AxioImager Z1 (Zeiss) microscope at 20-40x magnification with the use of Zen Black software (Zeiss). Cells expressing *Vglut1* mRNA, *Vglut2* mRNA, and *Maged1* mRNA in the cortex (PFC, motor (M1), and somatosensorial cortex) and the PVT were counted in eight stereologically selected sections per brain at 40x magnification.

### Flow cytometry and cell sorting

Animals were deeply anesthetized using halothane and killed by dislocation and decapitation. Brains were rapidly removed and immersed in ice-cold PBS where the whole thalamus was dissected^54,55^. We then performed a manual dissociation in an ice-cold dissociation medium (98 mM Na_2_SO_4_, 30 mM K_2_SO_4_, 5.8 mM MgCl_2_, 0.25nmM CaCl_2_, 1 mM HEPES pH 7.4, 20 mM glucose, 125 µM NaOH)^56^ and filtered the cells through a 40 µm nylon mesh right before sorting. Cell sorting was performed using a FACS Aria III cell sorter supported by the FACSDiva software (BD Biosciences). Cells were selected by forward scatter, side scatter, Hoechst dye exclusion, and red fluorescence. Cell sorting was carried out at the purity mode of sort precision using a low sheath pressure with a 70 µm nozzle and sorted cells were directly collected into ice-cold phenol and guanidine thiocyanate (QIAzol, QIAGEN) for subsequent RNA extraction. For the assessment of sort quality, cells were sorted in ice-cold PBS and re-analyzed. Total RNA extraction and DNase treatment were carried out using miRNeasy Micro Kit and RNase-free DNase set according to the manufacturer’s instructions (QIAGEN).

### Transcriptome analyses

Total mRNA from six sorted independent samples (3 *Vglut2*Cre, loxp-stop-loxp-tdTomato, *Maged1*^*lox*P^ and 3 *Vglut2*Cre, loxp-stop-loxp-tdTomato, *Maged1* WT) and 15 unsorted independent samples (*Vglut2*Cre::*Maged1*^*loxP*^ or WT, 8 with chronic cocaine, 7 with saline injections) was extracted using the QIAGEN miRNeasy micro kit according to the manufacturer’s recommendations. A highVglut2 neurons proportion invited us to skip the FACS procedure for further transcriptomic experiment (Fig. 3) to avoid any transcriptomic modification relative to the sorting process, and we immediately mechanically dissociated the cells in phenol and guanidine thiocyanate (QIAzol, QIAGEN) which facilitate lysis of fatty tissues and inhibit RNases. Following RNA quality control assessed on a Bioanalyzer 2100 (Agilent technologies), the indexed cDNA libraries were prepared using the NEBNext rRNA Depletion Kit (New England BioLabs), followed by NEBNext Ultra II Directional RNA Library Prep, following the manufacturer’s recommendations. The multiplexed libraries (18 pM) were loaded on flow cells and sequenced with a 20 million reads depth, 2×100 bases paired-end (Novaseq 6000, Illumina).

Approximately 20 million paired-end reads per sample were mapped against the mouse reference genome (GRCm38.p4/mm10) using STAR 2.5.3a software^57^ to generate read alignments for each sample. Annotations Mus_musculus.GRCm38.87.gtf were obtained from ftp.Ensembl.org. Read counts and transcript per million reads (TPMs) were generated using tximport R package version 1.10.0 and lengthScaledTPM method (Soneson et al.^58^) with inputs of transcript quantifications from tool salmon (Patro et al.^59^). Low-expressed transcripts and genes were filtered based on analyzing the data mean-variance trend. The expected decreasing trend between data mean and variance was observed when expressed transcripts were determined as had $$\ge$$ 3 of the 40 samples with count per million reads (CPM) $$\ge$$ 1, which provided an optimal filter of low expression. A gene was expressed if any of its transcripts with the above criteria were expressed. The TMM method was used to normalize the gene and transcript read counts to $${lo}{g}_{2}$$-CPM (Bullard et al.^60^). 

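The sample labels give no sequencing batch, so batches could be examined only through the replicate numbers and the composition of the libraries. Deviations from the group means of same-numbered libraries in different groups had a mean correlation across genes of -0.01 (18 pairs), against 0.00458 for libraries with different numbers (54 pairs). Taking deviations from group means removes any batch that coincides with treatment, so these correlations cannot show one. A few short RNAs separated cocaine from saline libraries. Gm20594 made up 10.4% to 16.8% of the listed TPM in the libraries labelled control cocaine and 15.3% and 17.1% in those labelled cKO cocaine, against 2.29% to 3.56% in control saline and 3.24% to 4.38% in cKO saline. Bc1, a short noncoding RNA, made up 10.3% to 13.5% and 14.1% and 15.5% of the listed TPM after cocaine, against 4.07% to 5.00% and 3.60% to 4.48% after saline. The 5 highest genes of each library took 36.0% to 41.6% of the listed TPM after cocaine and 18.9% to 21.6% after saline. The labels cannot separate an effect of cocaine on this composition from a batch that coincides with treatment.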

The principal component analysis (PCA) plot showed the RNA-seq data did not have distinct batch effects. Limma R package was used for 3D expression comparison (Ritchie et al.^61^; Law et al.^62^). To compare the expression changes between conditions of experimental design, the contrast groups were set as Ctrl.Saline-Ctrl.Cocaine, KO.Saline-KO.Cocaine, Ctrl.Saline-KO.Saline, Ctrl.Cocaine-KO.Cocaine, (Ctrl.Cocaine-Ctrl.Saline)-(KO.Cocaine-KO.Saline). For DE genes/transcripts, the $${lo}{g}_{2}$$ fold change ($${L}_{2}{FC}$$) of gene/transcript abundance were calculated based on contrast groups, and the significance of expression changes was determined using a t test. P values of multiple testing were adjusted with BH to correct the false discovery rate (FDR) (Benjamini and Yekutieli^63^). A gene was significantly DE in a contrast group if it had adjusted p value < 0.05.

### Protein extraction

On the fifth day of cocaine (or saline) injection, 5 min after injection, mice were deeply anesthetized using halothane and killed by dislocation and decapitation. Brains were rapidly removed and immersed in ice-cold PBS where PFC, NAc, and whole-thalamus were dissected. The tissue was mechanically dissociated using an electric rotating pestle (Ultra-Turrax, Merck) and cells were lysed in lysis buffer (before IP-MS and parallel WB: 50 mM tris HCL pH 8.0, 150 mM NaCl, 1 mM EDTA, 0.5 % NP-40; for subsequent IP-WB focusing on histones: 10 mM Tris-HCl pH 8.0, 300 mM sucrose, 300 mM NaCl, 0.5 % NP40) for 25 min on ice with protease inhibitor (Complete, Roche, diluted as recommended by the manufacturer) and phosphatase inhibitor (PhosSTOP, Roche, diluted as recommended by the manufacturer). For IP-MS, after centrifugation at 4 °C for 20 min, at 15,000 *g*, only the supernatant was used. For histone-related subsequent IP-WB, centrifugation at 4 °C at 1200 × *g* for 5 min was done to separate both cytosolic and nuclear soluble proteins (in the supernatant) from chromatin-linked proteins (in the pellet). The pellet was treated with a nuclease (Benzonase, Merck, cat. no. E1014) to release mononucleosomes^64^ and related protein interactions. Proteins were quantified using a Bradford assay (ThermoFisher, cat. no. 23246).

### Immunoprecipitation with mouse lysates

Dynabeads Protein A (30 µL, Invitrogen, cat. no. 10001D) were washed four times in protein extraction lysis buffer (without protease or phosphatase inhibitors). The beads were then incubated with the IP antibody (2 µL for Maged1, 7 µL for H2Aub, and 7 µL for USP7 were used per sample) for 2 h at room temperature. The beads were subsequently washed 4 times before proteins were added (500 µg of proteins was added for IP-MS, 1.5 mg was used for IP-WB). Samples were incubated overnight with rotation at 4 °C.

For MS, beads were washed by the lysis buffer one time, and three times in trypsin digestion buffer (20 mM Tris-HCl pH 8.0, 2 mM CaCl2) and resuspended in 150 µL trypsin digestion buffer.

For WB, beads were washed in the lysis buffer four times before being resuspended in 40 µL of 2X SDS buffer and thawed for 15 min at 75 °C. The beads were then removed using the magnetic rack.

### Mass spectrometry from mouse lysates

Liquid chromatography–tandem mass spectrometry was done in Francis Impens Lab (VIB Center for Medical Biotechnology, UGent). After pull down, the washed beads were resuspended in 150 µL trypsin digestion buffer and incubated for 4 h with 1 µg trypsin (Promega) at 37 °C. Beads were removed, another 1 µg of trypsin was added and proteins were further digested overnight at 37 °C. Peptides were purified on SampliQ SPE C18 cartridges (Agilent), dried and re-dissolved in 20 µL loading solvent A (0.1% trifluoroacetic acid in water/acetonitrile (ACN) (98:2, v/v)) of which 2 µL was injected for LC-MS/MS analysis on an Ultimate 3000 RSLC nano LC (Thermo Fisher Scientific, Bremen, Germany) in-line connected to a Q Exactive mass spectrometer (Thermo Fisher Scientific). Peptides were first loaded on a trapping column made in-house, 100 μm internal diameter (I.D.) × 20 mm, 5 μm beads C18 Reprosil-HD, Dr. Maisch, (Ammerbuch-Entringen, Germany) and after flushing from the trapping column the peptides were separated on a 50 cm µPAC™ column with C18-endcapped functionality (Pharmafluidics, Belgium) kept at a constant temperature of 35 °C. Peptides were eluted by a stepped gradient from 98 % solvent A’ (0.1 % formic acid in water) to 30% solvent B′ (0.1% formic acid in water/acetonitrile, 20/80 (v/v)) in 75 min up to 50 % solvent B′ in 25 min at a flow rate of 300 nL/min, followed by a 5 min wash reaching 99% solvent B’. The mass spectrometer was operated in data-dependent, positive ionization mode, automatically switching between MS and MS/MS acquisition for the five most abundant peaks in a given MS spectrum. The source voltage was 3.0 kV, and the capillary temperature was 275 °C. One MS1 scan (m/z 400 − 2,000, AGC target 3 ×E6 ions, maximum ion injection time 80 ms), acquired at a resolution of 70,000 (at 200 m/z), was followed by up to 5 tandem MS scans (resolution 17,500 at 200 m/z) of the most intense ions fulfilling predefined selection criteria (AGC target 50.000 ions, maximum ion injection time 80 ms, isolation window 2 Da, fixed first mass 140 m/z, spectrum data type: centroid, intensity threshold 1.3xE4, exclusion of unassigned, 1, 5-8, >8 positively charged precursors, peptide match preferred, exclude isotopes on, dynamic exclusion time 12 s). The HCD collision energy was set to 25% Normalized Collision Energy and the polydimethylcyclosiloxane background ion at 445.120025 Da was used for internal calibration (lock mass). QCloud was used to control instrument longitudinal performance during the project^65^.

Analysis of the mass spectrometry data was performed in MaxQuant (version 1.6.11.0) with mainly default search settings including an FDR set at 1% on PSM, peptide, and protein level. Spectra were searched against the Mouse proteins in the UniProt/Swiss-Prot reference database (release version of June 2019 containing 22,282 mouse protein sequences, UP000000589, downloaded from http://www.uniprot.org), supplemented with the protein A recombinant staphylococcus aureus protein sequence. The mass tolerance for precursor and fragment ions was set to 4.5 and 20 ppm, respectively, during the main search. Enzyme specificity was set as C-terminal to arginine and lysine, also allowing cleavage at proline bonds with a maximum of two missed cleavages. Variable modifications were set to oxidation of methionine residues, and acetylation of protein N-termini. Matching between runs was enabled with a matching time window of 0.7 min and an alignment time window of 20 min. Only proteins with at least one unique or razor peptide were retained. Proteins were quantified by the MaxLFQ algorithm integrated into the MaxQuant software. A minimum ratio count of two unique razor peptides was required for protein quantification. Further data analysis was performed with the Perseus software (version 1.6.2.1) after loading the protein groups file from MaxQuant.

### Western blot

Samples (input (eluted in 2X SDS buffer and thawed 15 min at 75 °C) and IP proteins) were run in NuPAGE 4%–12% Bis-Tris Mini Protein Gel (ThermoFisher Scientific, NP0321BOX) at the voltage of 100 V for 2.5 h in a NuPAGE MOPS SDS Running buffer (ThermoFisher, cat. no. NP0001) and then transferred to Nitrocellulose Blotting Membrane (Bio-Rad, cat. no. 1704270, 0.2 µm) and placed in a Trans-Blot Turbo Transfer System (Bio-Rad) (1.3 A constant and up to 25 V) for 10 min. PageRuler Plus Prestained Protein Ladder, 10 to 250 kDa was used (ThermoFisher, cat. no: 26619). The membrane was blocked in the intercept TBS blocking buffer (Li-Cor, cat. no. 927-60001) buffer for 1 h at room temperature and subsequently incubated in the blocking buffer containing rabbit Maged1, (1/3000, Cosmo-Bio, BAM-74-112-EX), goat USP7 (1/700, Bethyl Laboratories, A303-943A), rabbit H2A (1/1000, Merck, 07-146), and rabbit mono-ubiquitylated H2A (1:1000, Cell Signaling, 8240 S) antibodies overnight at 4 C.

For qualitative analysis, this was followed by the incubation in the blocking solution containing secondary antibody anti-rabbit or/and anti-goat IgG antibody conjugated with HRP (GENA934, AP106P, Merck) at room temperature for 1 h for enhanced chemiluminescence. Pierce ECL Western Blotting Substrate (Cat. #32106, ThermoFisher Scientific) was used for signal detection.

For quantitative purposes, this was followed by the incubation in the blocking solution containing secondary antibody goat anti-rabbit DyLight 680 (ThermoFisher, cat. no. 35568) or/and donkey anti-goat DyLight 680 (ThermoFisher, cat. no. SA5-10090). For quantification, ImageStudioLite version 5.2.5 (LI-COR, 2014) was used. We defined regions of interest (ROIs) for each band of interest and performed background subtraction to remove any non-specific signals. We then measured the intensity of each band within the ROIs. We normalized the band intensities to the appropriate reference protein. We then imported the quantification data into a GraphPad Prism and performed two-way ANOVA to compare the different conditions.

The raw representative WB gel and immunoblot following IP are shown in the Source Data File.

### Human cell lines

Human embryonic kidney 293 T (HEK293T) and human neuroblastoma cells (SH-SY5Y) were cultured in Dulbecco modified Eagle’s medium containing 10% fetal bovine serum (FBS Qualified, Gibco) at 37 °C in an atmosphere of 5% CO2.

The *Maged1* KO in HEK cells was generated by using the RNA-guided CRISPR-Cas nuclease system^66^. For the design, the Synthego and E-CRISP bioinformatic tools were used to minimize off-target effects. The input target genomic DNA sequence used was the human genome GRCh38.p13 from ENSEMBL where the *Maged1* gene locates on ChrX p11.22. As a results of the analysis six 20-nucleotide guide sequence were selected between exon 2 and exon 5 (gRNA1=GGCAGGGCGTTATACTACAG, gRNA2=CAAGGCGCTGTCTTCTACG, gRNA3=GCCTCAGCCTGCAAACACAG, gRNA4=AATGTTGAAGAGAACAGCAG, gRNA5=GTGGAATTGGCCAATCAGCG, gRNA6=GATGCTTAAGGACTACACAA). The 6 gRNAs were synthesized inside a U6RNA cassette between the U6 promoter and the gRNA scaffold by Twist Bioscience. Starting from the 6 cassettes nine different combinations of tandem gRNA were coupled to cut at the extremities of exon 2 and exon 5 (combo 1 = gRNA1 + 4, combo 2 = gRNA1 + 5, combo 3 = gRNA1 + 6, combo 4 = gRNA2 + 4, combo 5 = gRNA2 + 5, combo 6 = gRNA2 + 6, combo7 = gRNA3 + 4, combo 8 = gRNA3 + 5, combo 9 = gRNA3 + 6) and directly transfected in HEK 293 T cells with an empty Cas9 plasmid. HEK 293T cells were maintained according to the manufacturer’s recommendations. Cells were cultured in DMEM medium supplemented with 10% (v/v) FBS at 37 °C and 5% CO2. The cells were plated onto 6-well plates without antibiotics 16-24 h before transfection and seeded at a density of 0.5 ×10^6^ per well in a total volume of 2 mL. Cells were transfected with polyethyleneimine (PEI) and Cas9 plasmid with the 2 gRNA mixed at equimolar ratios using 1 μg of total DNA (0.7 μg of pX459-Cas9-Puro + 96 ng for each gRNA), 2 μg/mL of puromycin was applied 24 h after transfection for 48 h. The clonal-density dilution procedure was then applied to isolate the clonal cell line and expanded for 2–3 weeks. Finally, the DNA was extracted by using Monarch® Genomic DNA Purification Kit (NEB, T3010S). For the analysis of microdeletions of the targeted exons an Out-Fwd (p1 GCACAGTCAGACCACAGTCACC) and Out-Rev primers (p2, GAGCCAACCATGGAAAGGAGGG) both of which were designed to anneal outside of the deleted region, were used to verify the successful deletion by product size. A parallel set of PCRs with In-Fwd (p1 same as above) and In-Rev primers (p3 CTGCGGTGGCCTGGTTAGTAG) was designed to screen for the presence of the WT allele. By analyzing the PCR result the combo 6 (gRNA 2 + 6) was chosen as the best combination to delete the region between exon 2 and 5, even if a wild-type band is still present. This was expected since HEK293T cells have 3 X chromosomes containing the *MAGED1* gene, so the heterozygous clone selected (clone A1) was re-transfected with Cas9 plasmid + gRNA 2 + 6, two isolated sub-colonies were obtained and the abolished expression of MAGED1 at protein level was confirmed by WB (Fig. 3k). The sub-clone C1 was selected and used for subsequent experiments.

### Immunoprecipitation from human cells

For MAGED1 co-IP in HEK cells, a KO cell line for *MAGED1* was used as control, while in SH-SY5Y cells rabbit IgG-IP was used as isotype control with respect to MAGED1 antibody (polyclonal IgG rabbit). Wild-type HEK293T, *MAGED1* KO HEK293T, and SH-SY5Y cells were grown in triplicates in 150 mm dishes (20 ×10^6^ cells). Cells were lysed with lysis buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 1% Triton X-100) and supplemented with protease inhibitors (Roche, cat. no. 11836170001). The cell lysate was incubated for 30 min at 4 °C, sonicated for 5 min at 0 °C, and then centrifuged at 15,000 × *g* for 15 min. The total protein concentration was determined by BCA assay and 500 μg of total proteins was incubated for 1 h (4 °C, rotary agitation) with 25 μL of Pierce™ Protein A Agarose beads (ThermoFisher, cat. no. 20333), centrifuged at 2,500 *g* for 3 min at 4 °C and the supernatant recovered as pre-cleared lysate. For the immune complex formation (total proteins + antibody) 500 μg of the pre-cleared lysate was incubated overnight (4 °C, rotary agitation) with 2.5 μg of MAGED1 antibody (ThermoFisher, cat. no. PA5-99091) or 2.5 μg of IgG rabbit (Biotechne, cat.no. NB810-56910) as isotype control. To reduce non-specific binding and background, 25 μL of protein A Agarose beads were incubated for 1 h with 0.1% of BSA (4 °C, rotary agitation) and washed two times with 500 μL of IP buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl). The pre-blocked protein A beads were added to the immune complex at 4 °C for 4 h under rotary agitation, centrifuged at 2500 × *g* for 3 min at 4 °C to discard the flowthrough and washed three times with 500 μL of IP buffer and one time with PBS only. The immune complex bound to the beads was eluted in 60 μL of Laemmli buffer 2X (Biorad cat.no. 1610747) incubated for 10 min at 95 °C, centrifuged at 2500 × *g* for 3 min, and sent for MS analysis.

### Mass spectrometry from human cells

Liquid chromatography–tandem mass spectrometry was performed by the Proteomic Core Facility of EMBL (Heidelberg, Germany).

Sample preparation —Disulfide bridges were reduced in cysteine using dithiothreitol (56 °C, 30 min, 10 mM in 50 mM HEPES, pH 8.5) and such reduced cysteines were then alkylated with 2-chloroacetamide (room temperature, in the dark, 30 min, 20 mM in 50 mM HEPES, pH 8.5). Established protocols^67,68^ were followed and trypsin (Promega, sequencing grade) was added (1/50 enzyme: protein ratio) for overnight digestion at 37 °C. The next day, the peptide recovery was performed by collecting supernatant on a magnet and combining it with a second elution wash of beads with HEPES buffer. Peptides were labeled with TMT6plex^69^ Isobaric Label Reagent (ThermoFisher) according to the manufacturer’s instructions. For the TMT6plex samples were combined and for the sample clean-up an OASIS® HLB µElution Plate (Waters) was used. Offline high pH reverse phase fractionation was carried out on an Agilent 1200 Infinity high-performance liquid chromatography system, equipped with a Gemini C18 column (3 μm, 110 Å, 100 × 1.0 mm, Phenomenex)^70^.

LC-MS\MS — An UltiMate 3000 RSLC nano LC system (Dionex) fitted with a trapping cartridge (µ-Precolumn C18 PepMap 100, 5 µm, 300 µm i.d. x 5 mm, 100 Å) and an analytical column (nanoEase™ M/Z HSS T3 column 75 µm x 250 mm C18, 1.8 µm, 100 Å, Waters) were used. Trapping was carried out with a constant flow of trapping solution (0.05% trifluoroacetic acid in water) at 30 µL/min onto the trapping column for 6 min. Peptides were eluted by the analytical column with solvent A (0.1 % formic acid in water, 3 % DMSO) with a constant flow of 0.3 µL/min and an increasing percentage of solvent B (0.1% formic acid in acetonitrile, 3% DMSO). The outlet of the analytical column was coupled directly to an Orbitrap Fusion™ Lumos™ Tribrid™ Mass Spectrometer (Thermo) using the Nanospray Flex™ ion source in positive ion mode. The peptides were loaded into the Fusion Lumos via a Pico-Tip Emitter 360 µm OD x 20 µm ID; 10 µm tip (New Objective) and a spray voltage of 2.4 kV was applied with a capillary temperature of 275 °C. Full mass scan (MS1) was acquired with a mass range of 375-1500 m/z in profile mode in the orbitrap with 60000 resolution. The maximum filling time was 50 ms. Data-dependent acquisition (DDA) was performed with the resolution of the Orbitrap set to 15000, with a fill time of 54 ms and a limitation of 1×105 ions. A normalized collision energy of 36 was applied. MS2 data was acquired in profile mode.

IsobarQuant^71^ and Mascot (v2.2.07) were used to process the acquired data, which was searched against a Uniprot Homo sapiens proteome database (UP000005640) containing common contaminants and reversed sequences. The following modifications were included in the search parameters: Carbamidomethyl (C) and TMT6(K) (fixed modification), Acetyl (Protein N-term), Oxidation (M) and TMT6 (N-term) (variable modifications). For the full scan (MS1) a mass error tolerance of 10 ppm and for MS/MS (MS2) spectra of 0.02 Da were set. Other parameters chosen: Trypsin as protease with an allowance of a maximum of two missed cleavages: a minimum peptide length of seven amino acids; and at least two unique peptides were required for protein identification. The false discovery rate on peptide and protein levels was set to 0.01. The raw output files of IsobarQuant (protein.txt - files) were processed using the R programming language (ISBN 3-900051-07-0). Only proteins that were quantified with at least two unique peptides were considered for the analysis. Raw signal-sums (signal_sum columns) were first cleaned for batch effects using limma^61^ and further normalized using variance stabilization normalization^72^. Proteins were tested for differential expression using the limma package. The replicate information was added as a factor in the design matrix given as an argument to the ‘lmFit’ function of limma. Also, imputed values were given a weight of 0.05 in the ‘lmFit’ function. A protein was annotated as a hit with a false discovery rate (FDR) smaller than 5% and a fold-change of at least 2 and as a candidate with an FDR below 20% and a fold-change of at least 1.5.

### USP7 inhibition and in vivo cannula infusion

USP7 inhibitor: P5091 (Selleck Chemicals, S7132) was prepared freshly before injection.

P5091 was administered (10 mg/kg i.p. or 0.1 mg/kg intrathalamic) every day during the two-injection cocaine sensitization protocol (just before saline or cocaine administration (15 mg/kg) and at day 2–6) (Fig. 4).

For i.p. injection: the powder was first pre-dissolved in 5% v/v DMSO (vortex and sonication were used to aid dissolving and obtain a clear mix) then 95% v/v sesame oil (vortex was used to aid dissolving and obtain a clear mix) was added to the mix. Calculation was done to inject in i.p. a volume of 100 µL maximum and a dose of 10 mg/kg.

For cannula injections: the powder was first pre-dissolved in 54% v/v DMSO (vortex and sonication were used to aid dissolving and obtain a clear mix) then 26% v/v sesame oil (vortex and sonication were used to aid dissolving and obtain a clear mix) followed by 20% of artificial cerebrospinal fluid (125 mM NaCl, 2.5 mM KCl, 1.25 mM NaH2PO4, 25 mM NaHCO3, 1 mM MgCl2, 2 mM CaCl2, 25 mM D-glucose) was added to the mix. The calculation was done to inject through a cannula a volume of 400 nL and a concentration of 7.5 g/L.

We implanted 21-gauge guides that were cut 5.5 mm below a plastic pedestal (Plastics One Inc.) 0.2 mm above the PVT (from bregma, in mm): A-P −1.46, M-L + −1.02, D-V -2.8, angle: 10° and secured on the skull after H2O2 preparation using dental cement (Metabond kit, Parkell Inc.). For daily injection, an internal cannula of 26-gauge projecting 0.2 mm below the guide was inserted into the guide and connected to a 10 μL syringe (Hamilton). The injection rate was fixed at 0.1 μL/min. Contention was limited as the mice could freely move in their home cage during injection. No anesthetics were administered for daily injections.

### ChIPmentation

ChIPmentation experiments were performed based on the protocol of Schmidl C et al. ^39^ with minor modifications. The thalami of 2–4 WT or *Maged1* cKO mice injected either with cocaine or saline vehicle were microdissected and crosslinked in freshly prepared methanol-free 1% formaldehyde solution (Thermofisher #28906) for 10 min at room temperature. The crosslinking reaction was stopped with 0.125 M Glycine solution and the samples were washed 3x with PBS and stored at -80 °C. Samples were then resuspended in cell lysis buffer (10 mM Tris pH 8.0, 10 mM NaCl, 0.2% NP-40, 1X EDTA free Proteinase inhibitor cocktail; Sigma # 11836170001) and nuclei were released by homogenization with a pestle B –douncer, centrifuged 8 min at 600 *g* at 4 °C and resuspended in 130 µL of sonication buffer (50 mM Tris pH 8.0, 10 mM EDTA, 0.25% SDS, 1X Proteinase inhibitor cocktail). After 15 min at 4 °C the resuspended nuclei were transferred to sonication microtubes (Covaris # 520045) and sonicated in a Covaris S220 (to fragment chromatin to an average size of 200–400 bp). Sheared chromatin was centrifuged at 13,000 × *g* for 10 min to eliminate cell debris, and transferred to a new 1.5 mL tubes and diluted 2.5 times in ChIP dilution buffer (20 mM HEPES pH 7.3, 1 mM EDTA, 0.1% NP-40, 150 mM NaCl, 1X Proteinase inhibitor cocktail). H2AK119ub antibody–Dynabeads protein G complexes were added to the diluted chromatin and incubated overnight at 4 °C with gentle rotation. For each ChIP sample, 25 µL of Dynabeads protein G magnetic beads (Thermofisher #) were transferred to 1.5 mL tubes and washed twice with 1 mL of blocking buffer (1X PBS, 5 mg/mL BSA, 0.5% Tween 20, 1X Proteinase inhibitor cocktail), resuspended in 200 µL of blocking buffer and conjugated with 4 µg of H2AK119ub antibody (Cell Signaling, 8240 S) at 4 °C for 3 h in a rotating platform. Subsequently, antibody-bead complexes were washed twice and resuspended in 15 uL of blocking buffer and added to the diluted chromatin. For each wash, the beads were incubated for 5 min at 4 °C on a rotating platform, collected for 2 min in a magnetic stand, and resuspended in 1 mL of blocking buffer.

After overnight incubation chromatin–antibody-bead complexes were washed twice with 1 mL of RIPA/low salt buffer (10 mM Tris pH 8.0, 140 mM NaCl, 0,1%, 1 mM EDTA, 0.1 % Sodium Deoxicholate, 0.1% SDS, 0.1 % Triton X-100, 1X Proteinase inhibitor cocktail), twice with 1 mL of RIPA/high salt buffer (10 mM Tris pH 8.0, 500 mM NaCl, 0.1%, 1 mM EDTA, 0.1% Sodium Deoxicholate, 0.1% SDS, 0.1% Triton X-100, 1X Proteinase inhibitor cocktail), twice with 1 mlL of LiCl buffer (10 mM Tris pH 8.0, 250 mM LiCl, 1 mM EDTA, 0.5% Sodium Deoxicholate, 0.5% NP-40, 1X Proteinase inhibitor cocktail) and twice with 1 mL of 10 mM Tris pH8.0. Washes were performed as described for the antibody-bead conjugation. After the last wash beads were resuspended in 200 µL of 10 mM Tris pH8.0 and transferred to a new tube, collected with the magnet, and resuspended in 24 µL of Tagmentation Mix (1:1 Illumina 2x Tagmentation buffer: 10 mM Tris pH8.0). Resuspended chromatin-antibody complexes were incubated for 5 min at 37 °C and 1 µL of Illumina TDE1 enzyme was added to each sample. After mixing, each ChIP sample was tagmented for exactly 7 min at 37 °C, and the reaction was immediately stopped by the addition of 1 mL of RIPA/low salt buffer. Samples were then washed once more with 1 mL of RIPA/low salt buffer and once with 1 mL TE buffer (10 mM Tris pH 8.0, 1 mM EDTA). Finally, chromatin was eluted by resuspending beads in 100 µL of Elution buffer (10 mM Tris pH 8.0, 5 mM EDTA, 0.1% SDS, 0.3 M NaCl) supplemented with 50 µg of proteinase K and incubating at 65 °C overnight in an agitating thermoblock with heated lid. For total input chromatin samples, 10 ul of sonicated chromatin were diluted 10x in elution buffer with 50ugr of proteinase K and decrosslinked at 65 C overnight. In all cases, decrosslinked DNA was treated with 20ugr of RNAseA for 10 min at 37 C, and purified with the Qiagen minielute PCR purification kit (Qiagen # 28004). Approximately 10-20 ng of total input chromatin samples were then diluted in Illumina Tagmentation buffer and tagmented with the TDE1 enzyme as for ChIP samples. Finally, DNA was re-purified with the Qiagen minielute PCR purification kit and size-selected with the Pronex paramagnetic beads.

In all cases, 2 µL of each sample was used for library quantification using the KAPA Library Quantification Kit (Roche #KK4923). The rest of the DNA eluate (20 µL) was used for library amplification using Nextera single-index primers as previously described using the KAPA HiFi hot-start ready mix (Roche # KK2601). The number of cycles used to amplify each library was determined as the Ct value of the qPCR reaction +1. For library quantification and amplification, the KAPA HiFi polymerase was preactivated by heating at 98 °C for 30 s. In all cases, a nick repair step was performed before PCR amplification by incubating the PCR reactions at 72 °C for 6 min. PCR-amplified libraries were purified and size selected for fragments of 200-250 bp using the Pronex paramagnetic beads (Promega # NG2001) according to manufacturer instructions. Finally, libraries were quantified using the Qubit High Sensitivity DNA quantification kit (ThermoFisher # Q32851) and analyzed by Fragment analyzer and sequenced pair paired-end sequencing 100 bp in a MGISEQ-2000 platform (BGI sequencing services, Honk Kong).

### H2Aub enrichment analysis

ChIPmentation sequencing data were analyzed using the public Galaxy server (https://usegalaxy.eu)^73^ and personalized R scripts. First, adapter sequences were trimmed from both R1 and R2 read files using Cutadpat v3^74^ and mapped against the mouse mm10 genome assembly using Bowtie2 (v 2.3.4.1)^75^. Significantly enriched regions were called using MACS2 (v 2.1.1.20160309.3) with broad peak calling parameters^76^. The bam files from the total input chromatin samples were used as a control for MACS peak calling. Coverage files were normalized by the number of millions of valid paired reads of each sample. The R (v4.1.2) and Rstudio (1.4.1106) software were used for downstream analysis.

For the analysis of H2Aub+ elements, only MACS2 peaks that were in common in at least two biological replicates were selected for further analysis using the R GenomicRanges package (v1.44.0)^77^. The distance distribution of peaks from the nearest TSS was calculated using the chipenrich package^78^. The mouse GCR38 gene annotation was obtained using the R annotationHub package (v3.0.2) and used to select gene promoters (defined as the genomic region 5 kb upstream and 2 kb downstream of the gene TSS) overlapping with H2Aub peaks. Differentially enriched H2Aub+ genes were thus defined as those loci that displayed H2Aub+ promoters between two experimental conditions. We also identified differential H2A enriched genes by comparing H2Aub+ elements called in saline vs cocaine-injected mice and attributing these peaks to genes using the chipenrich package (polyenrich method). The conclusions of this analysis were overall similar to those reached based on the analysis of H2Aub promoters (data not shown). However, we preferred to base subsequent analyses on the H2Aub+ promoter because of the limitations of long-range enhancer assignment to target genes. R scripts used for H2Aub peak analysis are publicly available at GitHub^79^.

The H2Aub antibody used in this study has been used in ChIPseq experiments in several previous works (e.g. Kallin et al., 2009^80^). The genome-wide distribution of H2Aub enriched regions closely parallels that of other studies^80,81^ with a high enrichment at gene promoters (Supplementary Fig. 15). Besides, this distribution differs from the ubiquitous and promoter-enriched distribution described for H2A (e.g, Zhang et al. 2005^82^), supporting that our H2Aub antibody specifically recognizes this epigenetic modification rather than non-specifically immunoprecipitating H2A-bound chromatin. As shown in Supplementary Fig. 15, H2A is broadly distributed genome-wide with only mild enrichment over gene bodies and is depleted from the nucleosome-free regions of gene transcription start and transcription termination sites. Instead, H2Aub is mostly enriched at gene promoters. Thus, the differences in our H2Aub coverage profiles with those reported for H2A and their resemblance to the H2A distribution of Yang et al., 2014^81^ strongly suggest that the H2Aub enrichments reported in our study are specific.

### Gene ontology and curated gene set analysis

Gene Ontology analyses of biological processes of genes displaying either altered H2Aub binding in their promoters and/ or that were differentially expressed across the different experimental conditions were performed using the gprofiler2 (v0.2.1), ClusterProfiler (v4.0.5) and enrichplot (v1.12.3) packages^83,84^. For differentially expressed gene sets, gprofiler analysis was performed by ranking genes according to their FC value, while the unranked gprofiler test was used for gene sets displaying differential H2Aub binding in their promoters or for gene lists resulting from the crossing of RNAseq/ChIPmentation data analysis. Finally, the GSEA software^85^ was used for curated gene set analysis of differentially expressed genes. R script used for gene onmtology analysis are available at GitHub^86^.

### Statistics and reproducibility

Statistical analyses were performed using GraphPad Prism 9 software (GraphPad Software Inc.) and SPSS Statistics 27 (IBM). Parametric data, provided by the Kolmogorov–Smirnov test, were analyzed using a Student’s *t*-test, one-way and two-way ANOVA tests (when a value was missing (because of a random reason), we performed a mixed-effects model instead of a two-way ANOVA) and Tukey’s or Sidak’s post hoc tests when appropriate, as indicated in figure legend. For non-parametric data, the Wilcoxon Mann-Whitney test for two-sample comparisons or the Kruskal–Wallis test for multiple comparisons was used. Differences were considered significant when P < 0.05. The results are expressed as mean ± standard error of the mean (s.e.m.). The threshold for significance was set at P < 0.05. Sample sizes (“n”) are given as the number of animals used for experiments.

For RNA-seq statistical analysis we used the 3D RNA-seq. To establish a significant differential list of genes, an FDR < 0.05 was chosen and a log2 Fold-change threshold > 0.5 or <0.5 was applied when mentioned.

The representative western blots shown in Fig. 3g, h, k were repeated at least 3 times with similar results, and 2 times for Fig. 3i.

### Human genotyping, sample selection and clinical assessment

Men and women > 18 years seeking treatment for any SUD other than nicotine were consecutively recruited between April 2008 and July 2016 through two multicentric protocols. Both protocols and the current study were approved by the relevant Institutional Review Boards [CPP Ile-de-France IV and CEEI from the Institut de la Santé et de la Recherche Médicale (INSERM), IRB00003888 in July 2015, respectively]. The clinical trial registration numbers are NCT00894452 and NCT01569347. All participants provided written informed consent for both the clinical and genetic assessments, and study records were continuously monitored by the hospital research administration. The research was conducted in accordance with the Helsinki Declaration as revised in 1989. Eligible participants were excluded if they had severe cognitive impairment or insufficient mastery of the French language preventing misunderstanding of the study purposes and assessments, if they had no social insurance, and if they were under compulsory treatment or mentorship. They did not receive compensation for participating in the study.

Assessments included history of substance dependence (the syndrome equivalent to severe substance use disorder in the DSM 5 and revealing the presence of addiction) using the E section of the Structured Clinical Interview for DSM-IV (SCID-IV)^87^ and sociodemographic elements (currently married, yes vs. no; currently employed at least 20% time job, yes vs. no, ever experienced homelessness – defined as having spent at least three months in the streets, yes *vs.* no). For the current study, we focused on cocaine-related variables that were modeled in the preclinical study, namely: lifetime cocaine dependence (presence/absence), age at onset (AAO) of first cocaine use, and time from first cocaine use to cocaine dependence (hereafter termed “TRANSCOC”) - considered to be related to the rewarding properties of cocaine, which were modeled in the preclinical part - and the behavioral components of the Scale for Assessment of Positive Symptoms – Cocaine-Induced Psychosis (SAPS-CIP) considering total score, and aggression and stereotypies subscores)^88^.

#### Biological sampling and genetic analyses

DNA was extracted from whole blood using a Maxwell 16 PROMEGA® extractor (Promega France, Charbonnières-les-Bains, France). Purity assessment followed the procedures described by the Center National de Recherche en Génomique Humaine. Participants were genotyped using the Infinium PsychArray (Illumina, San Diego, CA, USA) in two batches (2015 and 2017) by Integragen SA® (Evry, France) using the same pipeline. Genotype files were merged for the present study, keeping only bi-allelic variants common to both extractions. Then, PLINK 2.0^89^ was used for quality control (QC), based on a consensus procedure for ancestry, relatedness, and genetic discrepancies^90^, followed by imputation on the Michigan Imputation Server v1.0.4 using the reference file hrc.r1.1.2016 through a SHAPEIT + MiniMac3 pipeline^91^. The number of post-QC variants increased from 552,000 to 7,833,448 SNPs. Chromosome X was imputed separately by Impute2 after pre-phasing by Shapeit4, following a consensus procedure^92^, after the exclusion of the pseudo-autosomal region. This increased the number of post-QC variants from 12,942 to 34,243 on this chromosome.

Quality control and ancestry assessment were performed on a whole-genome level using a standard procedure^90^ based on: an overall call rate > 99%, missing genotypes per study and individual <5%, Hardy-Weinberg equilibrium held at P > 10^-6^, and relatedness inferior to the 2nd degree (in case two participants fell within such relatedness, the one with the highest overall call rate was kept for the study). From 592 genotyped patients, 522 were available for analysis, 351 of whom had strict Caucasian ancestry as compared to the distribution of variants in Europeans from the 1000 genomes database.

The candidate gene study was performed using genomic positions (human genome version GChR37) of the genes prioritized by the preclinical study, keeping markers with minor allele frequency (MAF) > 5 %, namely: *MAGED1* (chromosome X, 72 markers), *USP7* (chromosome 16, 142 markers), and Histone 2 A genes (chromosome 1, *HISTH2AC18* and *HISTH2AC20*, no marker). Variants showing significant associations with any of the phenotypes of interest were annotated for their biological function and plausible impact according to multiple knowledge-based repositories online, as previously suggested^93^: the Combined Annotation-Dependent Depletion (CADD) database^94^, brain expression and methylation quantitative trait loci (eQTL through BRAINEAC, http://www.braineac.org/, and mQTL through the mQTLdb database, http://www.mqtldb.org), and their ability to bind DNA enzymes and/or modify DNA conformation (regulomeDB database http://www.regulomedb.org). We also considered linkage disequilibrium (LD, using the r^2^ measure), which indicates how minor alleles tend to be inherited altogether due to chromatin blocks. High LD (considered at r^2^ > 0.9 in our study, based on European reference panels) indicates a similar genomic signal from possibly multiple SNPs, among which both the strongest statistical association and the highest functional impact can be used to identify the one(s) responsible for the biological signal behind the statistical association. Additionally, we identified CNVs following a pipeline^95^ based on the Illumina® final report file generated by GenomeStudio v.2, which involves two programs, PennCNV^96^ and QuantiSNP^97^, in a combined algorithm. Both programs are based on the hidden Markov chain model but show different sensitivity and specificity. CNVs may be very rare but represent the closest variation to gene deletion in rodent models.

#### Human SNP-based data analysis

Continuous variables were described by means (standard deviation, SD) or medians (interquartile range, IQR) depending on their distribution, and qualitative variables are described by absolute counts and frequencies. Nonparametric tests were used to identify the clinical and sociodemographic factors associated with cocaine-related variables.

SNP-based analyses were performed using PLINK linear regression adjusted for sex and the first ten principal components of ancestry, a stringent adjustment recommended to further minimize the risk of population stratification. Possibly censored variables related to time, namely: AAO of cocaine dependence and transition from first cocaine use to CUD, which were analyzed using Cox proportional regression models in R. All these analyses included age, biological sex, and the first ten ancestry components as covariates and cofactor. CNVs in the candidate genes -if any- were also tested for associations with cocaine-related variables based on frequency, size, or type (duplication *vs*. deletion) in the subsample of Caucasian ancestry. Statistical significance was set at P < 0.05 after correction for multiple testing using a false discovery rate procedure (Benjamini-Hochberg, BH-FDR). Separately for chromosomes X and 16, the *p* values of all seven phenotypes and SNPs were listed together to yield the corresponding FDR. In the case of multiple statistical associations (which is expected when using imputation), we used linkage disequilibrium (LD, measured by r2) and in silico gene expression measures in the brain (http://www.braineac.org/, Supplementary Data 3) to identify lead SNPs as the most plausibly associated with the underlying biological signal. These lead SNPs (identified as having LD r^2^ < 0.9, strong statistical association, and reliable evidence for functional impact) were further characterized using graphical representations and adjustment for more sociodemographic and clinical confounders, depending on the phenotype they were associated with. Analyses were conducted with R 4.02 through R studio 1.4.1103 under Mac OS X.12.6. The current study follows the STREGA guidelines for the report of genetic studies^86^.

The summary of the R session and the summary statistics are available in Supplementary Data 4. Of note, no QQ-plots were produced given the within-cases, candidate-gene design of the study, driven by preclinical experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

### Source data

Source Data

## Data Availability

The data supporting the findings are available within the article and its Supplementary Materials and are available from the corresponding author upon request. All RNA-seq and ChIPmentation data are deposited in GEO under accession number GSE208142. The mass spectrometry data is provided in Supplementary Dara 2. The R scripts used for this study are available upon request. Source data are provided with this paper.

# Supplementary material for: USP7/Maged1-mediated H2A monoubiquitination in the paraventricular thalamus: an epigenetic mechanism involved in cocaine use disorder
**Source:** Nat Commun. 2023 Dec 20;14:8481. doi: 10.1038/s41467-023-44120-2
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **USP7/Maged1-Mediated H2A Monoubiquitination in the Paraventricular Thalamus: An Epigenetic Mechanism Involved in Cocaine Use Disorder**

Julian Cheron, Leonardo Beccari, Perrine Hagué, Romain Icick, Chloé Despontin, Teresa Carusone, Matthieu Defrance, Sagar Bhogaraju, Elena Martin-Garcia, Roberto Capellan, Rafael Maldonado, Florence Vorspan, Jérôme Bonnefont, and Alban de Kerchove d'Exaerde

#### **This PDF file includes:**

- Supplementary Results
- Supplementary Figs. 1 to 15
- Supplementary Tables 1 to 4
- Description of Supplementary Data 1-4

## Supplementary Results

### RNA-seq

To assess the proportion of Vglut2 neurons in the dissected thalamus, we performed fluorescence-activated cell sorting (FACS) of Vglut2 neurons specifically expressing tdTomato, and we found that 93.1 % of sorted cells showed Vglut2 expression (Supplementary Fig. 6a). 

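In a principal component analysis of log2-scaled TPM over the 13471 tested genes, the first component held 21.9% of the variance, the second 11.8% and the third 9.11%. On the first, libraries labelled control cocaine lay from 16.5 to 30.7 and those labelled cKO cocaine at 14.2 and 20.4, while control saline libraries lay from -19.0 to -15.6 and cKO saline libraries from -15.0 to -9.39. Control cocaine and control saline did not overlap (two-sided exact permutation test, p = 0.0286). On the second component, the control saline libraries lay from -0.87 to 13.0 and the cKO saline libraries from -20.7 to -7.82 (exact permutation test, p = 0.0286, n = 4 each). The libraries labelled cKO cocaine, at 12.6 and 21.1, lay on the side of control saline, and those labelled control cocaine spread from -24.4 to 14.0 (exact permutation test between the cocaine groups, p = 0.267, where 0.133 is the smallest that 2 libraries against 4 allow).

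**Figure D4:**
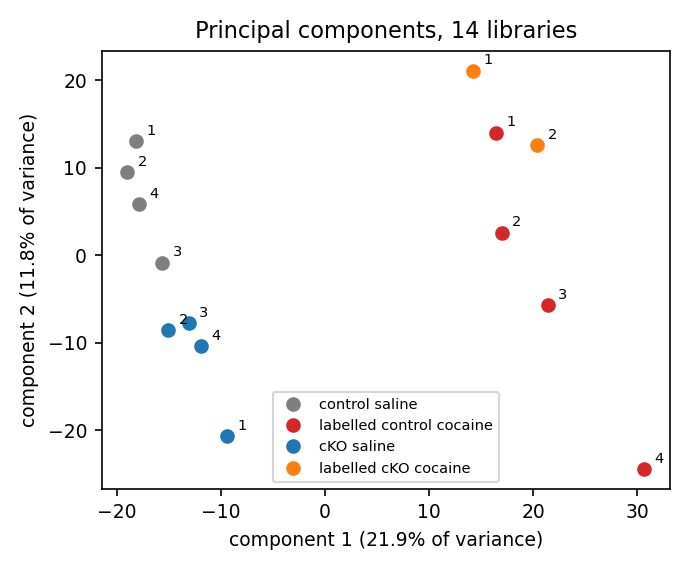
First and second principal components of the 14 libraries in log2 units, with replicate numbers beside the points and colours for labelled genotype and treatment. Cocaine libraries lie above 14.2 and saline libraries below -9.39 on the first component, and the libraries labelled control cocaine spread from -24.4 to 14.0 on the second.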

A principal component analysis separated the replicates of the microdissected thalamus data on the basis of mouse genotype and cocaine or saline treatment (Supplementary Fig. 6b). In control mice, repeated cocaine injection induced upregulated expression of 252 genes and downregulated expression of 452 genes compared to the expression of these genes after saline treatment (Fig. 3b and Supplementary Fig. 6c).

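Genes of motile cilia are microtubule genes, so a list of 15 ependymal and motile cilia genes, among them Foxj1, Rsph1, Tekt1, Ak7 and Dnah5, was examined for the genes behind such terms. Of these, 13 were tested, and all 13 had lower means in the libraries labelled control cocaine than in control saline, with a median log2 fold change of -0.83. In the labelled cKO genotype all 13 were higher after cocaine, with a median of 0.97. After saline all 13 were lower in cKO than in control, with a median of -0.96. Among 10000 random lists matched on mean expression, these medians stood at percentiles 0, 100 and 0, and with each other scaling the 13 genes had the same directions. The genes moved together in single libraries. The mean log2 value of the list relative to all libraries was 0.54, -0.10, -0.18 and -1.44 in replicates 1 to 4 of the libraries labelled control cocaine and 0.52, 0.62, 0.48 and 0.46 in control saline (two-sided exact permutation test, p = 0.114, n = 4 each). Adjusted over the 11 lists examined, p was 0.157. In cKO saline it was -1.43, -0.13, -0.29 and 0.03, and in the libraries labelled cKO cocaine 0.70 and 0.23.

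**Figure D5:**
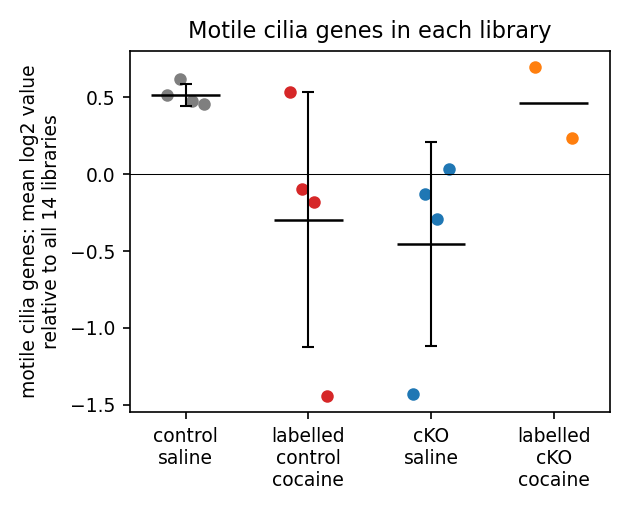
Mean log2 value of the 13 tested motile cilia genes in each library, relative to the mean over all 14 libraries; points are libraries, horizontal lines means and error bars SD for groups of 4. Control cocaine replicate 4 at -1.44 and cKO saline replicate 1 at -1.43 lie lowest, and control cocaine replicate 1 at 0.54 lies among the control saline libraries.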

A gene ontology (GO) term enrichment analysis indicated that genes with cocaine-induced downregulated expression were significantly associated with microtubule regulation, axonal projection assembly and ion transport, while genes with cocaine-induced upregulated expression were assigned to supramolecular fiber (actin) organization and apoptosis (Supplementary Fig. 6d). Thus, cocaine-dependent downregulation and upregulation of gene expression seemed to affect different, yet related, biological processes.

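In the labelled cKO genotype, with 2 cocaine and 4 saline libraries, 157 genes were called lower after cocaine. Of these, 58 were also among the 223 genes called lower in the labelled control genotype, and 99 were called lower in cKO and not lower in control. Of these 99, 80 also had a negative log2 fold change in control. Of the 165 genes called lower in control and not lower in cKO, 73 had a negative log2 fold change in cKO. Across both directions, 16 genes were called in opposite directions in the genotypes. The largest falls in cKO among called genes without overlap were in Mirlet7d, Mir1966 and Snora3, short RNAs that were listed at 0 in both libraries labelled cKO cocaine. The count of 99 ran from 38 to 1923 genes over the alternatives, the highest with TPM as deposited. The count of 58 moved most with TPM as deposited, to 1159 genes. Leaving out each control or cKO saline library in turn gave 48 to 69 genes; leaving out a cKO cocaine library would leave 1, so that was not done.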

Only 145 genes were similarly downregulated by cocaine treatment in mice with the *Maged1*-cKO and control genotypes, and 297 genes were specifically repressed in a cocaine-dependent manner only in the *Maged1*-cKO mice (Fig. 3b). Moreover, the expression of many genes was upregulated by cocaine in *Maged1*-cKO mice (494 genes), of which the expression of 383 (77.5 %) genes was not upregulated in control mice (Fig. 3b). Thus, *Maged1* inactivation mainly led to an altered transcriptional downregulation in the thalamus after cocaine administration (Fig. 3b).

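In the labelled cKO genotype 266 genes were called higher after cocaine, and 264 of them had both cocaine libraries above all 4 saline libraries. Chance gives 6.67% among genes not selected for a difference. Of the 266, 196 (73.7%) were not called higher in the labelled control genotype, and 114 of the 196 had a positive log2 fold change there. The other 70 were called higher in both genotypes. Among the genes called higher in cKO without overlap between groups, Mir666 had the largest rise (6.27, standard error 0.24, adjusted p = 2.65e-08, limma). Snord8 followed (5.92, standard error 1.70, adjusted p = 0.0274, limma) and was not called in the labelled control genotype. Mir453 was listed at 0 in each saline library and had 23.1 TPM on average in the 2 libraries labelled cKO cocaine. Short RNAs such as these have less certain TPM. With GC content and length trends removed, 118 genes were called higher in cKO and not higher in control, in place of 196. Over the alternatives this count ran from 44, with TPM as deposited, to 235, without control cocaine replicate 4.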

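The share of control calls also made in cKO was compared between the directions. Of the 223 genes called lower in the libraries labelled control cocaine, 26.0% were called lower in cKO, and of the 192 called higher, 36.5% were called higher in cKO, a difference of -10.4 percentage points (two-sided Fisher's exact test, p = 0.0252). The sign of this difference changed with quantile normalization, to 4.78 (Fisher's exact test, p = 0.362), and with TPM as deposited, to 9.24 (Fisher's exact test, p = 0.212). Without a change of sign, p in Fisher's exact test was above 0.05 with a pseudocount of 0.1 (p = 0.0755), a mean of at least 5 TPM (p = 0.395), the replicate block (p = 0.102), the libraries whose labels agree (p = 0.684) and the compared groups alone (p = 0.097), and without control cocaine replicates 2 or 4 or any 1 of the control saline replicates. Over all the alternatives the difference ran from -20.85 to 9.24 percentage points, and p in Fisher's exact test from 1.53e-05 to 0.684. The alternatives thus enlarged the difference as well as weakening or reversing it. Genes are not independent replicates, so these p-values describe the calls and not the spread between mice. In cKO 266 genes were called higher and 157 lower, so a larger shared share among genes higher could arise from these totals alone. From its own counts, the paper concludes that inactivation of Maged1 mainly altered the downregulation of genes by cocaine.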

### Mass spectrometry

Histones H4 and H2B and Try10 are highlighted because of their proximity to prespecified thresholds and their links with the H2A-PRC1 pathway (Fig. 3f). PRAJA1/2, CREB1, NEDD4 (E3 ubiquitin ligase) and the PRC1 deubiquitinase USP7 are the main interactors of MAGED1 (Fig. 3l-m).

### Cocaine-adaptive behaviors

To dissociate a global effect on locomotor activity rather than a specific effect on cocaine-induced sensitization of *Maged1* in the PVT, we compared the locomotor activity on the first day of saline injection and the last day of cocaine injection (after reaching the ceiling level) in the rescue model, *Maged1* KO, AAV-*Maged1* (PVT), and in the cKO model *Maged1*<sup>loxP</sup>, AAV-Cre (PVT). While there was no spontaneous locomotor activity difference between the inactivation or the re-expression of *Maged1* in the PVT in these 2 models, the sensitization was significantly stronger in the rescue group as illustrated by an interaction effect between mice group (rescue versus deletion in the PVT) and treatment (saline/cocaine) (Supplementary Fig. 13).

The primary reinforcing properties of cocaine were evaluated in *Vglut2Cre::Maged1*<sup>loxP</sup> mice and corresponding controls using operant self-administration. Mice were first trained in 5 sessions of fixed-ratio 1 (FR1) followed by 5 sessions of FR3 (Supplementary Fig. 3b). During FR1 and FR3 sessions; no statistical differences were obtained in active nose-pokes between genotypes

(Supplementary Fig. 3a, two-way ANOVA repeated measures, genotype  $F_{1,14}=1.130$ , n.s.). The number of nose-pokes on the inactive lever was similarly reduced in both genotypes (Supplementary Fig. 3c). No difference was observed in active nose-pokes and number of infusions during the last two or three days of FR1 and FR3, respectively (genotype x time,  $F_{9,126}=1.529$ , n.s., two-way ANOVA repeated measures). Similarly, the percentage of mice reaching the criteria of operant conditioning learning was 66.7 % for WT mice and 75.0 % for *Vglut2Cre::Maged1<sup>loxP</sup>* mice following FR1 and FR3 training (chi-squared test = 0.125, n.s.). Importantly, during the three consecutive days after the acquisition criteria of stability, discrimination and more than ten infusions, the number of active nose-poking responses was significantly higher in the *Vglut2Cre::Maged1<sup>loxP</sup>* mice than in the control mice (Supplementary Fig. 3d).

### Human data

In the clinical sample, we observed that the associations between *MAGED1* and transition from first cocaine use to CUD and between *USP7* SNPs and cocaine-induced aggression, respectively, were not confounded by sex in Cox regression models (Supplementary Tables 3 and 4). Not only these associations remained significant when sex was included as a potential confounder in the model, but sex was not associated with the clinical outcomes per se. We also investigated associations between biological sex and both cocaine-induced aggression and transition from first cocaine use to CUD using bivariate analyses, showing neither was significant (cocaine-induced aggression mean = 1.39 in women and 1.38 in men, median = 0 and interquartile range = 0-3 in both sexes, Mann-Whitney test,  $P = 0.8707$ ; transition from first cocaine use to CUD median = 12, interquartile range = 0-60 in women and 24 months, interquartile range = 0-84 in men, log-rank test  $\chi^2 = 1.2$ ,  $P = 0.2$ ).

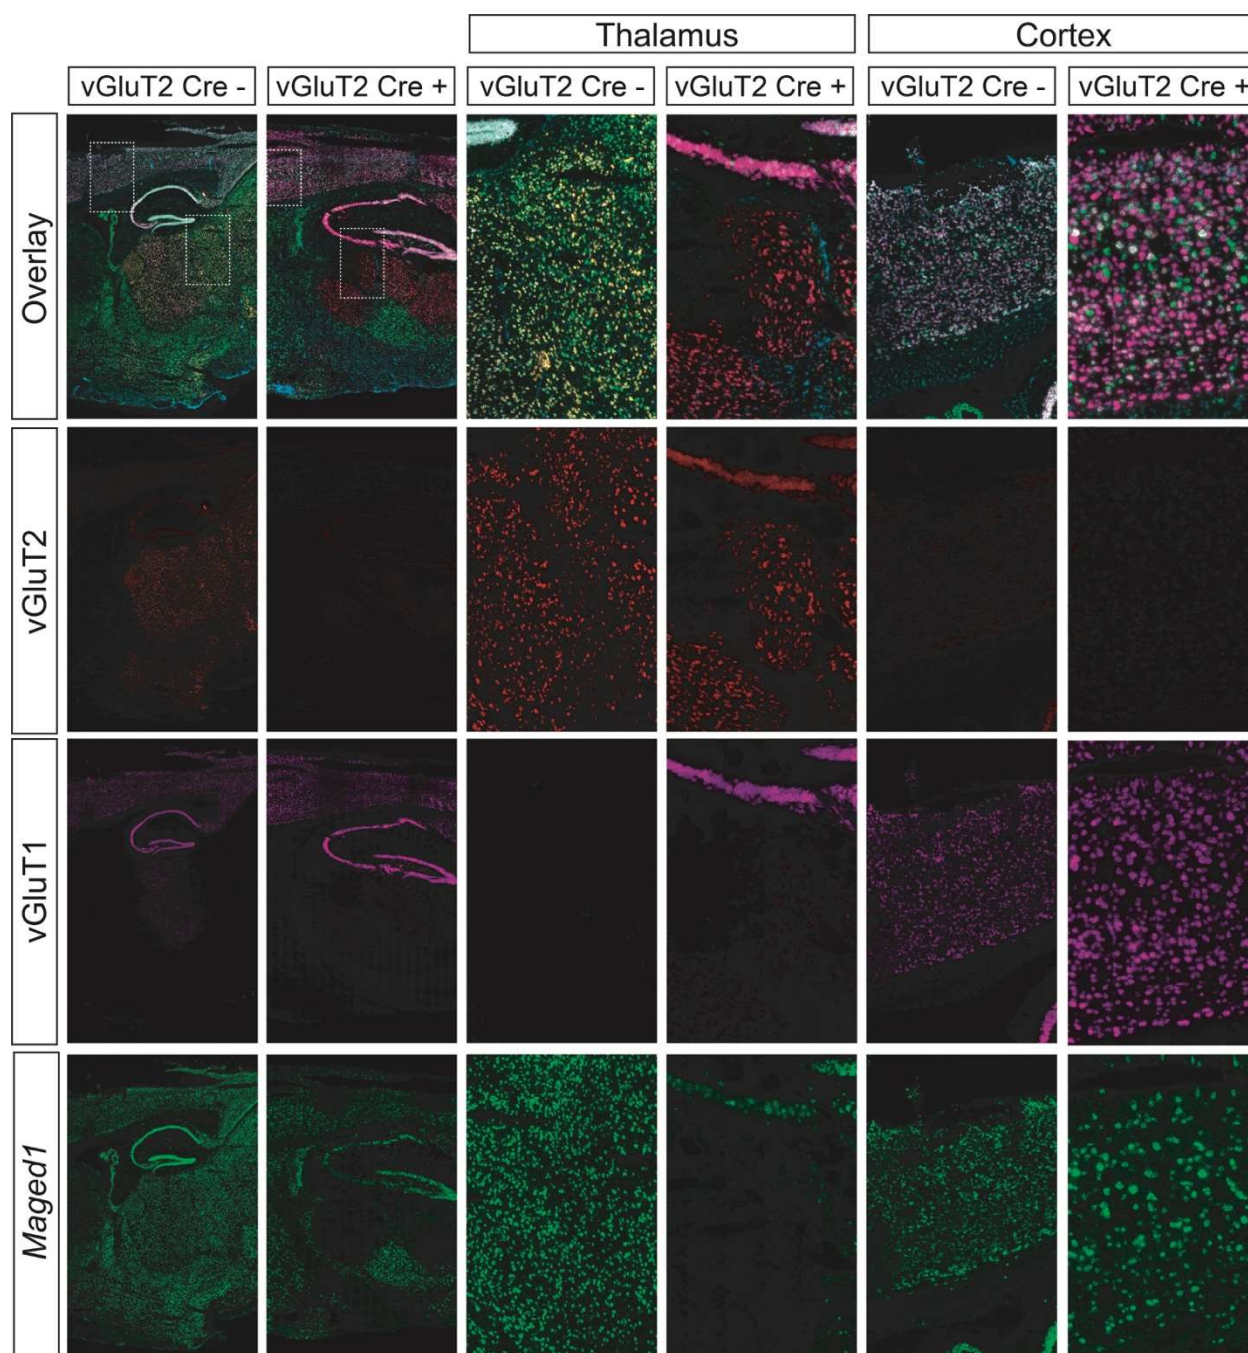

**Supplementary Figure 1. Multiplexed fluorescent in situ hybridization of *Maged1*, *Vglut1* and *Vglut2*.**

Multiplexed fluorescent in situ hybridization of *Maged1*, *Vglut1* and *Vglut2* mRNAs. The first column shows a parasagittal slice of a control mouse. The third and fifth columns show a higher magnification focused on the thalamus and on the cortex, respectively. We observed that *Maged1* is ubiquitously expressed among *Vglut1* and *Vglut2* cells. It is also expressed in other types of neurons and unmarked cells. The second column shows a *Maged1*-cKO specifically in *Vglut2*

expressing neurons. The fourth and sixth columns show a higher magnification focused on the thalamus and on the cortex, respectively. We observed an absence of expression of *Maged1* in the thalamic nuclei that is *Vglut2* positive, but a normal expression in the other regions, not expressing *Vglut2* or expressing *Vglut1*.

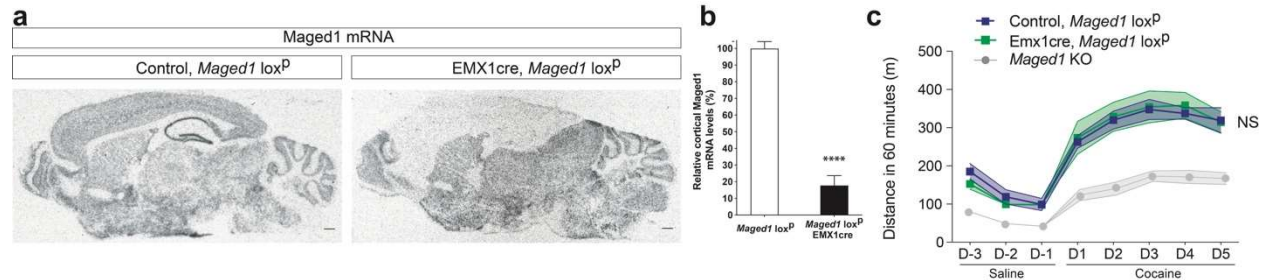

**Supplementary Figure 2. *Maged1* is not necessary for cocaine-induced locomotor sensitization in glutamatergic telencephalic neurons.**

**a**, In situ hybridization autoradiograms showing *Maged1* mRNA (scale bar: 500  $\mu$ m) **b**, Quantification of the relative cortical optical densities (control, *Maged1*<sup>loxP</sup>, n = 5; *Emx1*Cre::*Maged1*<sup>loxP</sup> mice, n = 5; Mann–Whitney test, P < 0.0001) **c**, Cocaine-induced locomotor sensitization (20 mg/kg, ip injection, mean  $\pm$  s.e.m., control, *Maged1*<sup>loxP</sup>, n = 8; *Emx1*Cre::*Maged1*<sup>loxP</sup> mice, n = 8; two-way ANOVA control versus EMX1Cre::*Maged1*<sup>loxP</sup>, repeated measures, P = 0.9588; days, P < 0.0001; interaction factor (genotype x days), P = 0.9519).

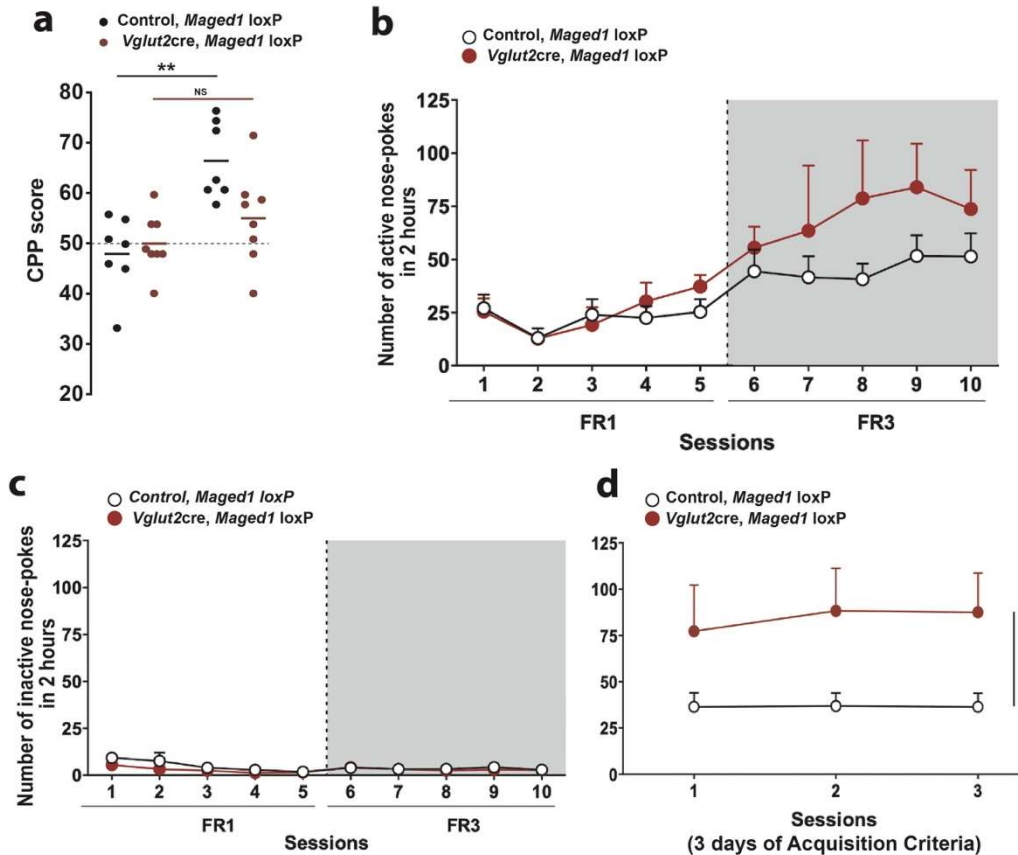

**Supplementary Figure 3. Reinforcing properties of cocaine: cocaine-induced (10mg/kg, ip) conditioned place preference (CPP) and operant conditioning maintained by cocaine (0.5 mg/kg per infusion, iv) self-administration.**

**a**, CPP scored as the percentage of time spent in the drug-paired compartment (mean  $\pm$  s.e.m.,  $n = 8$  for *Vglut2cre::Maged1*<sup>loxP</sup> and  $n = 7$  for control mice, two-way ANOVA, time factor,  $P = 0.0024$ , Sidak's post test,  $**P = 0.0028$  for test versus pretest for control, *Maged1*<sup>loxP</sup> mice and  $P = 0.4555$  for *Vglut2cre::Maged1*<sup>loxP</sup> mice). **b**, Number of active nose-pokes during the acquisition (fixed ratio 1 (FR1) and 3 (FR3)) of self-administration, two-way ANOVA repeated measures, genotype  $\times$  time,  $F = 1.700$ , n.s.). **c**, Number of inactive nose-pokes during the acquisition (fixed ratio 1 (FR1) and 3 (FR3)) of self-administration, two-way ANOVA repeated measures, genotype  $\times$  time,  $F = 0.2463$ , n.s.). **d**, Time course of the active nose-pokes during the three days of accomplishment of acquisition criteria (mean  $\pm$  S.E.M;  $n = 12$  (control, *Maged1*<sup>loxP</sup> mice),  $n = 4$  (*Vglut2Cre::Maged1*<sup>loxP</sup> mice), two-way ANOVA repeated measures, genotype  $F = 7.746$ ,  $P < 0.05$ ).

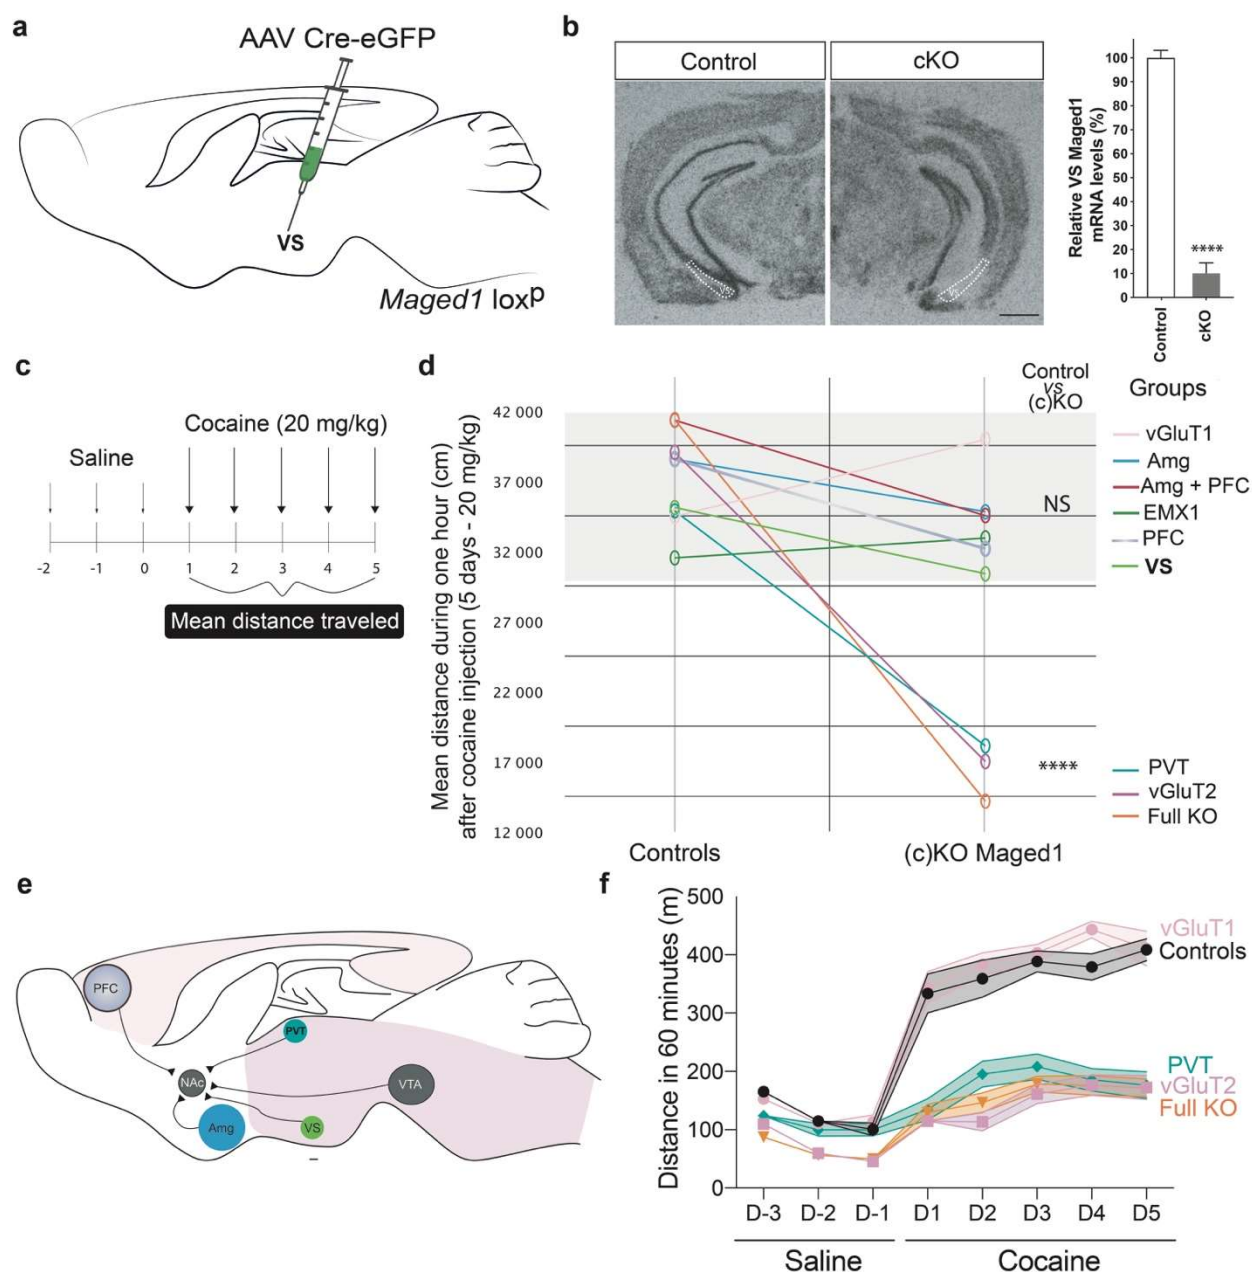

**Supplementary Figure 4. Vglut2 neurons in the paraventricular thalamus are central for *Maged1* role in cocaine-induced behaviors, in contrast with other glutamatergic regions.**

**a,b**, scheme of the experiment for ventral subiculum (VS)-specific inactivation of *Maged1* with stereotaxic injection of AAV CMV-Cre-eGFP in *Maged1*<sup>loxP</sup> mice (**a**), in situ hybridization autoradiograms of *Maged1* mRNA (scale bar: 1mm) and quantification of optical densities in the VS (n = 13 (control), n = 10 (*Maged1* cKO),  $P < 0.001$ , Mann-Whitney U test) (**b**). **c,d**, Scheme of the classical cocaine-induced locomotor sensitization protocol, with 3 days of saline injection followed by 5 days of cocaine injection (**c**) and mean distance traveled during the 5 days of cocaine injection in the classical sensitization protocol (**d**); segregation between (1) *Maged1* inactivation in the ventral subiculum (VS), the prefrontal cortex (PFC), the cortical and hippocampal EMX1

cells, amygdala (Amg) inactivation, double inactivation in the Amg and PFC, vGluT1 cell inactivation and (2) diencephalic *Maged1* inactivation (PVT and Vglut2) (two-way ANOVA followed by Sidak's post hoc test, groups,  $P < 0.0001$ ; treatment,  $P < 0.0001$ ; interaction factor,  $P < 0.0001$ ). **e**, Scheme of a sagittal section of the mouse brain that represents the different regions with targeted *Maged1* inactivation. **f**, Superimposed cocaine-induced locomotor sensitization experiment showing clear superimposition of full *Maged1* KO mice with the Vglut2 mice and of the Vglut1 mice with the control mice.

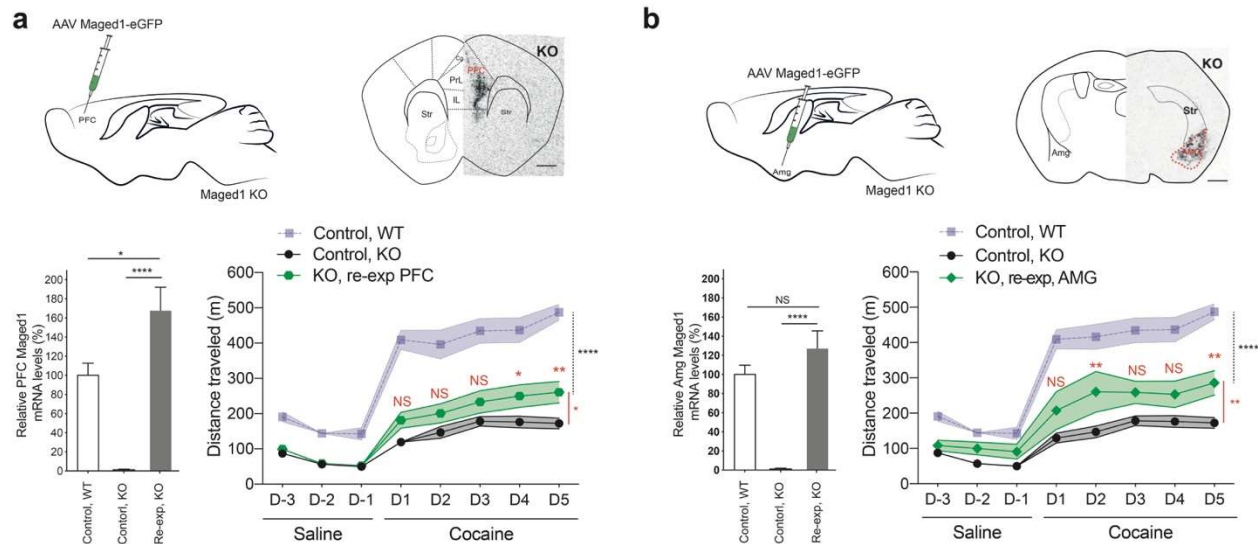

### Supplementary Figure 5. Partial effect of *Maged1* re-expression in glutamatergic Vglut1/2 nuclei.

**a**, scheme of the experiment for PFC-specific re-expression (re-exp) of *Maged1* with stereotaxic injection of AAV CMV-*Maged1*-eGFP in *Maged1*-KO mice. In situ hybridization autoradiograms of *Maged1* mRNA (scale bar: 1mm) and quantification of optical densities in the PFC ( $n = 9$  (control, WT),  $n = 11$  (control, KO),  $n = 16$  (KO, re-exp),  $P < 0.0001$  using Kruskal-Wallis test). Cocaine induced locomotor sensitization (20 mg/kg, ip, mean  $\pm$  s.e.m.,  $n = 9$  (control, WT),  $n = 15$  (control, KO),  $n = 16$  (KO, re-exp), control, KO versus KO, re-exp using two-way ANOVA followed by Sidak's post-test, mixed-effects model,  $P = 0.0268$ ; days,  $P < 0.0001$ ; interaction factor (genotype x days),  $P = 0.0046$ ). **b**, scheme of the experiment for Amg-specific re-exp of *Maged1* with stereotaxic injection of AAV CMV-*Maged1*-eGFP in *Maged1*-KO mice. In situ hybridization autoradiograms of *Maged1* mRNA (scale bar: 1mm) and quantification of optical densities in the Amg ( $n = 9$  (control, WT),  $n = 15$  (control, KO),  $n = 5$  (KO, re-exp),  $P < 0.0001$  using Kruskal-Wallis test). Cocaine induced locomotor sensitization (20 mg/kg, ip, mean  $\pm$  s.e.m.,  $n = 9$  (control, WT),  $n = 15$  (control, KO),  $n = 5$  (KO, re-exp), control KO versus re-exp KO using two-way ANOVA followed by Sidak's post-test, mixed-effects model,  $P = 0.0020$ ; days,  $P < 0.0001$ ; interaction factor (genotype x days),  $P = 0.0733$ ).

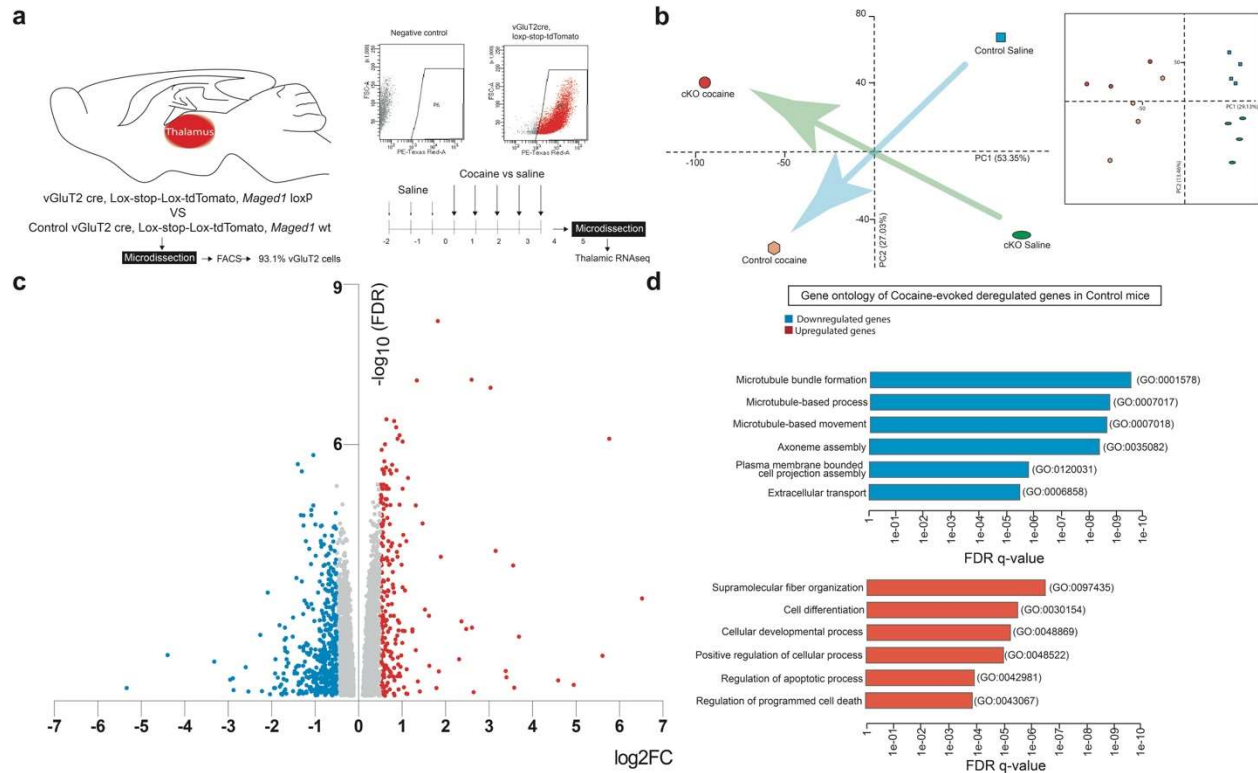

### Supplementary Figure 6. Flow cytometry of the thalamus followed by transcriptomic and gene ontology analysis.

**a**, Scheme of the RNA-seq experiment. Flow cytometry showed that 93.1 % of microdissected thalamic tissue consisted of *Vglut2* cells ( $n = 6$ ). **b**, Principal component analysis revealed four clusters referring to control and *Vglut2*Cre::*Maged1*<sup>loxP</sup> (cKO) treated either with saline or cocaine during 5 consecutive days. **c**, Volcano plot showing the significantly differentially expressed genes between control saline and control cocaine mice. (452 downregulated and 252 upregulated genes,  $\log_2$  fold change  $\geq 0.5$ , false discovery rate (FDR)  $< 0.05$ ). **d**, Gene Ontology analysis (biological process) showing categories with statistically significant enrichment of downregulated (top) and upregulated (bottom) genes following cocaine administration in control mice.

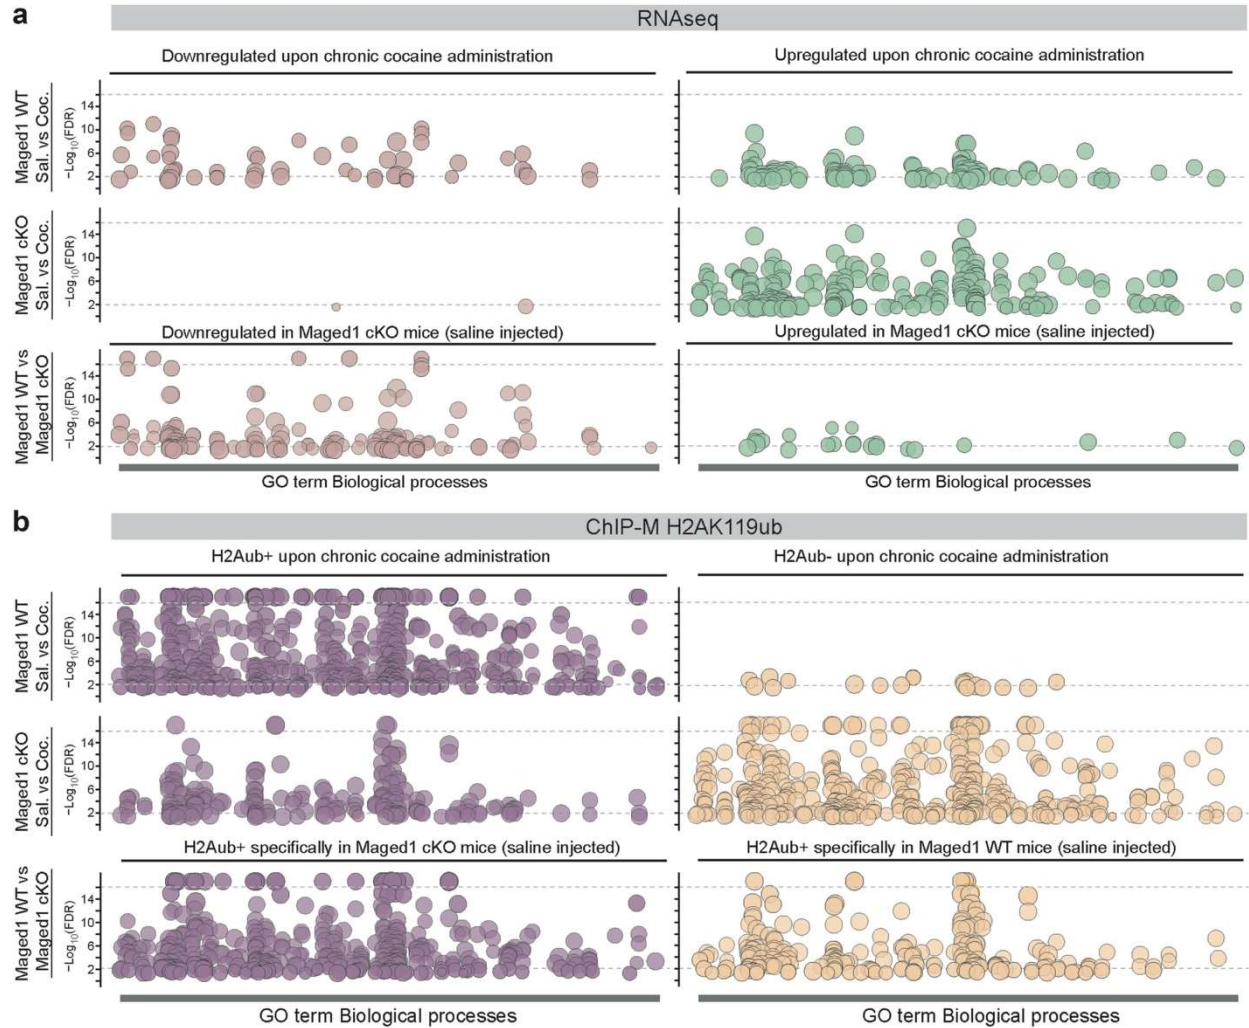

**Supplementary Figure 7. Overview of the gene ontology terms.**

Graphical overview of significant gene ontology (GO) terms and their  $-\text{Log}_{10}$  (false discovery rate, FDR) found in all the comparisons of conditions (saline versus chronic cocaine in control and *Maged1*-cKO mice and control versus *Maged1* cKO in saline-injected mice) associated to significant transcriptomic modifications (RNA-seq, **a**) and H2Aub enrichment (ChIP-M H2AK119ub, **b**). The GO terms are organized on the X-axis by their identifier number.

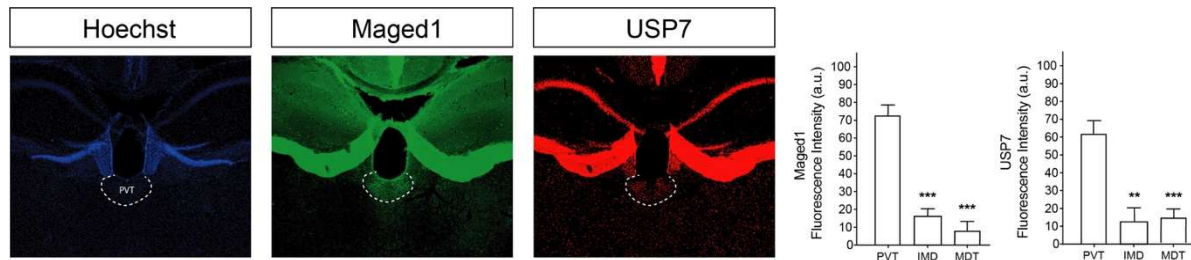

**Supplementary Figure 8. Immunohistochemistry analysis of Maged1 and USP7 levels in different thalamic nuclei.**

Representative images of immunohistochemistry staining for Maged1 (green), USP7 (red) and Hoechst (blue). The PVT is indicated by the dotted lines. For quantification,  $n = 5$  mice. For Maged1: repeated-measures one-way ANOVA (\*\*\*  $P < 0.0001$ ) followed by Tukey's multiple comparisons post hoc test: PVT vs IMD (\*\*\*  $P = 0.0001$ ); PVT vs MDT (\*\*\*  $P = 0.0003$ ); IMD vs MDT ( $P = 0.1552$ ); for USP7: repeated-measure one-way ANOVA (\*\*\*\*  $P < 0.0001$ ) followed by Tukey's multiple comparisons post hoc test: PVT vs IMD (\*\*  $P = 0.0013$ ); PVT vs MDT (\*\*\*  $P = 0.0006$ ); IMD vs MDT ( $P = 0.7814$ ). PVT: paraventricular nucleus of the thalamus, MDT: mediodorsal thalamic nucleus (including the medial, lateral and central parts), IMD: intermediodorsal nucleus of thalamus.

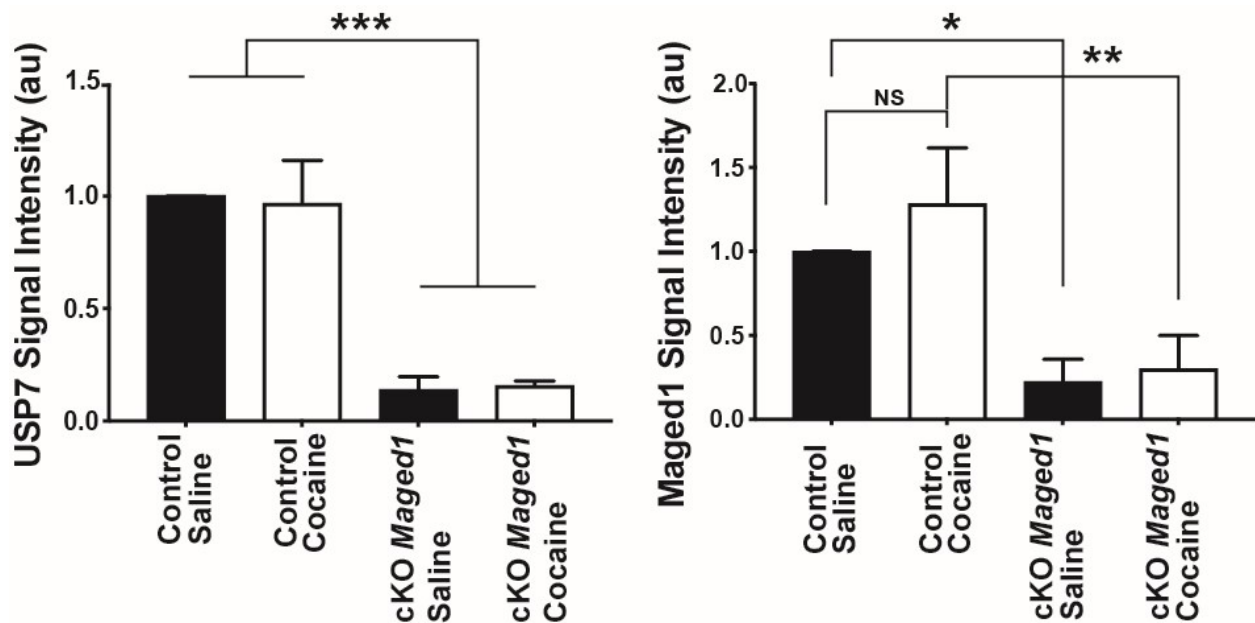

**Supplementary Figure 9. Immunoprecipitation of H2Aub, western blotting quantification.**

Mononucleosome IP of monoubiquitinated H2AK119 (H2Aub) and its partners with identification of Maged1 and USP7 by western blot. Quantification of USP7 (mean  $\pm$  s.e.m.,  $n = 4$ ) (one-way ANOVA ( $P = 0.0001$ )) and Maged1 (mean  $\pm$  s.e.m.,  $n = 5$ ) (one-way ANOVA ( $P = 0.0013$ )) signal intensities relative to the control condition followed by Sidak's post-test \* $P < 0.05$  \*\* $P < 0.01$  \*\*\* $P < 0.001$ ).

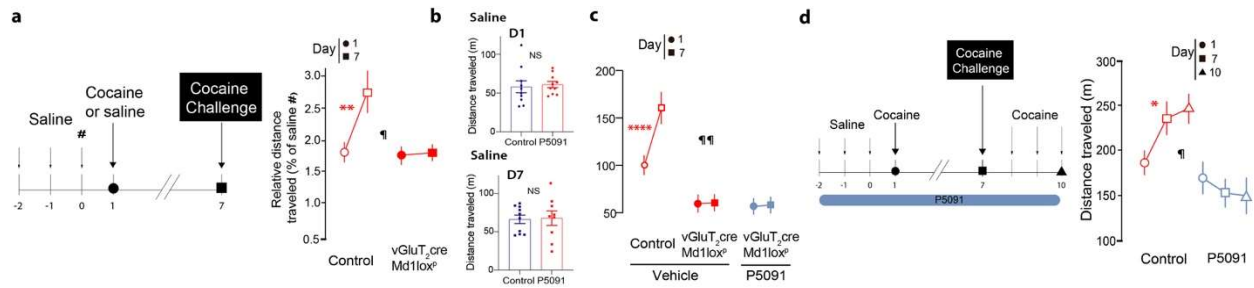

**Supplementary Figure 10. Long-lasting abolition of cocaine-induced sensitization induced by USP7 inhibition, similarly to *Maged1* conditional KO, with no effect on spontaneous locomotor activity**

**a**, Scheme of cocaine sensitization (cocaine, intraperitoneal (ip) injection, 15 mg/kg, without P5091). Cocaine-induced sensitization normalized on saline day 0 (#) was abolished after inactivation of *Maged1* in Vglut2 neurons (cKO, *Vglut2Cre::Maged1<sup>loxP</sup>*). mean  $\pm$  s.e.m.,  $n = 9$  (control),  $n = 8$  (cKO); repeated measures two-way ANOVA: control versus cKO,  $P = 0.1029$ ; days,  $P < 0.0301$ ; interaction factor (genotype  $\times$  days) ¶  $P = 0.0370$ ; Sidak's post test (D1 versus D7), \*\* $P = 0.0077$ ). **b**, Locomotor activity (m) during 30 min after saline injection is not affected after 4 (top) or 10 (bottom) daily P5091 systemic administration. **c**, Cocaine-induced sensitization is abolished after *Maged1* inactivation in vGluT2 cells (*Vglut2Cre::Maged1<sup>loxP</sup>*) (vehicle and P5091 administration, i.p., 10 mg/kg (mean  $\pm$  s.e.m.,  $n = 9$  (control),  $n = 8$  (*Vglut2Cre::Maged1<sup>loxP</sup>*, vehicle,  $n = 8$  (*Vglut2Cre::Maged1<sup>loxP</sup>*, P5091), repeated measures two-way ANOVA, group factor,  $P < 0.0001$ ; days,  $P = 0.0050$ ; interaction factor (group  $\times$  days), ¶¶  $P = 0.0021$ , Sidak's post hoc test (D1 versus D7), n.s. for *Vglut2Cre::Maged1<sup>loxP</sup>*, vehicle and *Vglut2Cre::Maged1<sup>loxP</sup>*, P5091, \*\*\*\* $P < 0.0001$  for Control, vehicle). **d**, Scheme of the cocaine sensitization (cocaine, intraperitoneal (i.p.), 15 mg/kg) during USP7 inhibition experiment (P5091, i.p., 10 mg/kg). Cocaine-induced sensitization is abolished after systemic inhibition of USP7 (mean  $\pm$  s.e.m.,  $n = 10$  (Control),  $n = 8$  (P5091), repeated measures two-way ANOVA, vehicle versus P5091,  $P < 0.0001$ ; days,  $P = 0.4444$ ; interaction factor (P5091  $\times$  days), ¶  $P = 0.0495$ , Sidak's post hoc test (D1 versus D10), \*  $P = 0.0288$ ).

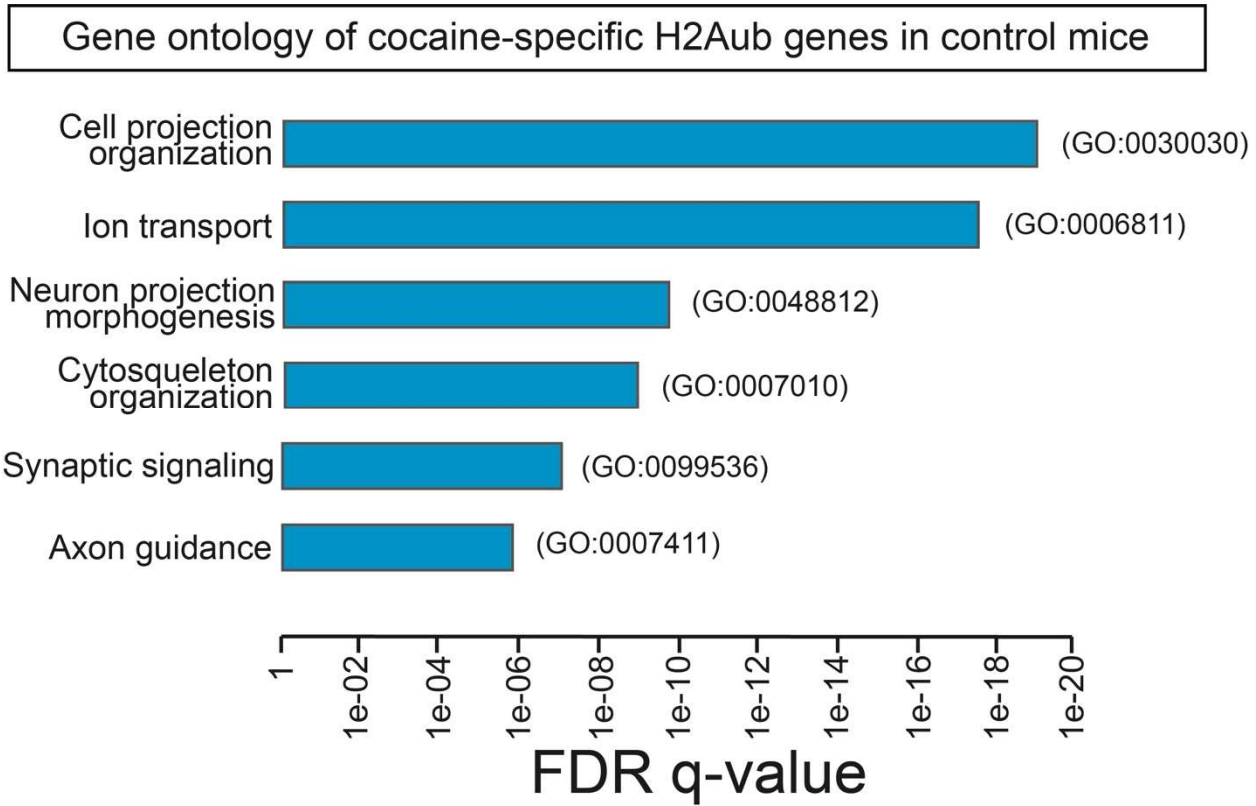

**Supplementary Figure 11. Gene ontology analysis of H2Aub enrichment.**

Bar plot presenting the gene ontology terms (biological process) associated with genes with H2Aub enrichment specifically in *Maged1* control mice injected with cocaine.

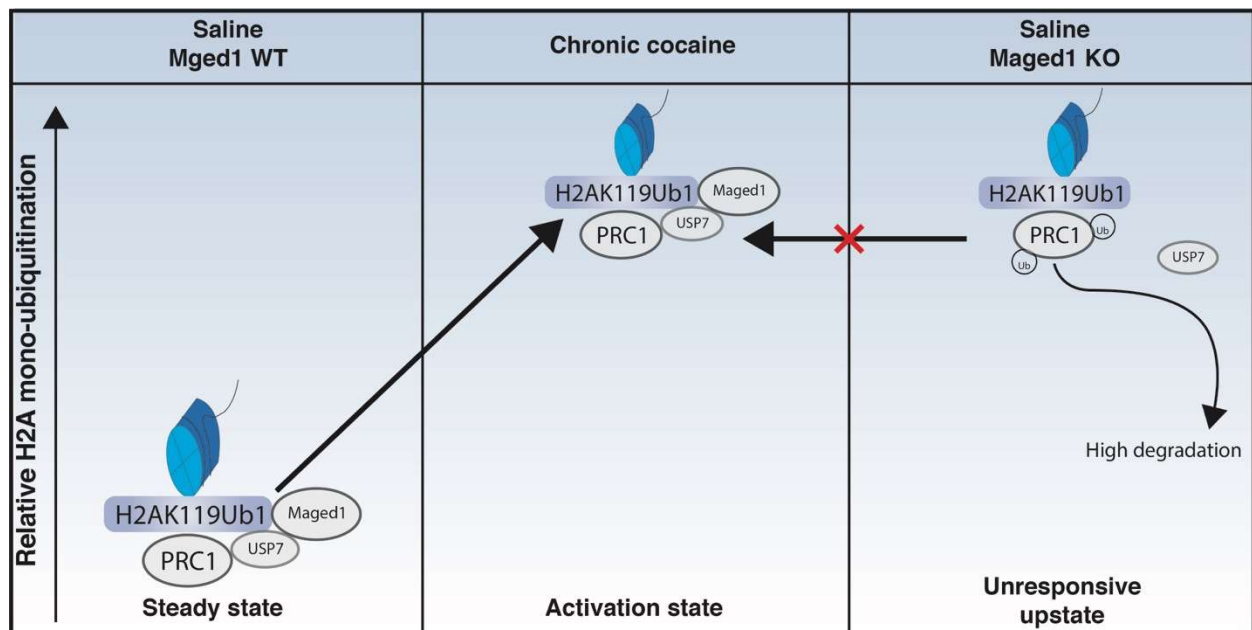

**Supplementary Figure 12. Proposed mechanistic model for the role of Maged1 and USP7 in cocaine use disorder.**

In this model, polycomb repressive complex 1 (PRC1), with Maged1 and USP7 are needed for cocaine-induced H2A mono-ubiquitination (H2AK119ub1). Maged1 enables the interaction between USP7 and H2AK119ub1, possibly controlling the fate of PRC1. Our results suggest that Maged1 helps, together with USP7, maintaining PRC1 in a responsive native steady state. When cocaine is administered, the complex is activated, leading to H2A mono-ubiquitination. However, in the absence of Maged1, USP7 cannot maintain PRC1 in a responsive steady state and the complex is blocked in an unresponsive upstate where upstream events (like cocaine exposure) do not modify its state.

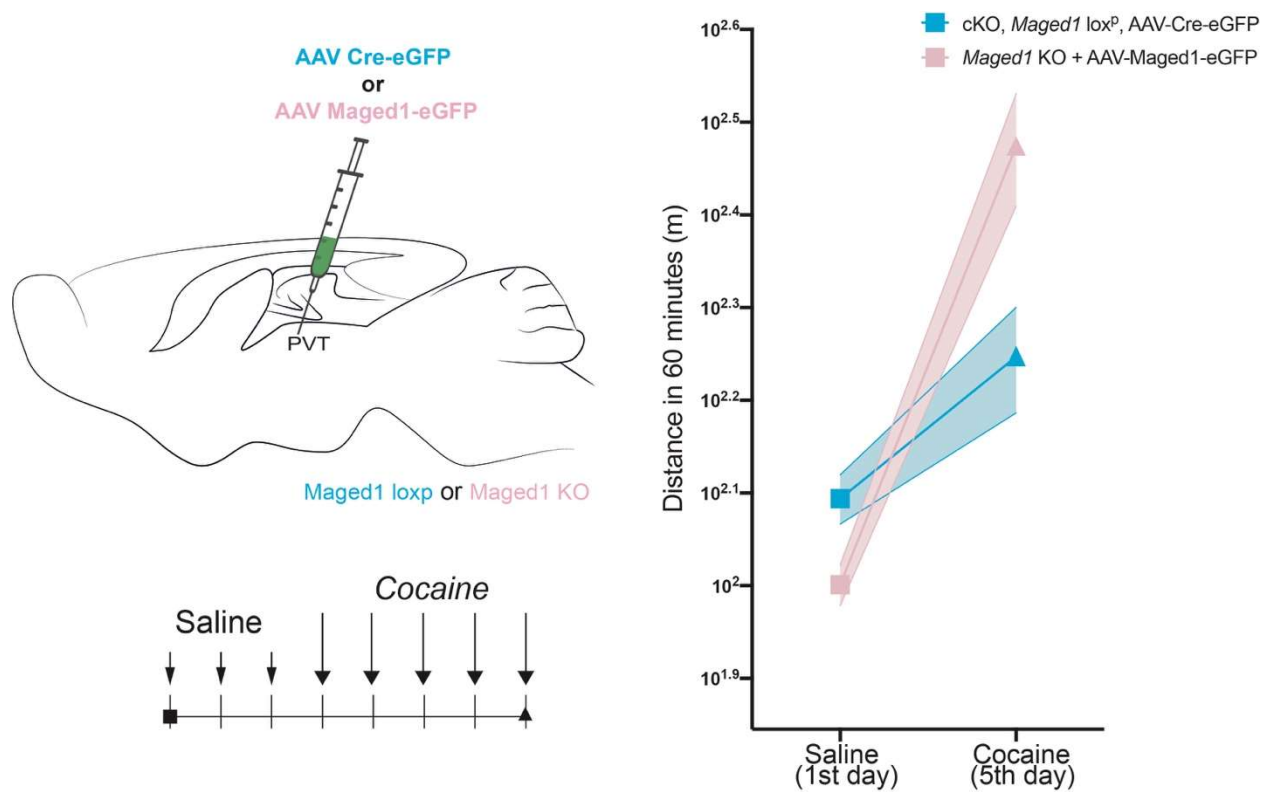

**Supplementary Figure 13. Cocaine-induced locomotor sensitization is modulated by Maged1 in the PVT.**

Comparison of the locomotor activity on the first day of saline injection and the last day of cocaine injection in the *Maged1*-cKO model and in the *Maged1*-KO, AAV-Maged1 rescue model (two-way ANOVA, *Maged1*<sup>loxP</sup>, AAV-Cre versus *Maged1*-KO, AAV-Maged1,  $P = 0.0552$ ; days,  $P < 0.0001$ ; interaction factor (genotype x days),  $P = 0.0037$ )

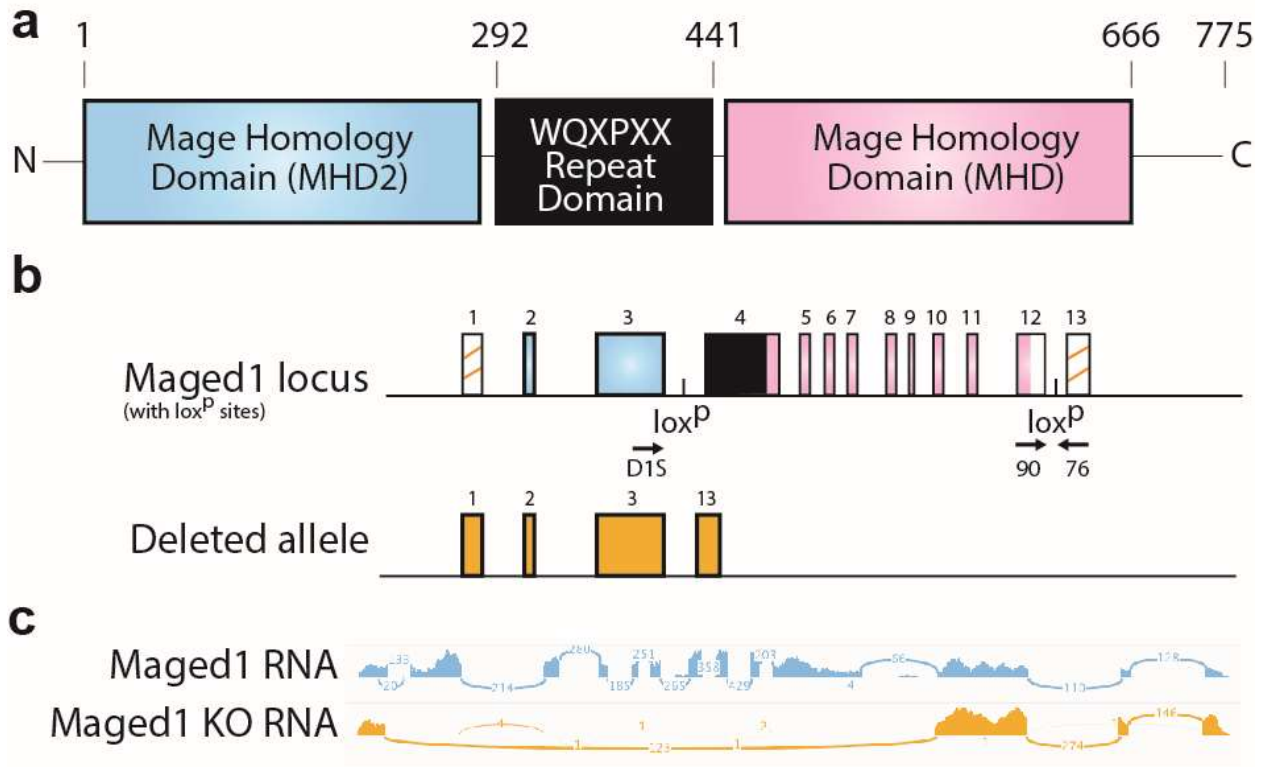

**Supplementary Figure 14. Maged1 domains with their respective mRNA and DNA.**

**a**, The Maged1 protein is composed of a conserved Mage Homology Domains (MHD) and a second MHD, MHD2 (poorly conserved between species and common to some Maged family members with no significant homology to other proteins) separated by a hexapeptide repeated domain. **b**, Schematic representation of the Maged1 locus and the knock-out allele. Boxes represent exons. The spliced part of the locus is represented with orange, with the MHD in black. Two LoxP sites were inserted into the Maged1 locus, the first one between the exons 3 and 4 and the second one between the exons 12 and 13. After recombination by a Cre recombinase, the exons 4 to 12 are deleted to obtain the (functional) Maged1 knock-out (KO) allele. Arrows represent PCR primers used for genotyping. In this work, primers 90 and 76 were used to detect wild-type and conditioned (loxP) alleles whereas the couple D1S and 76 were used to detect the KO allele<sup>50</sup>. **c**, RNA-seq mapping on the *Maged1* gene for control and KO mice.

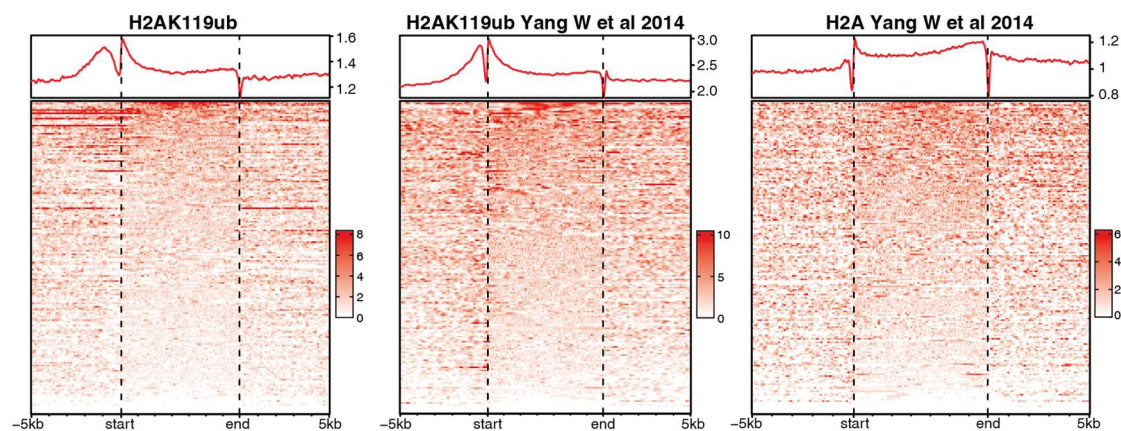

**Supplementary Fig. 15. Coverage heatmap plots comparing the genome wide distribution of H2Aub over gene bodies and upstream and downstream regions reported in our study (left) with those of H2Aub and H2A form datasets of Yang W et al., 2014 (center and right).**

**Supplementary Table 1. Description of the clinical sample.**

All SUD diagnoses are lifetime and correspond to DSM-IV TR dependence. SAPS, Scale for Assessment of Positive Symptoms – Cocaine-Induced Psychosis; IQR, interquartile range.

|                                                                           | N (%) or mean (SD) | N   |
|---------------------------------------------------------------------------|--------------------|-----|
| Sex                                                                       | 82 (23%)           | 350 |
| Age                                                                       | 38 (9)             | 350 |
| Age at first cocaine use                                                  | 23 (7)             | 338 |
| Age at onset of cocaine use disorder                                      | 27 (8)             | 261 |
| Number of cocaine uses during first year after initiation                 | 25 (82)            | 203 |
| Transition between first cocaine use and cocaine use disorder (months)    | 52 (72)            | 260 |
| SAPS score – aggression                                                   | 1.4 (1.7)          | 240 |
| SAPS score – physical symptoms before cocaine use                         | 1.3 (1.5)          | 240 |
| Current tobacco smoking                                                   | 304 (87%)          | 350 |
| Alcohol use disorder                                                      | 210 (62%)          | 338 |
| Opioid use disorder                                                       | 208 (61%)          | 340 |
| Cannabis use disorder                                                     | 217 (64%)          | 338 |
| Benzodiazepine use disorder                                               | 140 (41%)          | 339 |
| Number of comorbid substance use disorders (tobacco excluded)             | 1: 50 (14%)        | 350 |
|                                                                           | 2: 55 (16%)        |     |
|                                                                           | 3: 89 (26%)        |     |
|                                                                           | 4: 91 (26%)        |     |
|                                                                           | 5: 64 (18%)        |     |
| Number of psychotropic medications in current treatment (median, IQR)     | 1 (0-1)            | 350 |
| Number of non-psychotropic medications in current treatment (median, IQR) | 1 (0-2)            | 350 |

**Supplementary Table 2. Functional analysis of 54 SNPs showing significant associations (at FDR <0.05).**

| CHR | POS      | GENE   | SNP        | REF | ALT | MAF_EUR | ANNOTATION                                | REGULOMEDB | MQTL | CADD  |
|-----|----------|--------|------------|-----|-----|---------|-------------------------------------------|------------|------|-------|
| X   | 51572573 | MAGED1 | rs5991737  | A   | C   | 0.2386  | intronic                                  | 6          | 1    | 1.456 |
| X   | 51573281 | MAGED1 | rs1439460  | T   | A   | 0.2386  | intronic                                  | 6          | 1    | 3.542 |
| X   | 51581211 | MAGED1 | rs7061919  | C   | T   | 0.2406  | intronic                                  | 2b         | 1    | 6.21  |
| X   | 51581376 | MAGED1 | rs7056700  | A   | G   | 0.2416  | intronic                                  | 3a         | 1    | 1.241 |
| X   | 51581757 | MAGED1 | rs12853137 | A   | C   | 0.302   | intronic                                  | 6          | 1    | 0.94  |
| X   | 51585484 | MAGED1 | rs12353683 | C   | T   | 0.2435  | intronic                                  | 6          | 1    | 1.714 |
| X   | 51592979 | MAGED1 | rs7880576  | T   | G   | 0.2416  | intronic                                  | 7          | 1    | 2.792 |
| X   | 51601126 | MAGED1 | rs5991738  | G   | C   | 0.2416  | intronic                                  | 7          | 1    | 5.643 |
| X   | 51608351 | MAGED1 | rs7886851  | G   | A   | 0.2455  | intronic                                  | 7          | 1    | 2.495 |
| X   | 51610969 | MAGED1 | rs5991739  | A   | G   | 0.2435  | intronic                                  | 5          | 1    | 12.47 |
| X   | 51616151 | MAGED1 | rs6614508  | T   | A   | 0.5348  | intronic                                  | 6          | 2    | 1.657 |
| X   | 51621856 | MAGED1 | rs60919030 | T   | A   | 0.2445  | intronic                                  | 6          | 1    | 2.721 |
| X   | 51625979 | MAGED1 | rs7052927  | G   | A   | 0.2455  | intronic                                  | 7          | 1    | 1.865 |
| X   | 51626142 | MAGED1 | rs7053197  | G   | A   | 0.2455  | intronic                                  | 7          | 1    | 0.8   |
| X   | 51628658 | MAGED1 | rs12843252 | A   | T   | 0.2416  | intronic                                  | 6          | 1    | 12.23 |
| X   | 51628952 | MAGED1 | rs11795748 | T   | C   | 0.2416  | intronic                                  | 7          | 1    | 2.168 |
| X   | 51630805 | MAGED1 | rs5991707  | A   | T   | 0.2435  | intronic                                  | 6          | 1    | 1.507 |
| 16  | 8988777  | USP7   | rs2304467  | C   | G   | 0.3917  | 3downstream,intronic                      | 3a         | 2    | 0.695 |
| 16  | 8996636  | USP7   | rs4985062  | T   | C   | 0.4384  | Supstream,non-coding<br>intronic,intronic | 5          | 3    | 4.013 |
| 16  | 9020056  | USP7   | rs9933060  | C   | T   | 0.1869  | non-coding<br>intronic,intronic           | 5          | 0    | 0.021 |
| 16  | 9023155  | USP7   | rs11642973 | T   | C   | 0.0775  | non-coding<br>intronic,intronic           | 4          | 1    | 6.523 |
| 16  | 9025523  | USP7   | rs11863279 | A   | G   | 0.1889  | non-coding<br>intronic,intronic           | 5          | 0    | 5.963 |
| 16  | 9027351  | USP7   | rs8045445  | A   | G   | 0.1889  | non-coding<br>intronic,intronic           | 6          | 0    | 12.29 |
| 16  | 9028645  | USP7   | rs12924995 | A   | C   | 0.4384  | intronic,non-coding<br>intronic           | 5          | 3    | 1.12  |
| 16  | 9029008  | USP7   | rs8061621  | T   | C   | 0.1889  | non-coding<br>intronic,intronic           | 4          | 0    | 3.903 |
| 16  | 9030993  | USP7   | rs8043595  | G   | C   | 0.1889  | Supstream,intronic                        | 5          | 0    | 1.904 |
| 16  | 9032015  | USP7   | rs7190551  | G   | A   | 0.1859  | Supstream,intronic                        | 2b         | 0    | 0.355 |
| 16  | 9032964  | USP7   | rs8059146  | A   | G   | 0.1889  | intronic                                  | 5          | 0    | 4.517 |
| 16  | 9034716  | USP7   | rs11075045 | A   | G   | 0.1879  | intronic                                  | 5          | 0    | 3.127 |
| 16  | 9034826  | USP7   | rs7342770  | C   | A   | 0.2147  | intronic                                  | 5          | 2    | 0.095 |
| 16  | 9035124  | USP7   | rs1471435  | T   | C   | 0.3459  | intronic                                  | 5          | 1    | 5.967 |
| 16  | 9035781  | USP7   | rs56410892 | T   | C   | 0.1918  | intronic                                  | 4          | 0    | 0.403 |
| 16  | 9036452  | USP7   | rs12446090 | T   | C   | 0.4334  | intronic                                  | 3a         | 4    | 3.297 |
| 16  | 9037835  | USP7   | rs8053087  | A   | T   | 0.1869  | intronic                                  | 7          | 0    | 1.76  |

|    |         |      |            |   |   |        |                    |    |   |       |
|----|---------|------|------------|---|---|--------|--------------------|----|---|-------|
| 16 | 9037904 | USP7 | rs8049394  | G | A | 0.2515 | intronic           | 5  | 2 | 1.777 |
| 16 | 9038117 | USP7 | rs12449090 | T | C | 0.4314 | intronic           | 3a | 4 | 7.254 |
| 16 | 9038779 | USP7 | rs13338372 | A | G | 0.1869 | intronic           | 4  | 0 | 3.886 |
| 16 | 9038882 | USP7 | rs28651477 | A | G | 0.2525 | intronic           | 5  | 2 | 2.471 |
| 16 | 9039334 | USP7 | rs11075053 | T | G | 0.2545 | intronic           | 4  | 2 | 2.348 |
| 16 | 9040301 | USP7 | rs28523354 | T | G | 0.2545 | intronic           | 3a | 2 | 2.098 |
| 16 | 9040400 | USP7 | rs9932027  | G | C | 0.1889 | intronic           | 4  | 0 | 2.221 |
| 16 | 9042631 | USP7 | rs2086154  | A | C | 0.2525 | intronic           | 5  | 2 | 3.135 |
| 16 | 9043215 | USP7 | rs7192015  | T | C | 0.1918 | intronic           | 2c | 0 | 0.897 |
| 16 | 9043488 | USP7 | rs7192587  | T | C | 0.1909 | 5utr,intronic      | 3a | 0 | 4.629 |
| 16 | 9043542 | USP7 | rs7192755  | T | G | 0.2535 | Supstream,intronic | 4  | 2 | 1.296 |
| 16 | 9045462 | USP7 | rs9926137  | G | C | 0.1899 | Supstream,intronic | 4  | 0 | 0.784 |
| 16 | 9047162 | USP7 | rs9936763  | G | C | 0.1859 | intronic           | 4  | 0 | 1.398 |
| 16 | 9047198 | USP7 | rs9924441  | C | T | 0.2495 | intronic           | 4  | 2 | 0.004 |
| 16 | 9048329 | USP7 | rs6498271  | C | G | 0.1859 | intronic           | 3a | 0 | 1.211 |
| 16 | 9049094 | USP7 | rs8054659  | T | C | 0.2535 | intronic           | 3a | 2 | 3.733 |
| 16 | 9050009 | USP7 | rs9939495  | T | A | 0.1859 | intronic           | 4  | 0 | 3.488 |
| 16 | 9050331 | USP7 | rs12446999 | C | A | 0.4304 | Supstream,intronic | 3a | 3 | 0.396 |
| 16 | 9050513 | USP7 | rs28727382 | G | C | 0.2545 | Supstream,intronic | 4  | 2 | 0.089 |
| 16 | 9051353 | USP7 | rs9922395  | T | C | 0.2545 | Supstream,intronic | 4  | 2 | 1.041 |

**Supplementary Table 3. Cox regression with the transition from first cocaine use to cocaine use disorder (CUD) as the dependent variable and *MAGED1* rs7886851-A as the lead SNP.**

Hazard ratios (HR) and 95% confidence intervals (CI) (two-sided tests) and uncorrected *p*-values are displayed. N =127.

| Characteristic   | HR   | 95% CI     | p-value |
|------------------|------|------------|---------|
| rs7886851        | 1.52 | 1.06, 2.19 | 0.024   |
| Age              | 0.96 | 0.94, 0.98 | <0.001  |
| Sex              | 0.82 | 0.55, 1.23 | 0.3     |
| Impulsive temper | 1.00 | 1.00, 1.01 | 0.4     |

**Supplementary Table 4. Cox regression with the transition from first cocaine use to cocaine use disorder (CUD) as the dependent variable and *MAGED1* rs6614508-A as the lead SNP.**

Hazard ratios (HR) and 95% confidence intervals (CI) (two-sided tests) and uncorrected *p*-values are displayed. N =127.

| Characteristic   | HR   | 95% CI     | p-value |
|------------------|------|------------|---------|
| rs6614508        | 0.56 | 0.36, 0.86 | 0.007   |
| Age              | 0.95 | 0.92, 0.98 | <0.001  |
| Sex              | 0.90 | 0.57, 1.43 | 0.7     |
| Impulsive temper | 1.00 | 0.99, 1.01 | 0.5     |

## **Description of the Supplementary Data files**

### **Supplementary Data 1. RNAseq and ChIPmentation gene lists, Gene ontology (GO terms) and curated gene sets.**

Statistical significance was set at  $P < 0.05$  after correction for multiple testing using a false discovery rate procedure (Benjamini-Hochberg, BH-FDR).

### **Supplementary Data 2. Protein lists of the mass spectrometry results from Maged1/MAGED1 IP, Maged1/MAGED1 partners (mice and humans).**

To compare protein intensities in the different conditions, student t-tests were performed. Quantified proteins and the results of the t-tests are listed. The fold change (in log2) and the adjusted statistical significance of each protein is shown.

### **Supplementary Data 3. Gene expression in the brain and SNPs from *MAGED1* and *USP7* with significant associations with cocaine-related phenotypes according to <http://www.braineac.org/>.**

### **Supplementary Data 4. Summary statistics of associations between *MAGED1* and *USP7* SNPs and cocaine-related phenotypes.**

Associations between 114 USP7 SNPs and 61 MAGED1 SNPs and seven cocaine-related phenotypes. CHR, chromosome; POS, position on chromosome (hg19 coordinates); SNP, single nucleotide polymorphism; REF, reference allele; ALT, alternate allele; PHENOTYPE, cocaine-related phenotype; N, number of cases for analysis; Z, effect magnitude; P, raw p-value; BH, FDR value after Benjamini-Hochberg correction within each phenotype (i.e. for 175 tests each time).

# Supplementary material for: USP7/Maged1-mediated H2A monoubiquitination in the paraventricular thalamus: an epigenetic mechanism involved in cocaine use disorder
**Source:** Nat Commun. 2023 Dec 20;14:8481. doi: 10.1038/s41467-023-44120-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of additional supplementary files**

**File name:** Supplementary Data 1

**Description:** RNAseq and ChIPmentation gene lists, Gene ontology (GO terms) and curated gene sets.

**File name:** Supplementary Data 2

**Description:** Protein lists of the mass spectrometry results from Maged1/MAGED1 IP, Maged1/MAGED1 partners (mice and humans).

**File name:** Supplementary Data 3

**Description:** Gene expression in the brain and SNPs from *MAGED1* and *USP7* with significant associations with cocaine-related phenotypes according to <http://www.braineac.org/>.

**File name:** Supplementary Data 4

**Description:** Summary statistics of associations between *MAGED1* and *USP7* SNPs and cocaine-related phenotypes.

# Supplementary material for: USP7/Maged1-mediated H2A monoubiquitination in the paraventricular thalamus: an epigenetic mechanism involved in cocaine use disorder
**Source:** Nat Commun. 2023 Dec 20;14:8481. doi: 10.1038/s41467-023-44120-2
**Supplement:** Supplementary file 8 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                          |                                     |                                                                                                                                                                                                                                                            |
|--------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Ethovision xt 14.0 software (Noldus) was used for videotracking of mice in the open-field.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | Locomotor state characterization and quantification was performed using Ethovision xt 14.0 software (Noldus). RNAseq mapping against the mouse reference genome (GRCm38.p4/mm10) was done using STAR 2.5.3a software. Proteins were quantified by the MaxLFQ algorithm integrated in the MaxQuant software. Further proteomic analysis was performed with the Perseus software (version 1.6.2.1) after loading the proteingroups file from MaxQuant. Statistical analyses were performed using GraphPad Prism 9 software (GraphPad Software Inc.) and SPSS statistics 27 (IBM). Cell sorting was performed using a FACS Aria III cell sorter supported by the FACSDiva software (BD Biosciences). The R (v4.1.2) and Rstudio (1.4.1106) softwares were used for clinical and genetic analyses and for ChIPmentation analysis. PLINK (v. 2.0) was also used for quality control of human genetic data. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data supporting the findings are available within the article and its Supplementary Materials and are available from the corresponding author upon request. All RNAseq and ChIPmentation data are deposited in GEO under accession number GSE208142. The R scripts used for this study are available in GitHub upon request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|--------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | In the part of our study involving human participants, both women and men were included.                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Reporting on race, ethnicity, or other socially relevant groupings | From 592 genotyped patients, 522 were left for analysis, 351 of whom had strict Caucasian ancestry as compared to the distribution of variants in European from the 1000 genomes database.                                                                                                                                                                                                                                                                                                                                       |
| Population characteristics                                         | Polydrug users                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Recruitment                                                        | Patients > 18 years seeking treatment for any SUD other than nicotine were consecutively recruited between April 2008 and July 2016 through two multicentric protocols.                                                                                                                                                                                                                                                                                                                                                          |
| Ethics oversight                                                   | . Both protocols and the current study were approved by the relevant Institutional Review Boards [CPP Ile-de-France IV and CEEI from the Institut de la Santé et de la Recherche Médicale (INSERM), IRB00003888 in July 2015, respectively]. All participants provided written informed consent for both the clinical and genetic assessments, and study records were continuously monitored by the hospital research administration. The research was conducted in accordance with the Helsinki Declaration as revised in 1989. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For all experiments, sample size was chosen according to standard practice in the field and our laboratories experience. Size was consistent with reports with similar experiments |
| Data exclusions | Mice from sensitization experiments were excluded if correct placement of canula or proper construct expression in the PVT (or other region of interest) were not validated.       |
| Replication     | All the experiments were replicated on 2 to 3 distinct batches. All replicatopn attempts were succesfull.                                                                          |
| Randomization   | For behavior experiments, mice were randomly assigned to experimental groups through the randomization of viral constructs injected or injected drugs.                             |
| Blinding        | Behavior, H2Aub/H2A ratio, Mass spectrometry, ChIPmentation and RNAsequencing analyses were performed by researchers blinded to genotype and experimental condition.               |

# Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description | Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).                                                                                                                                                                                                                                                                                 |
| Research sample   | State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.                                                                                                                                  |
| Sampling strategy | Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed. |
| Data collection   | Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.                                                                                            |
| Timing            | Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.                                                                                                                                                                                                                                                                                                                                     |
| Data exclusions   | If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                                |
| Non-participation | State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.                                                                                                                                                                                                                                                                                               |
| Randomization     | If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.                                                                                                                                                                                                                                                                         |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|--------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.                                                                                                                                                                                                                                          |
| Research sample          | Describe the research sample (e.g. a group of tagged <i>Passer domesticus</i> , all <i>Stenocereus thurberi</i> within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source. |
| Sampling strategy        | Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.                                                                                                                                                                                       |
| Data collection          | Describe the data collection procedure, including who recorded the data and how.                                                                                                                                                                                                                                                                                                                                                                        |
| Timing and spatial scale | Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken                                                                                                                                                       |
| Data exclusions          | If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                                                                                                                                                                                                                                       |
| Reproducibility          | Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.                                                                                                                                                                                                                 |
| Randomization            | Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.                                                                                                                                                                                                                                                      |
| Blinding                 | Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.                                                                                                                                                                                                                                                                           |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                                                                                                                                                                                                                                                                                                                                       |
|------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Field conditions       | <i>Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).</i>                                                                                                                                                                                                                      |
| Location               | <i>State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).</i>                                                                                                                                                                                         |
| Access & import/export | <i>Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).</i> |
| Disturbance            | <i>Describe any disturbance caused by the study and how it was minimized.</i>                                                                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Clinical data               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Chicken GFP (1:2000, Abcam, ab13970), rabbit mono-ubiquitylated histone H2A (1:1500, Cell Signaling, 8240S), rabbit anti-H2A (1/1000, Merck, 07-146), goat USP7 (1/2000, Bethyl Laboratories, A303-943A), mouse mono-ubiquitylated histone H2A (1:75, Merck, 32160702), Maged1(1/300, Cosmo-Bio, BAM-74-112-EX), MAGED1 antibody (ThermoFisher, cat. no. PA5-99091) |
| Validation      | All these antibodies were validated by the manufacturer as shown on their websites and secondly validated and calibrated in our laboratory.                                                                                                                                                                                                                         |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                            |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | SH-SY5Y and HEK293T cells were obtained from ATCC                                                          |
| Authentication                                                       | Cell lines were not authenticated                                                                          |
| Mycoplasma contamination                                             | No Mycoplasma contamination was found using PCR tests done regularly.                                      |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i> |

## Palaeontology and Archaeology

|                     |                                                                                                                                                                                                                                                                                |
|---------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Specimen provenance | <i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.</i> |
| Specimen deposition | <i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>                                                                                                                                                                            |

## Dating methods

If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

## Ethics oversight

Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Laboratory animals

Mice, C57Bl/6 - Maged1 loxP - Maged1 KO - vGlut2 Cre - 2-4 months old, males

## Wild animals

The study did not involve wild animals.

## Reporting on sex

All our experiments were performed in 2- to 4-month-old mice. Our experiments were conducted on hemizygous Maged1 KO males and their wild-type littermates (Maged1 WT) generated by crossing heterozygous Maged1 KO/WT females with C57Bl6J males as Maged1 KO males are deficient in sexual behavior and do not reproduce properly.

## Field-collected samples

The study did not involve field-collected samples.

## Ethics oversight

All methods were performed in accordance with the relevant guidelines and regulations and approved by local ethics committees: Belgium, ethics committee ULB Pôle Santé (Protocol 695N).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

NCT00894452 & NCT01569347

## Study protocol

The study protocol is available at the corresponding clinical trial registration page (<https://clinicaltrials.gov/ct2/show/NCT01569347?term=Vorspan&draw=2&rank=6>). CONSORT checklist is not applicable to our observational study, however, our report fulfills the STREGA checklist for the report of genetic studies (see, e.g., <https://doi.org/10.1371/journal.pmed.1000022>), which is an extension of the STROBE guidelines.

## Data collection

Participants were recruited in two waves between (i) December 2008-April 2013, total N =213 and (i) April 2012-November 2016, total N =417; from outpatient addiction centers in France, in the following cities: Paris, Lille, Clermont-Ferrand, Clichy, Ivry-sur-Seine, Saint-Etienne, Lyon and Marseille.

## Outcomes

Participants for the current study were analyzed from two pooled studies registered at NCT. Assessments and data collection were strictly similar for about 80% variables and secondary objectives, which were (regarding the current study) to characterize the trajectory of substance use and substance use disorders, in particular: age at cocaine 1st experimentation, age at onset of cocaine use disorder, comorbid conditions (e.g. ADHD) - measured using standard procedures (DSM-based interviews, validated screening tools). All participants were genotyped using the same DNA array (Illumina PsychChip) and the biological samples underwent the same quality control procedures at the biochemical and at the biostatistical levels, to support analyses for their primary objectives, which can be summarized as the genetic basis of the variability of response in severe substance use disorders. For the second study, cocaine-related behavioral disturbances and psychotic symptoms were predefined as the main judgment criterion for the clinical study and was assessed using a standard scale developed for this purpose (see cited references in the manuscript). All the clinical and sociodemographic data were obtained using a single face-to-face interview and all the secondary analyses reported in the current study were pre-planned.

## Dual use research of concern

Policy information about [dual use research of concern](#)

## Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/projects/geo/query/acc.cgi?acc=GSE208142>

Files in database submission

cKO\_saline H2Aub\_rep1\_R1.fq.gz  
 cKO\_saline H2Aub\_rep1\_R2.fq.gz  
 cKO\_saline H2Aub\_rep3\_R1.fq.gz  
 cKO\_saline H2Aub\_rep3\_R2.fq.gz  
 Ctrl\_Cocaine\_H2Aub\_rep1\_R1.fq.gz  
 Ctrl\_Cocaine\_H2Aub\_rep1\_R2.fq.gz  
 Ctrl\_cocaine\_H2Aub\_rep2\_R1.fq.gz  
 Ctrl\_cocaine\_H2Aub\_rep2\_R2.fq.gz  
 Ctrl\_cocaine\_H2Aub\_rep3\_R1.fq.gz  
 Ctrl\_cocaine\_H2Aub\_rep3\_R2.fq.gz  
 Ctrl\_saline H2Aub\_rep2\_R1.fq.gz  
 Ctrl\_saline H2Aub\_rep2\_R2.fq.gz  
 Ctrl\_saline\_H2Aub\_rep1\_R1.fq.gz  
 Ctrl\_saline\_H2Aub\_rep1\_R2.fq.gz  
 Ctrl\_saline\_H2Aub\_rep3\_R1.fq.gz  
 Ctrl\_saline\_H2Aub\_rep3\_R2.fq.gz  
 TIC\_cKO\_cocaine\_R1.fq.gz  
 TIC\_cKO\_cocaine\_R2.fq.gz  
 TIC\_cKO\_saline\_R1.fq.gz

TIC\_cKO\_saline\_R2.fq.gz  
 TIC\_Ctrl\_cocaine\_R1.fq.gz  
 TIC\_Ctrl\_cocaine\_R2.fq.gz  
 TIC\_Ctrl\_saline\_R1.fq.gz  
 TIC\_Ctrl\_saline\_R2.fq.gz  
 MACS\_H2Aub\_KO\_coc\_rep1.bed  
 MACS\_H2Aub\_KO\_coc\_rep2.bed  
 MACS\_H2Aub\_KO\_sal\_rep1.bed  
 MACS\_H2Aub\_KO\_sal\_rep2.bed  
 MACS\_H2Aub\_KO\_sal\_rep3.bed  
 MACS\_H2Aub\_WT\_coc\_r1.bed  
 MACS\_H2Aub\_WT\_coc\_r4.bed  
 MACS\_H2Aub\_WT\_coc\_r7.bed  
 MACS\_H2Aub\_WT\_sal\_r1.bed  
 MACS\_H2Aub\_WT\_sal\_r4.bed  
 MACS\_H2Aub\_WT\_sal\_r7.bed  
 cKO\_saline H2Aub\_rep1\_R1.fq.gz, cKO\_saline H2Aub\_rep1\_R2.fq.gz, cKO\_saline H2Aub\_rep3\_R1.fq.gz, cKO\_saline H2Aub\_rep3\_R2.fq.gz, Ctrl\_Cocaine\_H2Aub\_rep1\_R1.fq.gz, Ctrl\_Cocaine\_H2Aub\_rep1\_R2.fq.gz, Ctrl\_cocaine\_H2Aub\_rep2\_R1.fq.gz, Ctrl\_cocaine\_H2Aub\_rep2\_R2.fq.gz, Ctrl\_cocaine\_H2Aub\_rep3\_R1.fq.gz, Ctrl\_cocaine\_H2Aub\_rep3\_R2.fq.gz, Ctrl\_saline H2Aub\_rep2\_R1.fq.gz, Ctrl\_saline H2Aub\_rep2\_R2.fq.gz, Ctrl\_saline\_H2Aub\_rep1\_R1.fq.gz, Ctrl\_saline\_H2Aub\_rep1\_R2.fq.gz, Ctrl\_saline\_H2Aub\_rep3\_R1.fq.gz, Ctrl\_saline\_H2Aub\_rep3\_R2.fq.gz, TIC\_cKO\_cocaine\_R1.fq.gz, TIC\_cKO\_cocaine\_R2.fq.gz, TIC\_cKO\_saline\_R1.fq.gz, TIC\_cKO\_saline\_R2.fq.gz, TIC\_Ctrl\_cocaine\_R1.fq.gz, TIC\_Ctrl\_cocaine\_R2.fq.gz, TIC\_Ctrl\_saline\_R1.fq.gz, TIC\_Ctrl\_saline\_R2.fq.gz, MACS\_H2Aub\_KO\_coc\_rep1.bed, MACS\_H2Aub\_KO\_coc\_rep2.bed, MACS\_H2Aub\_KO\_sal\_rep1.bed, MACS\_H2Aub\_KO\_sal\_rep2.bed, MACS\_H2Aub\_KO\_sal\_rep3.bed, MACS\_H2Aub\_WT\_coc\_r1.bed, MACS\_H2Aub\_WT\_coc\_r4.bed, MACS\_H2Aub\_WT\_coc\_r7.bed, MACS\_H2Aub\_WT\_sal\_r1.bed, MACS\_H2Aub\_WT\_sal\_r4.bed, MACS\_H2Aub\_WT\_sal\_r7.bed

Genome browser session  
 (e.g. [UCSC](#))

*Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.*

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | 2-3 independent biological replicates were performed for each experimental condition. Each replicate was produced from 2-4 pooled mouse thalami.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Sequencing depth        | ChIPmentation experiments were sequence by 100bp paired end sequencing. All sample were sequenced at seq depth >10x10 <sup>6</sup> reads/sample with >65% valid and unique pair reads                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Antibodies              | anti-H2AK119ub antibody (Cell Signaling, 8240S)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Peak calling parameters | MACS2 callpeak (Galaxy Version 2.1.1.20160309.3, broadpeak parameters); lower mfold=5; upper mfold=50; Band width =300; FDR threshold =0,05                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data quality            | H2Aub_WT_sal_rep1: 23748<br>H2Aub_WT_sal_rep2: 8955<br>H2Aub_WT_sal_rep3: 12114<br>H2Aub_WT_coc_rep1: 21105<br>H2Aub_WT_coc_rep2: 26055<br>H2Aub_WT_coc_rep3: 15874<br>H2Aub_Maged1KO_sal_rep1: 80720<br>H2Aub_Maged1KO_sal_rep2: 10809<br>H2Aub_Maged1KO_sal_rep3: 7271<br>H2Aub_Maged1KO_coc_rep1: 54656<br>H2Aub_Maged1KO_coc_rep2: 17442                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| Software                | ChIPmentation sequencing data were analyzed using the public Galaxy server (Afgan E et al 2018) and personalized R scripts. First, adapter sequences were trimmed from both R1 and R2 adapters using Cutadapt v3 (Martin M et al 2011; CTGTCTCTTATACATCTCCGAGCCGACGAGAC -A CTGTCTCTTATACATCTGACGCTGCGACGA -q 30 -m 15), and mapped against the mouse mm10 genome assembly using Bowtie2 (v 2.3.4.1) (Langmead B et al 2012). Only alignments with a mapping quality above 30 were kept (samtools v1..2 Danecsek et al. 2021). Significantly enriched regions were called using MACS2 (v 2.1.1.20160309.3) with broadpeak calling parameters (Zhang Y et al 2008). The bam files from TIC samples were used as a control for MACS peak calling. Coverage files were normalized by the number of millions of valid paired reads of each sample. |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

*Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.*

Instrument

*Identify the instrument used for data collection, specifying make and model number.*

Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

Design type

*Indicate task or resting state; event-related or block design.*

Design specifications

*Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.*

Behavioral performance measures

*State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).*

### Acquisition

Imaging type(s)

*Specify: functional, structural, diffusion, perfusion.*

Field strength

*Specify in Tesla*

Sequence & imaging parameters

*Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.*

Area of acquisition

*State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.*

Diffusion MRI

☐

Used

☐

Not used

### Preprocessing

Preprocessing software

*Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).*

Normalization

*If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.*

Normalization template

*Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.*

Noise and artifact removal

*Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).*

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

## Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity

☐ ☐ Graph analysis

☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

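RNA was sequenced from the microdissected thalamus of control and Maged1-cKO mice after repeated cocaine or saline. The authors deposited 1 table of TPM values per library, with genes named by symbol. According to the paper's methods, paired reads were mapped to GRCm38 with STAR, quantified with salmon and summarized with tximport, and the authors then normalized counts by TMM and tested them with limma. Those counts are not used here. The TPM as deposited are already divided by transcript length and library total, keep no depth, and sum to 312659 to 377401 over the listed genes. The depth of each library, and the counting error it sets, are unknown from these values. In 2 of the deposited tables the TPM are written with a decimal comma, which was read as a decimal point, so the unit of these tables, recorded as other, is also TPM by the authors.

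Of 15 samples, 14 were analysed: 4 control saline, 4 control cocaine, 4 cKO saline and 2 cKO cocaine. The remaining cKO cocaine sample was not analysed here. Groups follow the sample titles. For 4 saline libraries the genotype tag names the other genotype, and fits by the tag, or with the 10 libraries whose labels agree, were alternatives. Replicate numbers come from the sample titles and the mice are different animals.

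The TPM were scaled by unweighted TMM factors (30% of the log ratios and 5% of the mean values trimmed on each side), 0.5 was added and log2 was taken. Genes with at least 1 TPM in at least 3 libraries, 13471 in all, entered limma 3.58.1 in R 4.3.3 with a means model of the 4 groups and an intensity trend. Contrasts were cocaine against saline in each genotype, cKO against control after each treatment, and their interaction. Calls needed a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5. Single values were compared by exact two-sided permutation tests and overlaps by Fisher's exact test over the tested genes. Fisher's exact test treats genes as independent, which they are not. Gene lists were set against 10000 random lists matched on mean expression. GC content and length came from the longest GENCODE M21 transcript of each symbol, found for 97.9% of the tested genes. Coordinates are those of the same annotation (GRCm38). Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

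Tested on simulated data, with 200 of 13397 genes changed by a log2 value of 1 in the control cocaine group, the procedure called 192 (96.0%) with 2 false calls, and called 0 genes between the unchanged saline groups.

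The genes named are Maged1, Usp7, C1ql3, Hopx and Scml4, the genes listed both as H2Aub-enriched with cocaine and as downregulated in the part of the paper's source data used here, the 3 largest rises and falls among called genes without overlap between groups for cocaine in each genotype, the 3 called genes with the smallest adjusted p-values for the interaction and for saline cKO against control, and genes of marker lists. Alternatives were TPM as deposited, median-of-ratios and quantile scaling, pseudocounts of 0.1 and 1, no filter and a filter at a mean of 5 TPM, fits of the compared groups alone, no intensity trend, a replicate block, removal of GC content and length trends, the genotype tags, no fold change minimum, and each library left out in turn. These alternatives, the designs and the naming rule were set before the data were examined. Gene ontology enrichment was not repeated here.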

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

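The tests of mislabelling, of GC content and normalization for Maged1, and of choroid plexus genes were chosen after the result was seen; the test of neighbouring tissue was chosen before.

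Maged1 responded to cocaine in opposite directions in the labelled genotypes, with an interaction of 2.28 on the log2 scale (adjusted p = 5.53e-05, limma; from 6.25e-06 to 0.779 over the alternatives, the highest with the genotype tags). It fell in 4 of 4 libraries labelled control cocaine and rose in 2 of 2 labelled cKO cocaine, relative to every saline library of the same labelled genotype. A biological explanation is that cocaine lowers Maged1 RNA in control mice and raises it where the gene is inactivated. Technical explanations were tested. The difference between the cocaine groups was 1.16 both before and after GC content and length trends were removed, a correction that hardly moved this gene and so says little about such a bias, and at least 1.17 under 3 other scalings, which kept its direction. A candidate explanation is that the genotype labels of the cocaine libraries are exchanged. Over the 200 other genes with the smallest p-values between cKO and control after saline, the genotype difference after saline and that after cocaine, measured in separate libraries, had a rank correlation across genes of -0.803, and 177 of the 200 had opposite signs. Over all tested genes the rank correlation was -0.217. Between cocaine and saline libraries of unlike genotype labels 603 genes were called in sum, against 838 for like labels. The negative correlation over the 200 genes and the lower count for unlike labels are what exchanged labels would give. The cocaine effects of the 2 genotypes had a rank correlation across genes of 0.561 with unlike labels, against 0.38 with like labels. A reversal of the genotype effect by cocaine would also give the negative correlation, and gene totals cannot separate the 2 explanations; reads over the floxed exons could. No library was regrouped.

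The interaction was called for 108 genes, 66 higher and 42 lower in the labelled cKO genotype. It shares the label question of Maged1 (-0.803 over 200 genes and -0.217 over all), and one group has 2 libraries, so splits of the libraries were not compared. A genotype-dependent response and exchanged labels may both produce such calls.

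In 57 groups of 4 libraries, 4 held a library far from the others by Dixon's test, a number close to what chance gives. Maged1 in control saline replicate 2 was 188.6 TPM against 163.5 to 167.7 in the others. Hopx in control cocaine replicate 1 was 8.52 TPM against 4.19 to 4.90, and without that library its change with cocaine was -0.69 in place of -0.47. The mean log2 value of a list of genes on the sex chromosomes was 0.01 (0.0148) in control cocaine replicate 1 against -0.20 to -0.17 in the others. No technical or biological explanation was tested for these values.

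The list of cortical and hippocampal glutamatergic genes stood at 0.86 in cKO saline replicate 4 on the log2 scale, against -0.26 to -0.08 in the other cKO saline libraries. A candidate source is RNA from neighbouring tissue in the dissection. In the same library the dentate gyrus list stood at 0.71 against -0.16 to 0.02 in the other cKO saline libraries, a range of 0.866, below the limit of 1 on the log2 scale set for the test. The range of the cortical and hippocampal list itself was 1.12 in this group and is the observation, so it tests nothing further. In cKO saline, lists of other tissue passed the limit with replicate 4 at one end: choroid plexus (range 1.16, replicate 4 highest at 0.26), habenula (1.55, replicate 4 highest at -0.08) and hypothalamus (1.91, replicate 4 lowest at -1.35). Replicate 1 was at the other end of each, at -0.90, -1.63 and 0.56. For habenula it was replicate 1 that stood apart, with replicates 2 and 3 at -0.48 and -0.78. These 3 ranges therefore do not single out replicate 4. Striatum (1.32) passed the limit through replicate 2. The largest ranges within any group were 3.34 for habenula and 2.14 for hypothalamus, among the libraries labelled control cocaine, and 2.78 for choroid plexus in control saline. These ranges are consistent with differences in dissection, while the dentate gyrus list did not pass the limit. Dissection remains as an explanation for replicate 4; no condition in the design separates cKO saline replicate 4 from the other 3, so no biological explanation was tested.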

How the results depend on the processing

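Apart from the alternative that removes the 5 highest genes and the matched random lists for H2Aub, which were chosen after seeing the data, the alternatives were set before the data were examined. Where a setting moved a value, the cause was not tested unless stated.

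Scaling mattered most. With TPM as deposited, the median log2 fold change of all tested genes shifted to -0.335 in control and -0.346 in cKO, 53 genes were higher and 2372 lower in control (2.19% higher, against 46.3%), and 65 higher and 3082 lower in cKO (2.07% against 62.9%). The same setting gave 2 genes lower for cKO against control after saline (33.3% higher, against 14.3%), 1 higher after cocaine, 17 interaction genes, 1159 genes lower and 21 higher in both genotypes, a share difference of 9.24 percentage points, H2Aub odds ratios of 0.922 for genes lower and 0.359 for genes higher in control, and Polycomb medians of -0.72 in control and -0.19 in cKO. A few genes taking much of the TPM were tested as the cause, after the result was seen. With the 5 highest genes removed and the rest set to equal sums, 324 genes were lower in control in place of 2372, so these genes may account for most of the shift. That setting gave 122 genes higher in control (27.4%) and 188 higher and 235 lower in cKO (44.4%).

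With quantile normalization, 4 genes were higher and 23 lower for cKO against control after saline, 1 higher after cocaine (25.0% against 40.0%), and the share difference reversed to 4.78. Median-of-ratios scaling gave 1 gene higher for cKO against control after cocaine (25.0%) and an H2Aub odds ratio of 0.978 for genes higher in control.

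A mean of at least 5 TPM gave 104 genes higher and 98 lower in control, 135 higher and 95 lower in cKO, 4 higher and 10 lower for cKO against control after saline, 1 higher after cocaine, and a share difference of -6.36 (Fisher's exact test, p = 0.395). No filter gave 11 genes higher and 6 lower for cKO against control after cocaine, and H2Aub odds ratios of 1.65 (lower) and 0.898 (higher). A pseudocount of 0.1 gave 4 genes higher for cKO against control after cocaine, a share difference of -7.47 (Fisher's exact test, p = 0.0755), a correlation of cocaine effects of 0.29, an H2Aub odds ratio of 1.67 for genes lower and a Polycomb median of 0.17 in cKO. A pseudocount of 1 gave a correlation of 0.37 and H2Aub odds ratios of 1.80 (lower) and 0.984 (higher).

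Fits of the compared groups alone gave 10 genes lower for cKO against control after saline, 0 higher and 1 lower after cocaine, a share difference of -8.04 (Fisher's exact test, p = 0.097), and H2Aub odds ratios of 1.85 (lower) and 0.995 (higher). Without the intensity trend, 0 genes were higher for cKO against control after saline. At an adjusted p-value alone, control had 1916 genes higher and 1371 lower, cKO 1378 and 1342, cKO against control 9 and 15 after saline and 5 lower after cocaine, and the interaction 173. Beside each count of 0, 2256 genes had an unadjusted p-value under 0.05 for cKO against control after saline and 1596 after cocaine in the chosen model.

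With the genotype tags, control had 134 genes lower, cKO 177 higher, cKO against control 0 higher and 0 lower after saline and 0 higher after cocaine, and the interaction 1. The Maged1 change after saline was -0.15 (adjusted p = 1.00, limma, the highest over the alternatives, where the smallest was 9.43e-05), the correlation 0.45, the H2Aub odds ratio for genes higher 0.290, the Polycomb medians -0.23 and 0.075, and Fbln1 reversed to 0.00 (0.00215). With libraries whose title and tag agree, control had 105 genes lower, cKO 129 higher and 92 lower, cKO against control 0 higher and 0 lower after saline and 1 lower after cocaine, the interaction 3, 29 genes were lower in both genotypes, the share difference was -3.02 (Fisher's exact test, p = 0.684), the correlation 0.29, the H2Aub odds ratio for genes lower 2.00, Maged1 -1.26 after saline (adjusted p = 0.178, limma), and Usp7 reversed to 0.01 (0.00544).

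Same-numbered libraries are different animals, and the correlation of their deviations was -0.01. With the replicate block, 189 genes were higher and 196 lower in control, of which 188 and 191 were the genes called without it. The block gave 0 genes higher for cKO against control after saline, 1 higher and 1 lower after cocaine, 27 interaction genes, a share difference of -7.92 (Fisher's exact test, p = 0.102) and a correlation of 0.36. With GC content and length trends removed, cKO had 87 genes lower, cKO against control 0 higher after saline, 36 genes were lower in both genotypes, the correlation was 0.28, H2Aub odds ratios were 2.42 (lower) and 0.786 (higher), the Polycomb median in cKO 0.030, and Usp7 reversed to 0.01 (0.00808). With the replicate block as well, cKO had 146 genes higher and 67 lower, cKO against control 0 higher and 1 lower after saline and 1 higher and 1 lower after cocaine, the interaction 19, 29 genes were lower in both genotypes, the correlation was 0.31, H2Aub odds ratios were 2.60 and 0.712, the Polycomb median in cKO 0.040, and Usp7 0.01 (0.00808).

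Leaving out each library in turn gave 157 to 223 genes higher and 155 to 352 lower in control, 206 to 300 higher and 155 to 166 lower in cKO, 0 to 2 higher and 3 to 21 lower for cKO against control after saline, 1 to 4 higher and 2 to 8 lower after cocaine, 29 to 218 interaction genes, 48 to 69 genes lower and 64 to 80 higher in both genotypes, share differences from -16.3 to -7.41 (Fisher's exact test; p was 1.53e-05 to 0.684 over all alternatives), correlations from 0.31 to 0.35, and H2Aub odds ratios from 1.17 to 2.18 (lower) and 0.613 to 1.78 (higher). The H2Aub odds ratio of 1.78 for genes higher came without control cocaine replicate 2 (Fisher's exact test, p = 0.0258). That was the smallest p for genes higher over the alternatives. Maged1 stayed between -1.15 and -1.06 after saline, and the Polycomb medians between -0.47 and -0.42 in control and 0.09 and 0.14 in cKO. Contrasts with the libraries labelled cKO cocaine were not run without either of them, since that leaves 1.

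Of 456 other values, for single genes and for the genes called in cKO and not in the same direction in control, 396 kept their direction and side of the threshold or moved by less than the limit, 37 were weaker, 8 stronger and 11 moved, with the 4 reversals given above. Of 584 such values with 1 library left out, 553 did so, 21 were weaker and 10 stronger.

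Against random lists matched on mean expression, the 17 H2Aub genes lower in control compared with a mean of 13.2 (two-sided permutation test with matched lists, p = 0.341), and the 10 genes higher with a mean of 9.23 (two-sided permutation test with matched lists, p = 0.889).

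Of the splits of the 8 control libraries into 4 and 4 that part all same-numbered pairs, 1 of 8, the real one, gave as many genes higher, and 1 of 8 as many lower; the 27 other splits gave at most 1 and 2 genes. For cKO against control after saline, 1 of 8 gave as many genes higher and 1 of 8 as many lower, and 1 of the 27 other splits gave as many higher. With 8 splits the share cannot fall below 0.05, so chance is not excluded by this count alone. Same-numbered libraries are different animals, so the 27 other splits bear on it too. For control cocaine against saline the real split gave 192 genes higher and 223 lower. The rest of the 35 splits gave at most 1 and 2, which argues against a chance split for that contrast. For cKO against control after saline the real counts were only 1 higher and 6 lower. Another split gave as many genes higher, so chance is left open for those. For genes lower no other split gave more than 2, which argues against a chance split, though the counts are small. The depth of the libraries is unknown from TPM, so how far it limits genes with low TPM, such as Scml4, cannot be said.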

Differences from the paper's values

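For genes lower in control with cocaine, 223 were called against the paper's 452. Of the alternatives set before the data were examined, leaving out control cocaine replicate 1 (352 genes) came within 1.5 times of the paper's value and the others did not; removal of the 5 highest genes, chosen after seeing the values, also did (324 genes). For genes higher in cKO with cocaine, 266 were called against the paper's 494, and 196 of them were not called higher in control, against the paper's 383. For genes lower in both genotypes, 58 were called against the paper's 145, and for genes lower in cKO and not lower in control, 99 against the paper's 297. None of the alternatives set before the data were examined closed these 4 gaps. All 4 counts rest on the libraries labelled cKO cocaine. The remaining cKO cocaine sample of the series was not analysed here, and no alternative could show what it would change. At an adjusted p-value under 0.05 alone, 1916 genes were higher in control with cocaine against 1960 in the paper's list, and 1371 lower against 1754.

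For cKO against control after saline, at an adjusted p-value under 0.05, 9 genes were higher against 328 in the paper's list, and 15 lower against 392 in the paper's list; none of the alternatives set before the data were examined closed these gaps. All 320 tested genes of the first list, and all 336 of the second, had the paper's direction.

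The paper states that genes lowered by cocaine overlap significantly with genes enriched in H2Aub after cocaine. Here the odds ratio was 1.56 (Fisher's exact test, p = 0.0889; from 0.000319 to 0.538 over the alternatives). In Fisher's exact test p was under 0.05 with pseudocounts of 0.1 (p = 0.0345) and 1 (p = 0.0449), with no filter (p = 0.0498), with the compared groups alone (p = 0.0217), with libraries whose labels agree (p = 0.0432), and with GC content and length trends removed, without (p = 0.000409) and with the replicate block (p = 0.000319), and in 8 of the fits that each left out one library.

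The paper states that Hopx and Scml4 were downregulated. Here Hopx changed by -0.47 (adjusted p = 0.107, limma) and was called with TPM as deposited (-0.82, adjusted p = 0.00171, limma, where the median of all genes shifted by -0.335) and without control cocaine replicate 1 (-0.69, adjusted p = 0.00674, limma), where the adjusted p-value ran from 0.00171 to 0.81 over the alternatives. Scml4 changed by -0.39 (exact permutation test, p = 0.0571), and with TPM as deposited, under the same shift, by -0.61 (exact permutation test, p = 0.0286), the smallest over the alternatives, where the highest was 0.114.

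The paper states that a principal component analysis separated replicates by genotype as well as by treatment. Here the libraries labelled control cocaine ran from -24.4 to 14.0 on the second component and those labelled cKO cocaine from 12.6 to 21.1, so these groups overlapped, as they did on the first component. On the third component they ran from -33.0 to 5.34 and from 14.0 to 19.7 and did not overlap. The saline groups did not overlap on the first or the second component.

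The paper presents Maged1 as inactivated in the cKO mice. Here the libraries labelled cKO cocaine had 144.3 and 140.4 TPM of Maged1, above the libraries labelled control cocaine at 49.7 to 76.7. The lower Maged1 in the libraries labelled control cocaine is also in the paper's source data. There the log2 fold change in control, saline minus cocaine, was 1.035, against 1.09 here.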

Other observations

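The tests of ependymal genes, of GC content and length, and of neighbouring tissue were chosen before the data were examined; the test of choroid plexus genes was chosen after the result was seen.

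Genes of motile cilia were lower in the libraries labelled control cocaine, with the list median at percentile 0 among 10000 matched random lists. A candidate explanation is a varying amount of ependymal lining in the dissected tissue. Within groups the 13 genes moved together, with a mean correlation of their deviations of 0.884, above each of 2000 matched lists, whose highest value was 0.239. Both values are what RNA from other cells would give. The fall is carried most by control cocaine replicate 4, and replicate 1 is not lower than control saline, so the pattern cannot be told apart from dissection and is not called an effect of cocaine. The list was also lower in cKO than in control after saline (median -0.96) and higher in the libraries labelled cKO cocaine than in cKO saline (0.97), so its direction shares the label question of Maged1. The marker list was a hypothesis about other cells, and a change of these genes within ependymal cells was not tested.

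Other neighbouring tissue varied as well. Choroid plexus genes were highest in control saline replicate 1 for 11 of 11 genes of the list among the 4 libraries of the group, and Ttr reached 1508 TPM there against 12.3 to 55.9 TPM in the other 3. RNA from choroid plexus is a candidate explanation. Among hypothalamus genes, Avp was 18.0 to 83.4 TPM in control saline and 0.40 to 1.71 TPM in the libraries labelled control cocaine. In the latter, Pmch ran from 0.20 to 84.8 TPM, while Avp and Oxt were low in each of the 4, so the spread of the list within this group (2.14 on the log2 scale) does not follow Oxt and Avp. Oxt was lower in cKO than in control after saline (-5.07, adjusted p = 0.0177, limma), higher in the libraries labelled cKO than in those labelled control after cocaine (5.34, adjusted p = 0.0817, limma) and had an interaction of 10.4 (adjusted p = 0.00303, limma), so its fall shares the label question of Maged1.

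The effect of cocaine followed GC content. The rank correlation across genes of the log2 fold change with GC content was 0.339 in control and 0.502 in cKO. With GC content and length trends removed, 368 genes were called in control in place of 415, 297 of them the same genes in the same direction, so most of these calls do not rest on the trend. In cKO 266 were called in place of 423, 209 of them the same genes, so GC content or length bias remains as an explanation for part of the calls in cKO. A cocaine effect on genes of high GC content would look alike and was not tested.

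Usp7, the deubiquitinase the paper studies, changed by -0.03 in control (standard error 0.04, adjusted p = 0.591, limma) and by -0.11 in cKO (standard error 0.04, adjusted p = 0.0908, limma).

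For cKO against control after saline, 7 genes were called. Besides Maged1, Vat1 (-0.63, standard error 0.08, adjusted p = 0.0056, limma) and Wdr6 (-0.61, standard error 0.07, adjusted p = 0.0056, limma) had the smallest adjusted p-values. All 4 cKO libraries lay below all 4 controls for both genes. With TPM as deposited the adjusted p-values were 0.0654 for both, and over the alternatives they ran from 0.00422 to 1.00 for Vat1 and from 0.00193 to 1.00 for Wdr6.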
